# Modulating phosphatase DUSP22 with BML-260 ameliorates skeletal muscle wasting via Akt independent JNK-FOXO3a repression

**DOI:** 10.1038/s44321-025-00234-2

**Published:** 2025-04-22

**Authors:** Sang-Hoon Lee, Hyun-Jun Kim, Seon-Wook Kim, Hyunju Lee, Da-Woon Jung, Darren Reece Williams

**Keywords:** Skeletal Muscle Wasting, DUSP22, Myofiber Atrophy, FOXO3a, BML-260, Musculoskeletal System

## Abstract

Skeletal muscle wasting results from numerous conditions, such as sarcopenia, glucocorticoid therapy or intensive care. It prevents independent living in the elderly, predisposes to secondary diseases, and ultimately reduces lifespan. There is no approved drug therapy and the major causative mechanisms are not fully understood. Dual specificity phosphatase 22 (DUSP22) is a pleiotropic signaling molecule that plays important roles in immunity and cancer. However, the role of DUSP22 in skeletal muscle wasting is unknown. In this study, DUSP22 was found to be upregulated in sarcopenia patients and models of skeletal muscle wasting. DUSP22 knockdown or treatment with BML-260 (a small molecule previously reported to target DUSP22) prevented multiple forms of muscle wasting. Mechanistically, targeting DUSP22 suppressed FOXO3a, a master regulator of skeletal muscle wasting, via downregulation of the stress-activated kinase JNK, which occurred independently of aberrant Akt activation. DUSP22 targeting was also effective in human skeletal muscle cells undergoing atrophy. In conclusion, phosphatase DUSP22 is a novel target for preventing skeletal muscle wasting and BML-260 treatment is therapeutically effective. The DUSP22-JNK-FOXO3a axis could be exploited to treat sarcopenia or related aging disorders.

## Synopsis

Skeletal muscle wasting disorders, such as sarcopenia, produce a considerable socioeconomic burden; there is no clinically approved drug and a lack of new targets hinders therapeutic development.

- Phosphatase DUSP22 was identified as a regulator of skeletal muscle atrophy and treatment with the small molecule BML-260 produced therapeutic effects in multiple models of muscle wasting.
- DUSP22 gene knockdown or BML-260 treatment suppressed activation of the stress kinase JNK and its downstream target FOXO3a, which is a master regulator of muscle wasting.
- In aged skeletal muscle, DUSP22 gene knockdown reduced wasting-related gene expression by >50% and BML-260 therapy increased grip strength by >20%.
- These results demonstrate that the DUSP22-JNK-FOXO3a axis may be utilized to treat sarcopenia or related muscle wasting disorders and BML-260 can be an attractive lead compound for further drug development.

## Abstract (web summary)

Skeletal muscle wasting disorders, such as sarcopenia, produce a considerable socioeconomic burden; there is no clinically approved drug and a lack of new targets hinders therapeutic development.

The paper explained **Problem**

Skeletal muscle wasting is produced by aging and aging-related degenerative diseases. This disorder has become a major socioeconomic issue due to population aging and there is no approved therapeutic drug.

**Results**

We discovered that the signaling phosphatase, DUSP22, is upregulated in patients and animal models of skeletal muscle wasting. Muscle-specific DUSP22 gene knockdown inhibited wasting in these models and suppressed the upregulation of FOXO3a, a master atrogene that induces multiple wasting-related signaling pathways. Targeting DUSP22 with the rhodanine-based small molecule BML-260 was also effective at preventing muscle wasting. The effect of DUSP22 targeting on FOXO3a was shown to be mediated by the stress-regulated kinase, JNK, which was previously shown to be activated by DUSP22. Interestingly, these therapeutic effects occurred without activation of the PI3K-Akt pathway.

**Impact**

The DUSP22-JNK-FOXO3a signaling axis represents a novel strategy to develop therapeutics for skeletal muscle wasting. Bypassing the PI3K-Akt pathway may help to avoid aberrant proteostasis in aged muscle. BML-260 could be an attractive lead compound for future drug development.

## Introduction

Skeletal muscle wasting is a complex multifactorial disorder. A major type of muscle wasting is the loss of mass and strength due to aging, which was termed sarcopenia (“flesh” and “poverty” in Greek) by Irwin Rosenberg in 1989 (Ding et al, 2018). It is estimated that skeletal muscle loses around 1% mass and 3% strength annually from middle age, leading to an overall mass reduction that can reach 50% by the 8–9th decade of life (Oikawa et al, 2019; Wilkinson et al, 2018). The decreased physical function and increased frailty progressively leads to impaired mobility, loss of independence, and increased mortality. Due to demographic aging, sarcopenia has become a major health issue with an economic burden estimated at $40.4 billion per year in the United States alone (Deane et al, 2021; Dos Santos et al, 2017; Goates et al, 2019; Xu et al, 2022).

Apart from aging, many other disorders can produce skeletal muscle wasting. Some examples include side effects from commonly prescribed drugs (e.g., glucocorticoid therapy), infections (such as HIV-AIDS), various degenerative diseases (including heart failure, chronic kidney disease and diabetes), stroke, burns, or intensive care (also known as ICU-acquired weakness) (Ding et al, 2018). Currently, there are no clinically approved drugs for treating skeletal muscle wasting and the causative molecular mechanisms are not completely understood (Sartori et al, 2021).

Dual-specificity phosphatases (DUSPs) are a family of signaling enzymes that dephosphorylate serine/threonine and tyrosine residues (Li et al, 2022). Numerous protein and non-protein substrates, such as lipids and glucans, are modified by DUSPs (Thompson and Stoker, 2021; Zandi et al, 2022). DUSP22 (also known as JSP1-1 or JKAP) was recently linked to aging processes in kidney tissue (Oh et al, 2021). DUSP22 is also known to be expressed in skeletal muscle. A major target of DUSP22 is the stress-activated c-Jun N-terminal kinase (JNK) signaling cascade, which is associated with a number of diseases, such as cancer, dementia and autoimmunity (An et al, 2021; Chen et al, 2002; Gao et al, 2021; Li et al, 2022; Li et al, 2014). The JNK pathway has also been linked to some types of muscle wasting (Mulder et al, 2020). JNK signaling is increased in cancer-associated skeletal muscle loss and upregulated the atrogenes atrogin-1 (Fbxo32) and MuRF-1 (Trim63) (Mulder et al, 2020). JNK signaling has been shown to induce the activation of FOXO3a, which is a master regulator of skeletal muscle wasting and transcriptional activator of MuRF-1 and atrogin-1 (Chaanine et al, 2012; Chi et al, 2022; Nho and Hergert, 2014; Wang et al, 2012). Thus, JNK could be a drug target for this disorder. Unfortunately, despite much research progress, no JNK inhibitor compound has been approved for clinical use (Zhang et al, 2012). FOXO3a signaling can also be downregulated via activation of the important signaling molecule Akt (protein kinase B), although Akt activating compounds could increase the incidence of aging-related pathologies and may be unsuitable for therapeutic applications (Campins et al, 2017; Chen et al, 2019; Nojima et al, 2013). Therefore, discovering novel signaling molecules and targets that suppress FOXO3a could facilitate therapeutic development for skeletal muscle wasting. However, the potential role of DUSP22-JNK signaling in the pathogenesis of skeletal muscle wasting is unknown.

In this study, DUSP22 expression levels were analyzed in sarcopenia patient samples and experimental models of skeletal muscle wasting. The effect of DUSP22 overexpression, knockdown, and pharmacological targeting with BML-260 were assessed in cell-based models of muscle atrophy. Skeletal muscle knockdown of DUSP22 and pharmacological inhibition was then investigated in three models of muscle wasting. Mechanism of action was elucidated by gene expression analysis of atrophy-related genes and whole genome transcriptome sequencing. Applicability to humans was validated using donor-derived skeletal muscle cells undergoing atrophy.

## Results

### DUSP22 is upregulated in skeletal muscle wasting and overexpression disrupts myogenesis

The expression of DUSP22 in humans with skeletal muscle wasting was investigated using a sarcopenia gene expression database of human muscle biopsies from elderly individuals over 70 years old and across ethnicities (Singapore Sarcopenia Study; (GEO accession no. GSE111016 (Migliavacca et al, 2019)). DUSP22 expression was found to be upregulated in sarcopenia patients (Fig. 1A). The dexamethasone (Dex) treatment model of myotube atrophy was used to study the effect of DUSP22 on muscle wasting in vitro, as previously described (Lee et al, 2021). DUSP22 expression was upregulated in myotubes undergoing Dex-induced atrophy, as assessed by RNA Seq (Fig. 1B) and qPCR (Fig. 1C). Atrogin-1 expression was also upregulated in myotubes undergoing Dex-induced atrophy, as assessed by RNA Seq (Appendix Fig. S1). DUSP22 expression was also investigated in the tibialis anterior (TA) muscle of three models of skeletal muscle wasting: Dex treatment, aged mice (27 months-old), and immobilization (Fig. 1C). The mean DUSP22 expression level was found to be upregulated in all three models, and reached statistical significance in the aging and immobilization models.

**Figure 1:**
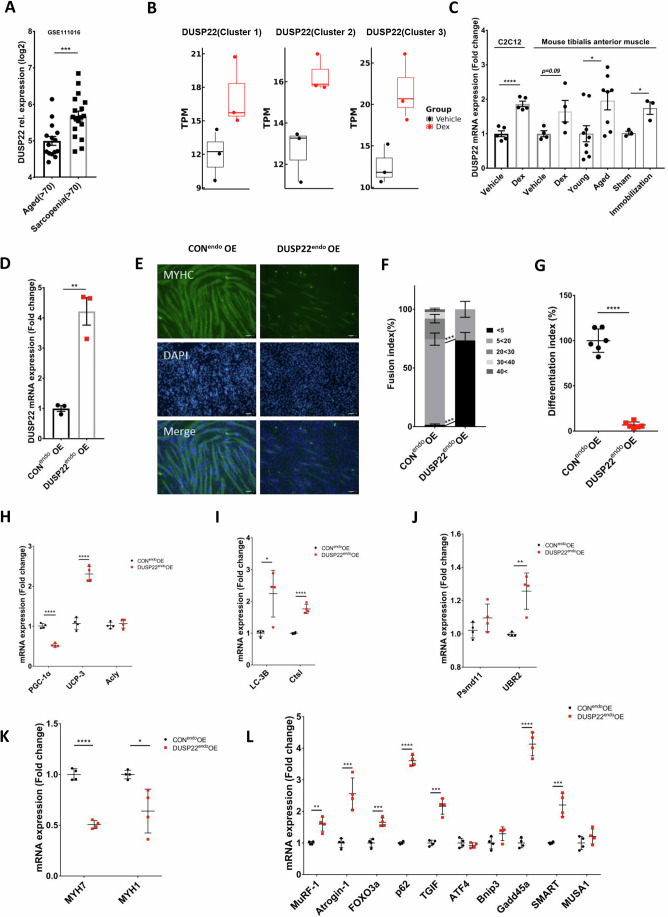
DUSP22 is upregulated in skeletal muscle wasting and overexpression disrupts myogenesis. (**A**) DUSP22 expression in aged individuals (over 70 years, *n* = 15) and aged individuals diagnosed with sarcopenia (over 70 years, *n* = 18), *p* = 0.0009 (obtained from the Singapore Sarcopenia Study; (GEO accession no. GSE111016 (Migliavacca et al, 2019)). (**B**) DUSP22 expression in C2C12 murine myotubes treated with vehicle or dexamethasone (Dex) to induce atrophy (*n* = 3 each) Custer 1 (*p* = 0.024), Cluster 2 (*p* = 0.13), Cluster 3 (*p* = 0.0246). Expression was measured using RNA Seq. TPM=transcript per million. (**C**) qPCR analysis of DUSP22 expression in four models of muscle atrophy: (1) C2C12 myotubes treated with Dex (*n* = 5), *p* = 7.67E−05, (2) the TA muscle of C57BL/6 mice treated with Dex (*n* = 4), *p* = 0.09, (3) the TA muscle of young (5 months-old, *n* = 9) and geriatric (27 months-old, *n* = 8) C57BL/6 mice, *p* = 0.0324, (4) the TA of C57BL/6 mice after hind limb immobilization (*n* = 3), *p* = 0.018. (**D**) qPCR of DUSP22 expression in C2C12 myoblasts transfected with a DUSP22 CRISPR activation plasmid (DUSP22^endo^OE) or control plasmid (CON^endo^OE) (*n* = 3), *p* = 0.0022. (**E**) Fast myosin (MYH2) immunocytochemistry of CON^endo^OE and DUSP22^endo^OE myoblasts after 96 h culture in DM (scale bar = 100 µm). (**F**) Fusion index (*n* = 6). (**G**) Differentiation index (*n* = 6), *p* = 9.91E−09. (**H**–**L**) qPCR analysis of gene expression related to the following: (**H**) Mitochondrial homeostasis (PGC-1α (peroxisome proliferator-activated receptor gamma coactivator 1-alpha, *p* = 1.44E−05), UCP-3 (mitochondrial uncoupling protein 3, *p* = 4.61E−05), Acly (ATP citrate lyase, *p* = 0.5141)) (*n* = 4). (**I**) Autophagy (LC-3B (microtubule-associated proteins 1 A/1B light chain 3B, *p* = 0.0152), CtsL (cathepsin L, *p* = 4.76E−05)) (*n* = 4). (**J**) Ubiquitin-proteasome system (UPS) (UBR2 (ubiquitin protein ligase E3, *p* = 0.0031), Psmd11 (proteasome 26S subunit, non-ATPase 11, *p* = 0.1718) (*n* = 4). (**K**) Myosin heavy chain levels (slow myosin MYH7, *p* = 7.23E−06, fast myosin MYH1, *p* = 0.0171) (*n* = 4), and (**L**) FoxO3a-related signaling (FoxO3a (*p* = 0.0004), MurF-1 (*p* = 0.0019), atrogin-1 (*p* = 0.001), p62 (*p* = 8.67E−08), TGIF (TGFB induced factor homeobox 1, *p* = 0.0001), ATF4 (activating transcription factor 4, *p* = 0.3974), Bnip3 (BCL2/adenovirus E1B 19 kDa protein-interacting protein 3, *p* = 0.0887); Gadd45a (growth arrest and DNA damage inducible alpha, *p* = 4.19E−06), SMART (specific of muscle atrophy and regulated by transcription, *p* = 0.0006), MUSA1 (muscle ubiquitin ligase of SCF complex in atrophy-1, *p* = 0.2357)) (*n* = 4). Box plots represent the distribution of DUSP22 expression levels. The center line indicates the median (50th percentile, Q2), representing the middle value of the dataset. The box bounds correspond to the interquartile range (IQR), extending from the 25th percentile (Q1, lower bound) to the 75th percentile (Q3, upper bound). Whiskers extend to the smallest and largest values within 1.5 × IQR from Q1 and Q3, representing the minimum (lower whisker) and maximum (upper whisker) values within this range. Data points that fall beyond this range are considered outliers and are displayed as individual points outside the whiskers. *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001 indicate significantly increased or decreased. n represents biological replicates. Error bars represent the standard error of the mean (SEM). Source data are available online for this figure.

DUSP22 was overexpressed in C2C12 myoblasts using the endogenous CRISPR-cas9 editing tool and confirmed by qPCR (Fig. 1D). Overexpression disrupted myotube formation and significantly reduced the fusion and differentiation indexes (Fig. 1E–G). Expression analysis was carried out for genes linked to mitochondrial function, autophagy, ubiquitin-proteasome system (UPS), myosin heavy chain (MHC) isoforms, and FOXO3a signaling. DUSP22 overexpression downregulated peroxisome proliferator-activated receptor gamma coactivator 1-alpha (PGC-1α), a master regulator of mitochondrial biogenesis, and upregulated the mitochondrial uncoupling protein UCP-3, although acyl-CoA synthetase long chain family member 1 (Acyl), which regulates mitochondrial fatty acid metabolism, was unaffected (Fig. 1H). The autophagy genes microtubule-associated proteins 1A/1B light chain 3B (LC-3B) and cathepsin L1 (Ctsl) were both upregulated by DUSP22 overexpression (Fig. 1I). The UPS gene ubiquitin protein ligase E3 component N-recognin 2 (UBR2) was upregulated by DUSP22 overexpression, while proteasome 26S subunit, non-ATPase 11 (Psmd11) expression was unaffected (Fig. 1J). The MHC isoforms slow myosin (MYH7) and fast myosin (MYH1) were downregulated by DUSP22 overexpression (Fig. 1K). 10 genes associated with FOXO3a signaling were analyzed (MuRF-1, atrogin-1, FOXO3a, sequestosome 1 (p62), TGFB induced factor homeobox 1 (TGIF), activating transcription factor 4 (ATF4), BCL2/adenovirus E1B 19 kDa protein-interacting protein 3 (Bnip3), growth arrest and DNA damage inducible alpha (Gadd45a), specific of muscle atrophy and regulated by transcription (SMART), and muscle ubiquitin ligase of SCF complex in atrophy-1 (MUSA1)). Seven genes were found to be upregulated by DUSP22 overexpression (MuRF-1, atrogin-1, FOXO3a, p62, TGIF, Gadd45a, and SMART) (Fig. 1L). Western blot analysis also confirmed the upregulation of UBR2, MuRF-1, and atrogin-1 by DUSP22 overexpression (Appendix Fig. S2).

### DUSP22 expression correlates with atrogene expression and knockdown prevents myotube atrophy

The potential relationship between DUSP22 and atrogene expression levels was investigated using Correlation AnalyzeR [29] for expression array profiling of a database obtained from muscle biopsies. The E3 ubiquitin ligase atrogenes MuRF-1 (TRIM63) and atrogin-1 (FBXO32, MAFbx) were selected because they are commonly measured in studies of skeletal muscle wasting and are transcriptionally activated by FOXO3a [30], whereas UBR2 was included as a potential target of DUSP22. Expression profiling confirmed a significant positive correlation between the expression of DUSP22 and MuRF-1 or atrogin-1, whereas UBR2 expression showed no significant change (Fig. 2A,B).

**Figure 2:**
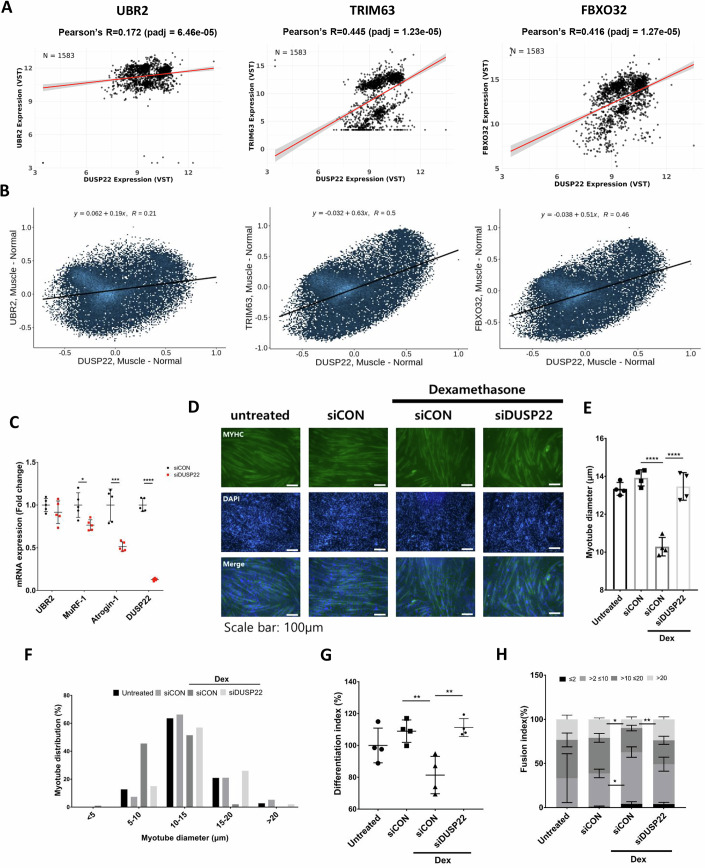
DUSP22 expression positively correlates with MuRF-1 and atrogin-1 expression and knockdown inhibits myotube atrophy. (**A**, **B**) Expression array profiling of DUSP22, MuRF-1, atrogin-1, and UBR2 expression levels (VST) in a database obtained from muscle biopsies, analyzed using Correlation AnalyzeR. (**C**) qPCR analysis of DUSP22 (*p* = 7.22E−09), UBR2 (*p* = 0.25), MuRF-1 (*p* = 0.0101), atrogin-1 (*p* = 0.0005) expression in C2C12 myotubes cultured treated with DM and control siRNA or DUSP22 siRNA for 48 h (*n* = 5). (**D**) Fast myosin (MYH2) immunocytochemistry of C2C12 myoblasts cultured as follows: (1) 120 h incubation with DM; (2) 72 h incubation with DM and 48 h incubation with DM plus control, DUSP22 siRNA; (3) Following 72 h incubation with DM, 24 h incubation in with DM plus control, scrambled siRNA and additional 24 h treatment with 10 μM Dex plus siRNA; (4) Following 72 h incubation with DM, 24 h incubation in with DM plus DUSP22 siRNA and additional 24 h treatment with 10 μM Dex plus siRNA (scale bar = 100 μm). (**E**) Myotube diameter (*n* = 4, *p*= siCON (3.01E−05), siDUSP22+Dex (0.0003)). (**F**) Myotube distribution. (**G**) Differentiation index of C2C12 myoblasts treated as in part (**D**) (*n* = 4, *p* = siCON (0.0068), siDUSP22+Dex (0.0037))). (**H**) Fusion index (*n* = 4). *p < 0.05, **p < 0.01, ***p < 0.001 and ****p < 0.0001 indicate significantly increased or decreased. n represents biological replicates. Error bars represent the standard error of the mean (SEM). Source data are available online for this figure.

siRNA was used to investigate the effect of DUSP22 knockdown on myotube atrophy and atrogene expression. Gene knockdown in the myotubes was confirmed by qPCR (Fig. 2C). Knockdown prevented atrophy in the Dex model, as shown by increased myotube diameter and a greater proportion of larger-sized myotubes (Fig. 2D–F). Knockdown also increased the myotube fusion and differentiation indexes (Fig. 2G,H).

### DUSP22 knockdown lowers atrogene expression, downregulates JNK, and enhances myogenesis

The activation of FOXO3a and Akt after DUSP22 knockdown was assessed by western blotting. Knockdown in normal and Dex-treated myotubes decreased FOXO3a protein levels, leading to an increase in the overall ratio of phosphorylated FOXO3a: total FOXO3a (Fig. 3A,B). Knockdown had no significant effect on Akt phosphorylation (Fig. 3A–C). qPCR and western blotting showed that DUSP22 knockdown reduced atrogin-1 and MuRF-1 levels in Dex-treated myotubes (Fig. 3D–F). A second DUSP22 siRNA oligo was used for gene knockdown validation, as shown by reduced DUSP22 and atrogin-1 expression (Appendix Fig. S3). FOXO3a gene knockdown alone was also sufficient to reduce atrogin-1 and MuRF-1 levels (Appendix Fig. S4).

**Figure 3:**
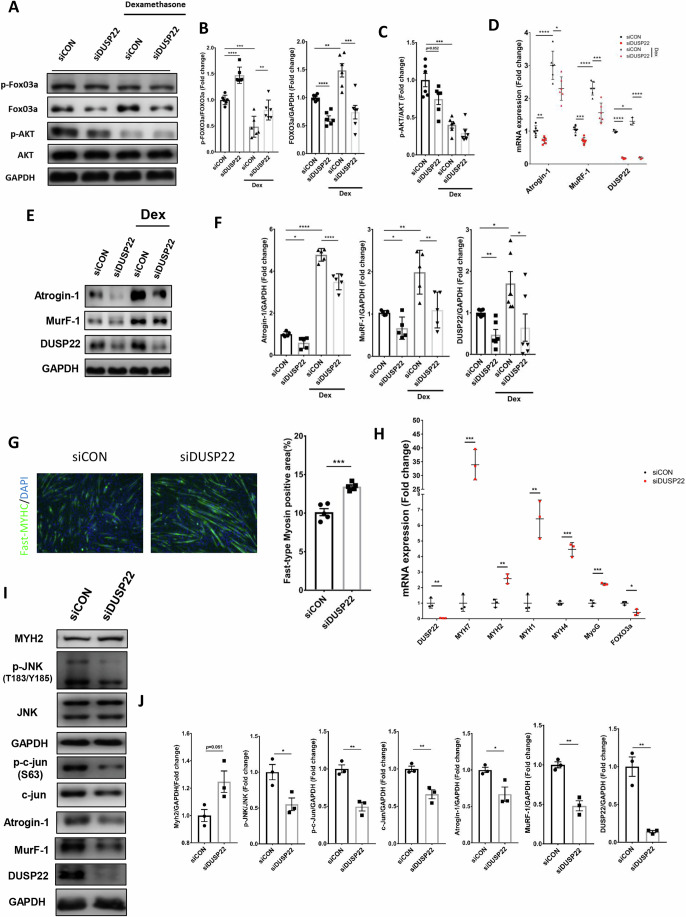
DUSP22 knockdown inhibits atrogene expression and promotes myogenesis. (**A**) Western blot analysis of FoxO3a and Akt phosphorylation in C2C12 myotubes treated with control or DUSP22 siRNA in the presence or absence of Dex. (**B**) Quantification of FOXO3a phosphorylation, which is inversely proportional to activity (*n* = 6, p-FOXO3A/FOXO3A *p*=siDUSP22 (7.8E−05), siCON (0.0002), siDUSP22+Dex (0.018), FOXO3A *p*= siDUSP22 (3.37E−05), siCON (0.0024), siDUSP22+Dex (0.0013)). (**C**) Quantification of Akt phosphorylation, which is directly proportional to activity (*n* = 6, p-AKT/AKT *p* = siDUSP22 (7.8E−05), siCON (0.0002), siDUSP22+Dex (0.018)). (**D**) qPCR analysis of atrogin-1 (*p* = siDUSP22 (0.0187), siCON (0.0002), siDUSP22+Dex (0.0451)), MuRF-1 (*p* = siDUSP22 (0.0037), siCON (0.0001), siDUSP22+Dex (0.0044)), and DUSP22 (*p*=siDUSP22 (1.8E−05), siCON (0.0067), siDUSP22+Dex (2.91E−05)) expression (*n* = 6,3). (**E**) Western blot of atrogin-1 and MuRF-1 expression levels. (**F**) Quantification of atrogin-1 (*p* = siDUSP22 (0.0125), siCON (0.5.05E−09), siDUSP22+Dex (0.0003)), MuRF-1 (*p* = siDUSP22 (0.0226), siCON (0.0033), siDUSP22+Dex (0.0098)), and DUSP22 (*p* = siDUSP22 (0.0023), siCON (0.0356), siDUSP22+Dex (0.0353)) levels (*n* = 5). (**G**) Fast-type myosin immunostaining of C2C12 myoblasts after culture in DM for 24 h and treatment with control, scrambled siRNA or DUSP22 siRNA for 72 h. Quantification of the fast-type myosin positive myotubes is also shown (*n* = 5, *p* = 0.0001). (**H**) qPCR analysis of DUSP22 (*p* = 0.0065), myosin heavy chains (slow myosin MYH7 (*p* = 0.0004), fast myosin MYH2 (*p* = 0.0024), fast myosin MYH1 (*p* = 0.002), and fast myosin MYH4 (*p* = 0.0002)), myogenin (MyoG) (*p* = 0.0005) and FOXO3a (*p* = 0.0171) expression (*n* = 3). (**I**) Western blot analysis of MYH2 (*p* = 0.015), p-JNK (*p* = 0.0316), c-jun (*p* = 0.0086), c-jun phosphorylation (*p* = 0.0031), atrogin-1 (*p* = 0.0333), MuRF-1 (*p* = 0.0021), and DUSP22 (*p* = 0.0026) (n = 3). (**J**) Quantification of expression and phosphorylation levels. *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001 indicate significantly increased or decreased. n represents biological replicates. Error bars represent the standard error of the mean (SEM). Source data are available online for this figure.

The effects of DUSP22 knockdown was further investigated in differentiating myoblasts under normal conditions. Knockdown increased the expression of myosin heavy chain in the myotubes (Fig. 3G). qPCR analysis showed that knockdown increased expression of the myosin heavy chains slow myosin (MYH7), fast myosin (MYH2), fast myosin (MYH1), and fast myosin (MYH4) (Fig. 3H). In addition, DUSP22 knockdown increased the expression of myogenin (MyoG), a master inducer of myogenesis, and decreased the expression of FOXO3a (Fig. 3H). Western blotting indicated that DUSP22 knockdown increased fast myosin (MYH2) mean expression, although it did not reach statistical significance (Fig. 3I,J). Western blotting also confirmed that DUSP22 downregulates the JNK pathway in muscle cells. Knockdown decreased JNK levels and the phosphorylation and expression of the downstream JNK pathway mediator, c-jun (Fig. 3I,J). As previously observed in Fig. 3E, DUSP22 knockdown also reduced atrogin-1 and MuRF-1 expression levels in normal myotubes (Fig. 3I,J).

### DUSP22 pharmacological targeting prevents myotube atrophy

BML-260 is a rhodanine-based small molecule previously reported to target DUSP22 (Cutshall et al, 2005). BML-260 was originally characterized by Cutshall et al, from a screen of rhodanine derivatives for DUSP22 inhibition using an epidermal growth factor receptor peptide P^32^-based assay (Cutshall et al, 2005). BML-260 was found to be a competitive inhibitor of DUSP22 with an IC_50_ in the low micromolar range. BML-260 specificity was demonstrated by showing no inhibitory effect against VH1-related (VHR) phosphatase, which is a related, atypical DUSP (Cutshall et al, 2005). Molecular docking analysis indicated that BML-260 non-covalently binds to the active site of human DUSP22 at residue Cys88 with a Vina score of -5.8 (Fig. 4A). A DUSP22 phosphatase activity assay was carried out to further validate inhibition by BML-260. It was observed that BML-260 dose dependently inhibited DUSP22 activity with an IC_50_ of 54 μM (Appendix Fig. S5A). Additional molecular docking analysis was also undertaken to investigate BML-260 binding to the active site of DUSP22. BML-260 was shown to bind the active site region of DUSP22, whereas DUSP22 with an active site mutation (at C88S) altered BML-260 binding. DUSP15, which is a DUSP member with the highest homology with DUSP22 (as assessed by sequence alignment (Huang and Tan, 2012)), showed BML-260 binding at the interface of the A and B chain, distinct from the predicted active site at position 85 (Appendix Fig. S5B).

**Figure 4:**
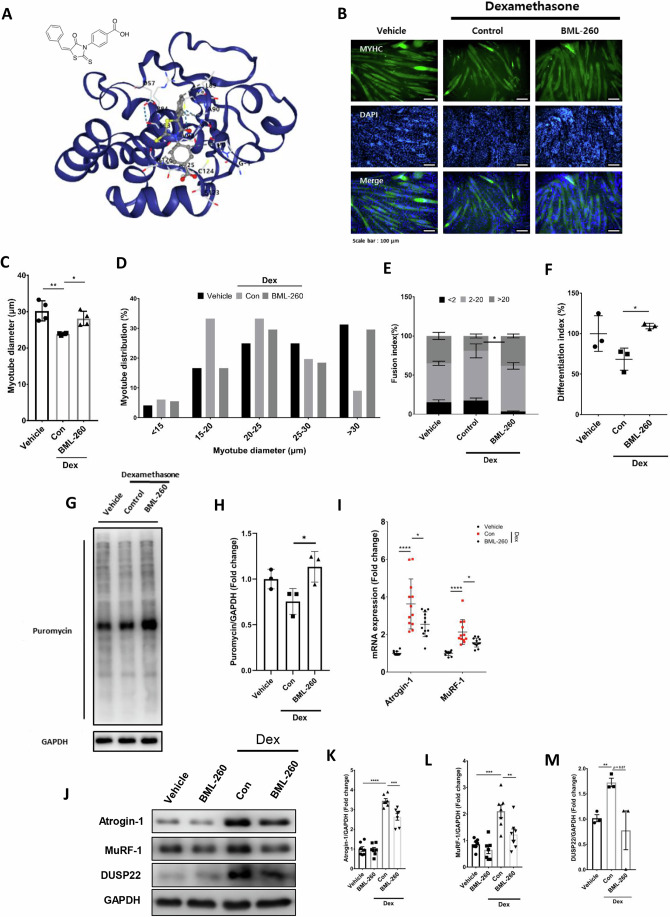
DUSP22 pharmacological targeting prevents myotube atrophy. (**A**) Chemical structure of BML-260 and CB-Dock2 modeling of BML-260 binding to the active site of human DUSP22 (Pocket C5 and score -5.8. Chain A: GLY-1, PRO0, ASP57, CYS88, LEU89, ALA90, GLY91, VAL92, SER93, ARG94, SER123, CYS124, ALA125, ASN126, ASN128). (**B**) Fast myosin (MYH2) immunostaning of C2C12 myoblasts cultured as follows: (1) DM for 120 h (untreated); (2) DM for 96 h and DM plus 10 μM Dex for 24 h; (3) DM for 96 h and DM plus 10 μM Dex and 12.5 μM BML-260 for 24 h (scale bar = 100 μm). (**C**) Mean myotube diameter (*n* = 4, *p* = (Vehicle = 0.0038), (BML-260 = 0.0051)). (**D**) Myotube diameter distribution. (**E**) Fusion index (*n* = 3). (**F**) Differentiation index (*n* = 3, *p* = (Vehicle = 0.0731), (BML-260 = 0.0282)). (**G**) SUnSET assay of protein synthesis rate measuring puromycin incorporation (*n* = 3). (**H**) Quantification of the SUnSET assay (*p* = (Vehicle = 0.0747), (BML-260 = 0.0401)). (**I**) qPCR analysis of atrogin-1 (*p* = (Vehicle = 7.65E−07), (BML-260 = 0.0194)) and MuRF-1(*p* = (Vehicle = 7.01E−06), (BML-260 = 0.112)) expression (*n* = 12). (**J**) Western blot analysis of atrogin-1, MuRF-1, and DUSP22. (**K**–**M**) Quantification of atrogin-1 (*p* = Vehicle (3.74E−09), Dex+BML-260 (0.0016)), MuRF-1 (*p* = Vehicle (0.0002), Dex+BML-260 (0.0025)) (*n* = 6) and DUSP22 (*p* = Vehicle (0.0029), Dex+BML-260 (0.0737)) (*n* = 3). *=*p* < 0.05, **=*p* < 0.01, and ****=*p* < 0.0001 indicate significantly increased or decreased. n represents biological replicates. Error bars represent the standard error of the mean (SEM). Source data are available online for this figure.

C2C12 mouse myotubes were treated with Dex in the presence or absence of BML-260. Dex-treated myotubes underwent atrophy, as shown by a reduction in myotube diameter. BML-260 treatment prevented myotube atrophy and maintained the proportion of larger-sized myotubes (Fig. 4B–D). BML-260 also recovered the myotube fusion and differentiation indexes (Fig. 4E,F). In addition, BML-260 prevented the reduction in protein synthesis caused by Dex (Fig. 4G,H). qPCR analysis showed that atrogin-1 and MuRF-1 were upregulated by Dex treatment and downregulated by BML-260 (Fig. 4I). Western blotting confirmed that BML-260 reduced atrogin-1, MuRF-1 and DUSP22 levels in the Dex-treated myotubes (Fig. 4J–M). The role of JNK in mediating the effects of BML-260 was validated using the small molecule inhibitor, SP600125. JNK inhibitor and BML-260 treatment together produced similar effects on Dex-induced myotube atrophy compared to SP600125 or BML-260 alone (Appendix Fig. S6). Moreover, BML-260 treatment had no significant additional effect on Dex-induced atrogene expression in the presence of DUSP22 gene knockdown (Appendix Fig. S10).

### DUSP22 knockdown in skeletal muscle ameliorates wasting

DUSP22 siRNA was delivered to the TA muscle of Dex-treated mice (Fig. 5A). DUSP22 knockdown in the TA was confirmed by western blotting and qPCR (Fig. 5B,C). DUSP22 knockdown prevented TA muscle wasting (Fig. 5D). Histological analysis indicated that knockdown increased myofiber cross-sectional area (CSA) and the proportion of larger sized myofibers (Fig. 5E–G). Fast twitch type 2 myofibers are known to be more susceptible to sarcopenia (Livingstone et al, 1981). DUSP22 knockdown preserved the CSA of type 2a and type 2b myofibers (Fig. 5E,H,I). Western blotting showed that FOXO3a protein levels increased after Dex treatment and were reduced by DUSP22 knockdown, which increased the overall ratio of phosphorylated FOXO3a: total FOXO3a (Fig. 5J,K). DUSP22 knockdown also downregulated JNK and the downstream effector, c-jun (Fig. 5J–L). The upregulation of MuRF-1 by Dex was also inhibited by DUSP22 knockdown (Fig. 5M,N). A similar result was observed for p62, a key autophagy-related gene induced by FOXO3a (Moller et al, 2019) (Fig. 5M,N). Western blot analysis of AKT phosphorylation indicated that DUSP22 knockdown did not activate AKT signaling (Fig. EV1). To assess whether DUSP22 knockdown affects the strength of muscle contraction, the TA muscles of siRNA injected mice (24 months-old or 15 months-old) were analyzed using an 820MS muscle strip system. It was observed that DUSP22 knockdown produced an increase in tetanic and twitch force (Fig. EV2).

**Figure 5:**
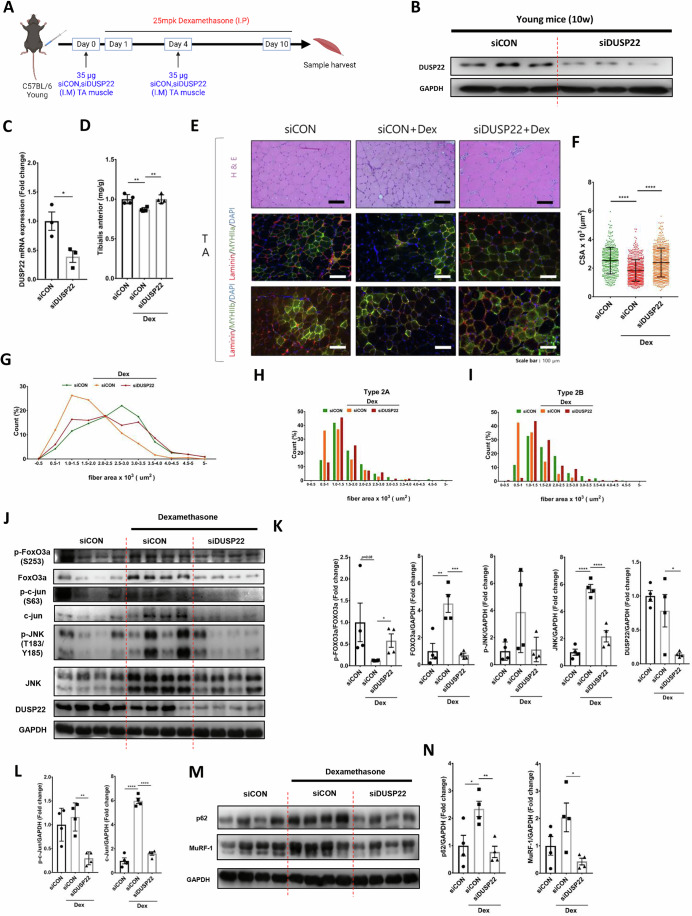
DUSP22 knockdown prevents Dex-induced skeletal muscle atrophy. (**A**) Schematic of the experimental protocol. (**B**) Western blot analysis of DUSP22 in the Dex-treated tibialis anterior (TA) muscle 3 d after delivery of control or DUSP22 siRNA (*n* = 3). (**C**) Quantification of DUSP22 expression (*n* = 3, *p* = 0.0308). (**D**) TA muscle mass (*n* = 4, *p* = (siCON = 0.006, siDUSP22+Dex = 0.0042)). (**E**) Representative H&E staining, and myosin heavy chain IIa (MYHIIa; type 2 A) and IIb (MYHIIb; type 2B) immunostaining of the TA muscle. (**F**) TA myofiber CSA (*n* = 4, *p* = ((siCON = 1.34E−30, siDUSP22+Dex = 1.31E−22)). At least 80 fibers were measured for each sample (**G**) TA myofiber area distribution. (**H**) Type 2A myofiber distribution. (**I**) Type 2B myofiber distribution. (**J**) Western blot analysis of phosphorylated FOXO3a (p-FOXO3a), FOXO3a, phosphorylated c-jun (p-c-jun), c-jun, phosphorylated JNK (p-JNK), JNK in the TA muscle (*n* = 4). (**K**) Quantification of p-FOXO3a (*p* = ((siCON = 0.0958, siDUSP22+Dex = 0.0255)), FOXO3a (*p* = ((siCON = 0.0068, siDUSP22+Dex = 0.0.001)), P-JNK (*p* = ((siCON = 0.1087, siDUSP22+Dex = 0.1271)), and JNK (*p* = ((siCON = 1.61E−05, siDUSP22+Dex = 0.0004)). (**L**) Quantification of P-c-jun (*p* = ((siCON = 0.5016, siDUSP22+Dex = 0.0017)) and c-jun (*p* = ((siCON = 6.27E−06, siDUSP22+Dex = 3.52E−06)). GAPDH was used for the normalization of FOXO3a, p-JNK, JNK, p-c-Jun and c-Jun expression. FOXO3a was used for the normalization of p-FOXO3a expression. (**M**) Western blot analysis of p62 (*p* = ((siCON = 0.0297, siDUSP22+Dex = 0.0042)) and MuRF-1 (*p* = ((siCON = 0.1484, siDUSP22+Dex = 0.0245)) (*n* = 4). GAPDH was used for normalization of expression. (**N**) Quantification of p62 and MuRF-1. *p < 0.05, **p < 0.01, ***p < 0.001 and ****p < 0.0001 indicate significantly increased or decreased. n represents biological replicates. Error bars represent the standard error of the mean (SEM). Source data are available online for this figure.

**Figure EV1:**
DUSP22 siRNA reduces the phosphorylation of AKT. (**A**, **B**) Western blot and densitometry analysis of AKT phosphorylation in the Dex-treated tibialis anterior (TA) muscle 3 d after delivery of control or DUSP22 siRNA (*n* = 4) (*p* = (siCON = 0.029, siDUSP22+Dex = 0.0412)). GAPDH was used for normalization of expression. *p < 0.05 indicate significantly increased or decreased. n represents biological replicates analyzed by Student’s t test. Error bars represent the standard error of the mean (SEM). Source data are available online for this figure.

**Figure EV2:**
DUSP22 siRNA enhances tetanic and twitch muscle force in the tibialis anterior muscle. (**A**) Tetanic muscle contraction measurement in the TA muscle of aged (*n* = 3) (*p* = 0.3974) or middle aged mice (*n* = 4) (*p* = 0.0807) 3 d after the delivery of control or DUSP22 siRNA. (**B**) Twitch force measure in 15-month-old mice 3 d after the delivery of control or DUSP22 siRNA (*n* = 4) (*p* = 0.1054, 0.1677, 0.1964, 0.1858, 0.2118, 0.234, 0.2489, 0.2684, 0.2947). *n* represents biological replicates analyzed by Student’s t test. Error bars represent the standard error of the mean (SEM). Source data are available online for this figure.

### DUSP22 pharmacological targeting ameliorates skeletal muscle wasting

The Dex treatment mouse model was used to investigate DUSP22 pharmacological targeting with BML-260 (Fig. 6A). Dex significantly reduced mean body weight, which was recovered by BML-260 treatment (Fig. 6B). BML-260 treatment increased the mean grip strength value, but it did not achieve statistical significance, possibly due to variation in the Dex alone group (Fig. 6C). Rotarod testing showed that BML-260 significantly recovered muscle performance in both the acceleration and constant models (Fig. 6D). Histological analysis of the TA muscle showed that BML-260 significantly increased myofiber CSA (Fig. 6E,F). BML-260 also shifted the myofiber area distribution towards larger sized fibers (Fig. 6G). TA muscle mass was increased by BML-260 treatment (Fig. 6H), and the upregulation of atrogin-1, MuRF-1 and DUSP22 was inhibited (Fig. 6I,J). Pharmacokinetic analysis of BML-260 in the plasma and skeletal muscle (TA) showed that BML-260 could be detected in the plasma, and then the TA muscle, after IP delivery (Fig. EV3).

**Figure 6:**
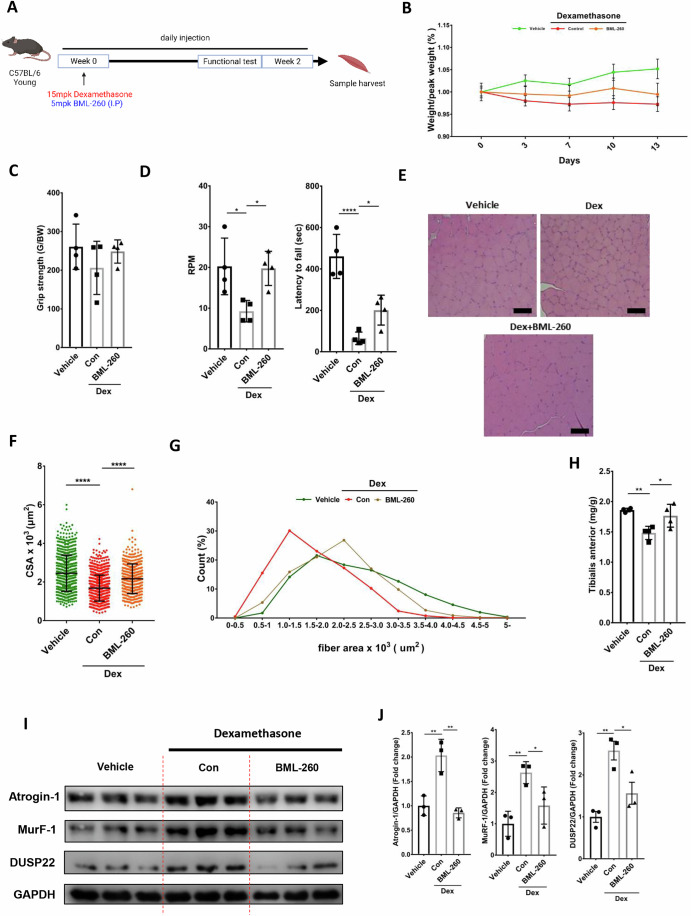
DUSP22 pharmacological targeting prevents Dex-induced skeletal muscle atrophy. (**A**) Schematic of the experimental protocol. (**B**) Body weight during 13 d treatment with vehicle, 15 mg/kg Dex, or 15 mg/kg Dex and 5 mg/kg BML-260. (**C**) Grip strength (*n* = 4, *p* = (Vehicle = 0.3426, BML-260 = 0.224). (**D**) Rotarod performance in the constant (RPM) (*p* = (Vehicle = 0.05, BML-260 = 0.0263)) and acceleration (latency to fall) (*p* = (Vehicle = 0.0003, BML-260 = 0.0132)) models (*n* = 4). (**E**) Representative H&E staining of the gastrocnemius muscle. (**F**) Myofiber CSA (*n* = 4, *p* = (Vehicle = 1.98E−84, BML-260 = 2.93E−32)). (**G**) Myofiber area distribution. At least 100 fibers were measured for each sample (**H**) TA muscle mass (*n* = 4, *p* = (Vehicle = 0.0042, BML-260 = 0.0208)). (**I**, **J**) Western blot analysis of atrogin-1 (*p* = (Vehicle = 0.0029, BML-260 = 0.0014)), MuRF-1 (*p* = (Vehicle = 0.0086, BML-260 = 0.0498)), and DUSP22 (*p* = (Vehicle = 0.0034, BML-260 = 0.0258)) expression in the TA muscle (*n* = 3). GAPDH was used for normalization of expression. *p < 0.05, **p < 0.01, and ****p < 0.0001 indicate significantly increased or decreased. n represents biological replicates. *n* represents biological replicates. Error bars represent the standard error of the mean (SEM). Source data are available online for this figure.

**Figure EV3:**
Pharmacokinetic analysis of BML-260 in 6-week-old male C57BL/6J mice. Pharmacokinetic analysis of BML-260 in 6-week-old male C57BL/6J mice (5 mg/kg delivered via IP injection) (*n* = 3). BML-260 detection was assessed in the plasma and tibialis anterior muscle. AUClast: Area under the concentration-time curve from time of dosing to the last measurable concentration. AUCinf: Area under the concentration-time curve extrapolated to infinity based on the last measurable concentration. Cmax: Maximum plasma concentration. Tmax: Time to reach the maximum plasma concentration. VZ/F: Apparent volume of distribution during the terminal phase. Cl/F: Apparent total body clearance after extravascular administration. t1/2: Terminal half-life. *n* represents biological replicates. Error bars represent the standard error of the mean (SEM). Source data are available online for this figure.

### DUSP22 knockdown and pharmacological inhibition prevents aging-induced skeletal muscle wasting

DUSP22 siRNA was delivered to the TA muscle of geriatric mice (27 months-old) (Fig. 7A). DUSP22 knockdown in the TA was confirmed by western blotting (Fig. 7B,C). DUSP22 knockdown also reduced the upregulation of MuRF-1 (Fig. 7B). TA muscle mass was increased in the DUSP22 knockdown group (Fig. 7D). Histological analysis revealed that DUSP22 knockdown increased TA myofiber CSA (Fig. 7E,F). Western blot analysis showed that atrogin-1, MuRF-1, and FOXO3a levels tended to be reduced in the siRNA treated TA muscle compared to the contralateral leg (7G,H).

**Figure 7:**
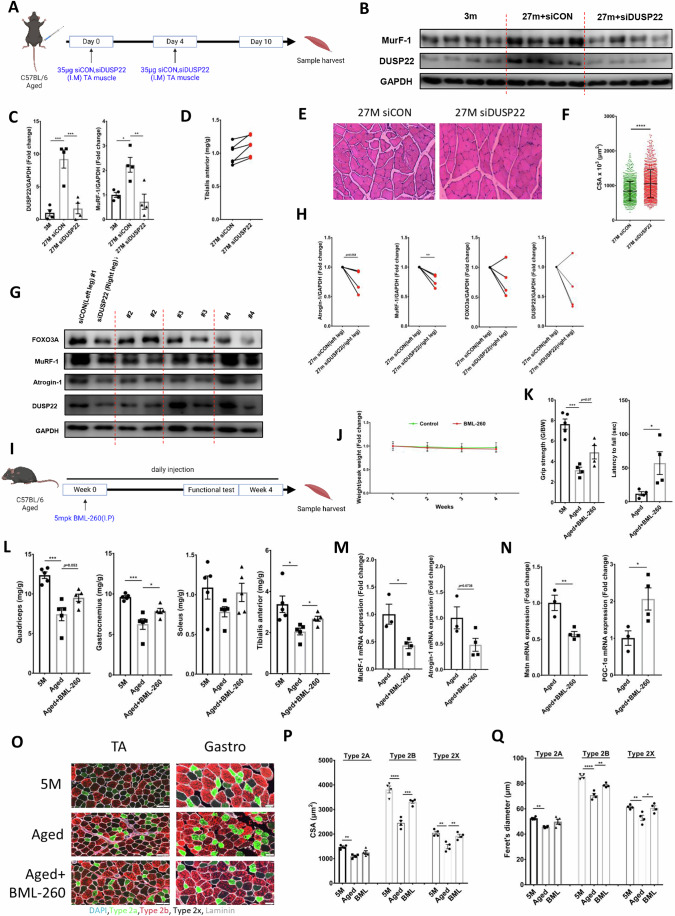
DUSP22 knockdown or pharmacological protects against aging-induced skeletal muscle wasting. (**A**) Experimental protocol to knockdown DUSP22 expression in the TA of aged mice. (**B**) Western blot analysis of DUSP22 and MuRF-1 and expression levels (*n* = 4). GAPDH was used for normalization of expression. (**C**) Quantification of DUSP22 (*p* = (3 M = 0.0004, 27 M+siDUSP22 = 0.0007)) and MuRF-1 (*p* = (3 M = 0.0148, 27 M+siDUSP22 = 0.0046)). (**D**) Change in TA muscle mass (*p* = 0.1749) over the course of the experiment. (**E**) Representative H&E staining of the TA muscle. (**F**) TA myofiber CSA (*n* = 5, *p* = 7.54E−35). At least 150 fibers were measured for each sample (**G**) Western blot of FOXO3a, atrogin-1, MuRF-1, and DUSP22 levels in the TA muscle from the control siRNA treated left and DUSP22 siRNA treated right leg (*n* = 4). (**H**) Change in FOXO3a (*p* = 0.1852), atrogin-1 (*p* = 0.0532), and MuRF-1 (*p* = 0.0052), DUSP22 (*p* = 0.1466) expression relative to GAPDH. (**I**) Experimental protocol for DUSP22 pharmacological targeting in aged mice. (**J**) Body weight over the course of the experiment. (**K**) Grip strength (*p* = (5 M = 0.0002, Aged+BML-260 = 0.0702) and rotarod performance (*p* = 0.0381) in the latency to fall test (*n* = 5,4). (**L**) Mass of the quadriceps (*p* = (5 M = 0.0002, Aged+BML-260 = 0.0539), gastrocnemius (*p* = (5 M = 0.0003, Aged+BML-260 = 0.0383), TA (*p* = (5 M = 0.0229, Aged+BML-260 = 0.04919) and soleus (*p* = (5 M = 0.1484, Aged+BML-260 = 0.2699) muscles (*n* = 5). (**M**) qPCR analysis of MuRF-1(*p* = 0.0194) and atrogin-1 (*p* = 0.0737) expression (*n* = 3,4). (**N**) qPCR analysis of myostatin (Mstn) (*p* = 0.0072) and PGC-1α (*p* = 0.0423) expression (*n* = 3,4). (**O**) MYHIIa (type 2a), MYHIIb (type 2b), and MYHIIx (type 2x), DAPI and laminin staining in the TA and gastrocnemius muscles (5 M = 5 months-old). Scale bar = 100 µm. (**P**) CSA of the type 2a (*p* = (5 M = 0.0016, Aged+BML-260 = 0.1403), 2b (*p* = (5 M = < 0.0001, Aged+BML-260 = 0.0004), and 2x (*p* = (5 M = 0.001, Aged+BML-260 = 0.005) myofibers (*n* = 4). (**Q**) Minimal Feret’s diameter of the type 2a (*p* = (5 M = 0.0057, Aged+BML-260 = 0.0662), 2b (*p* = (5 M = < 0.0001, Aged+BML-260 = 0.0017), and 2x (*p* = (5 M = 0.0092, Aged+BML-260 = 0.0155) myofibers. *p < 0.05, **p < 0.01, ***p < 0.001 and ****p < 0.0001 indicate significantly increased or decreased. *n* represents biological replicates. Error bars represent the standard error of the mean (SEM). Source data are available online for this figure.

Geriatric mice (24–26 months-old) were treated with BML-260 for 4 weeks (Fig. 7I). Body weight was not significantly affected by BML-260 treatment (Fig. 7J). The grip strength mean value was increased by BML-260 treatment but did not reach statistical significance (Fig. 7K). Latency to fall in the rotarod test was statistically increased by BML-260 treatment (Fig. 7K). BML-260 also increased the mean mass value of the quadriceps, gastrocnemius, TA and soleus muscles, and reached statistical significance for the TA and gastrocnemius muscles (Fig. 7L). qPCR analysis indicated that BML-260 reduced the expression of atrogin-1 and MuRF-1 in the TA muscle (Fig. 7M). BML-260 also reduced the expression of myostatin and increased the expression of PGC-1α, which are critical promoters and inhibitors of muscle aging, respectively (Fig. 7N). Western blot analysis showed that BML-260 treatment reduced DUSP22 levels in the TA muscle (Fig. EV4A). Immunostaining of the TA and gastrocnemius muscles showed that BML-260 increased the CSA and Feret’s diameter of the fast twitch type 2 A, type 2B and 2X myofibers in the aged mice (Fig. 7O–Q). BML-260 treatment did not significantly affect the proportion of slow type 1 myofibers (Appendix Fig. S7).

**Figure EV4:**
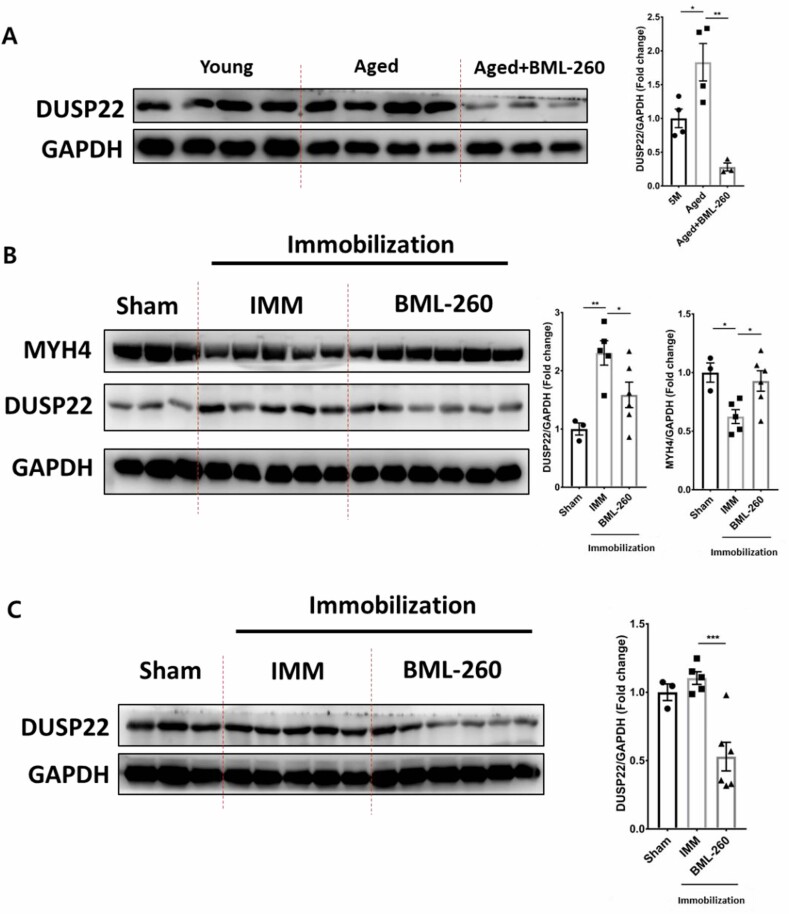
DUSP22 and MYH4 levels in skeletal muscles of aged or immobilized mice treated with BML-260. (**A**) Western blot analysis of DUSP22 expression in the TA of aged mice treated with BML-260 (*n* = 4,3) (*p* = (Young = 0.0362, Aged+BML-260 = 0.0054)). GAPDH was used for normalization of expression. *p < 0.05 and **p < 0.01 indicate significantly increased or decreased. (**B**, **C**) Western blot analysis of DUSP22 expression in the TA (*n* = 3,5,6) (*p* = (Sham = 0.0051, BML-260 = 0.0488)) (**B**) and gastrocnemius muscle (*n* = 3,5,6) (*p* = (Sham=0.6845, BML-260 = 0.0008)) (**C**) of immobilized (IMM) mice treated with BML-260. For the TA muscle, MYH4 (myosin heavy chain 2B) (*p* = (Sham=0.0253, BML-260 = 0.0288)) levels are also shown. GAPDH was used for normalization of expression. *p < 0.05, **p < 0.01, and ***p < 0.001 indicate significantly increased or decreased. n represents biological replicates analyzed by Student’s t test. Error bars represent the standard error of the mean (SEM). Source data are available online for this figure.

DUSP22 knockout mice have been shown to develop inflammatory and autoimmune disorders (Chen et al, 2023; Li et al, 2014). To gain some insight into the potential toxicity of long-term BML-260 treatment, 15-month-old mice were treated with BML-260 for 6 weeks. Assessment of kidney, liver and heart appearance and mass indicated no major difference compared to vehicle-treated mice (Appendix Fig. S8A,B).

### DUSP22 pharmacological targeting in aged skeletal muscle regulates FOXO3a signaling, muscle cell differentiation and myofiber development

The mechanisms by which DUSP22 targeting prevents aging-induced skeletal muscle atrophy were characterized by whole genome RNA seq of the TA muscle in geriatric mice (27 months-old). 

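RNA was sequenced from the tibialis anterior (TA) muscle of 3 mice given vehicle and 3 mice given BML-260, the small molecule that the paper uses to inhibit DUSP22, at 5 mg/kg with 1 day between doses for 4 weeks. The age of these mice is 27 months in the paper's results and 24 to 26 months in its methods, and the sample labels give 24 months. Libraries were made from total RNA, 1 per mouse. The authors mapped the reads to the genome, assembled transcripts, and deposited for each library the number of reads counted on each gene, without normalization, and the TPM of each gene, a measure scaled for gene length and library size. The paper's text does not name the genome build or the rules by which reads were counted, so reads of genes that overlap or share sequence could have been split between them. The vehicle libraries held 47814115, 39793301 and 52165766 counts (replicates 1, 2 and 3; median 47814115). The BML-260 libraries held 56998875, 47740677 and 39522890 counts (median 47740677). The count table lists 45777 genes. Differences between the groups were tested with edgeR's quasi-likelihood test on the 16188 genes that its filter on low counts kept, after TMM normalization, and p-values were adjusted by the Benjamini-Hochberg method. Log2 fold changes are BML-260 over vehicle, so that a negative value means lower expression with BML-260. Normalized counts are counts divided by DESeq2's size factors, which bring the libraries to a common depth. In counts simulated from these 6 libraries with 200 changed genes among 15870 tested, edgeR recovered 86 of the genes changed by 1 on the log2 scale, and with 15861 genes tested it recovered 177 of the 200 genes changed by 2. Simulated genes were drawn independently, with no outlying library, so recovery in the real libraries may differ. With 3 libraries in each group there are 10 ways to split the 6 libraries, so the smallest 2-sided p that an exact permutation test can give is 0.1. A gene whose libraries do not overlap between the groups reaches that smallest p, and chance gives this for 10% of genes.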

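The principal components were computed from variance-stabilized counts of the 500 genes with the highest variance across the 6 TA libraries. The first component held 75.2% of the variance and the second 11.7%. On the first component, vehicle replicate 3 had a score of 33.9, and the other vehicle libraries had scores of -5.42 and -2.43. The BML-260 libraries had scores of -10.7, -8.76 and -6.64, each below every vehicle library (exact permutation test, 2-sided, p = 0.1, the smallest p that this design allows). On the second component, vehicle replicate 2 had a score of 13.1. The mean distance between libraries over the same genes was 11.7 among the BML-260 libraries, 32.6 among the vehicle libraries and 25.8 between the groups. The ratio of the mean distance among vehicle libraries to that among BML-260 libraries was 2.80 (exact permutation test, 2-sided, p = 0.1). By the same exact permutation test, it was 1.33 on log2 normalized counts (2-sided, p = 0.4) and 1.80 over all tested genes (2-sided, p = 0.3). Vehicle replicates 1 and 2 lay 17.8 apart and between 12.6 and 19.9 from the BML-260 libraries, whereas vehicle replicate 3 lay between 39.4 and 45.0 from every other library. With vehicle replicate 3 left out, the first component held 50.0% of the variance and the ratio of the distances was 1.54. The share of the first component moved most when log2 normalized counts were used in place of variance-stabilized counts, to 42.9%.

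**Figure D1:**
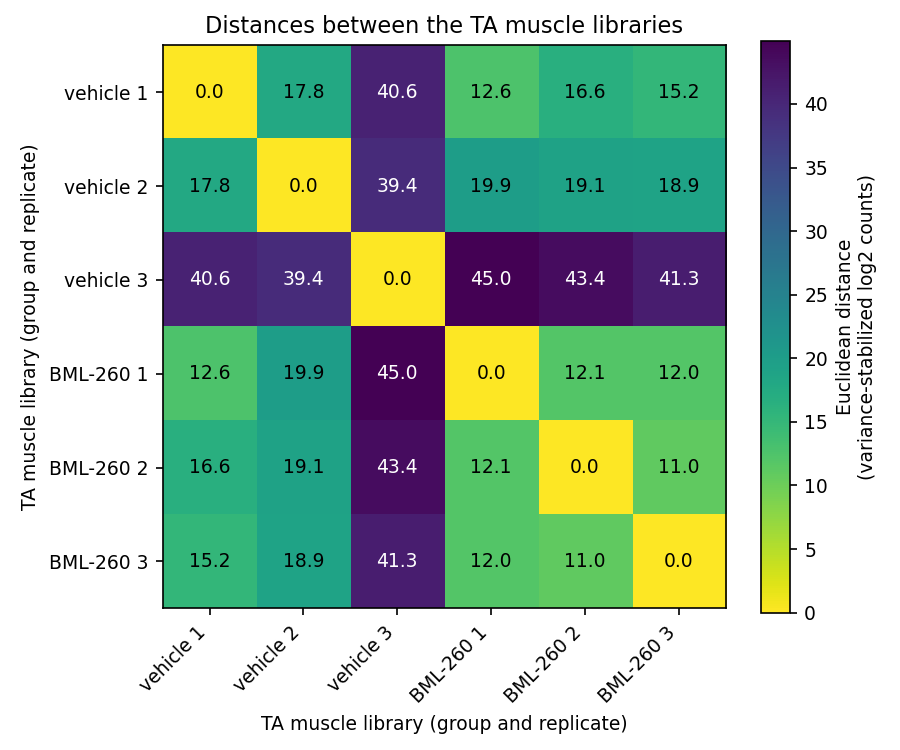
Distance between each pair of the 6 TA libraries over the 500 genes with the highest variance (Euclidean distance on variance-stabilized log2 counts), with each distance printed in its cell. Distances among the BML-260 libraries lie between 11.0 and 12.1, and distances to vehicle replicate 3 between 39.4 and 45.0.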

Principal component analysis showed that pharmacological targeting with BML-260 produced similar overall effects on gene expression in the aged mice (Fig. 8A). The volcano plot showed a total of 350 differentially expressed genes (DEGs) (Fig. 8B). 

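At the threshold printed with the volcano plot, a fold change of at least 1.3 with an unadjusted p under 0.05, edgeR's quasi-likelihood test called 931 of the 16188 tested genes (5.75%). Of these, 145 were higher and 786 were lower with BML-260. In 728 of the 931 genes, 132 higher and 596 lower, the libraries of the groups did not overlap. Over all tested genes, 1964 (12.1%) had groups without overlap, where chance gives 10%. After Benjamini-Hochberg adjustment of the edgeR p-values, 0 genes had an adjusted p under 0.05, beside 966 genes with an unadjusted p under 0.05. The smallest adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.0592, for Cpne2. DESeq2's Wald test, the tool the paper names, called 1176 genes at the threshold of the volcano plot, 812 of them shared with edgeR, and gave an adjusted p under 0.05 for 82 genes, 5 higher and 77 lower. With DESeq2's log2 fold changes shrunken by apeglm, as in the paper's methods, the count at that threshold was 99. Single libraries moved the count as well. Without vehicle replicate 1 it was 2223 genes, with 833 of the 931 among them, and without BML-260 replicate 2 it was 503 genes, with 403 of the 931 among them.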

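The genes that the paper lists for FOXO3a signaling are Trim63 (MuRF-1), Fbxo32 (atrogin-1), Foxo3, Sqstm1 (p62), Tgif1, Atf4, Bnip3, Gadd45a, Fbxo21 (SMART) and Fbxo30 (MUSA1). The median log2 fold change of these 10 genes was -0.73, with 9 genes lower and 1 higher with BML-260. The gene set test camera with a preset correlation of 0.01 between genes in limma gave the list an adjusted p of 0.000988 with Benjamini-Hochberg adjustment over 4 gene sets. The call did not hold with a correlation estimated from the libraries (adjusted p 0.432) or with limma's rotation test fry (adjusted p 0.401), both with Benjamini-Hochberg adjustment. Gadd45a (gene identifier 13197) fell most, with a log2 fold change of -2.02 (standard error 0.35, adjusted p = 0.553 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Fbxo30 (71865) had a log2 fold change of -0.57 (standard error 0.16, adjusted p = 0.699 from the same edgeR test with Benjamini-Hochberg adjustment). Fbxo32 (67731) had a log2 fold change of -1.07 (standard error 0.43), and Trim63 (433766) one of -1.16 (standard error 0.48). Tgif1 had a log2 fold change of -1.30, and Bnip3 one of -0.89. The adjusted p of these 4 genes was 0.788 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Foxo3, Atf4 and Sqstm1 were lower by less, with log2 fold changes of -0.33, -0.30 and -0.27, and Fbxo21 was higher with 0.28. Groups did not overlap for 3 of the 10 genes (Gadd45a, Fbxo30 and Fbxo32), where chance gives 10%. Adjusted over the list alone, Gadd45a (0.00389) and Fbxo30 (0.0389) had an edgeR p under 0.05 by the Benjamini-Hochberg method. Over all tested genes 0 of the 10 did with edgeR, beside 5 with an unadjusted p under 0.05. With DESeq2's Wald test and Benjamini-Hochberg adjustment over all genes, the adjusted p was 4.30e-06 for Gadd45a and above 0.05 for the other genes of the list. Vehicle replicate 3 had the highest normalized count of the 6 libraries for 8 of the 10 genes. In its absence the median log2 fold change was -0.21, with 7 genes lower and 3 higher, and the camera p with Benjamini-Hochberg adjustment was 0.0244, within a range of 0.000142 to 0.432 over the alternatives. Foxo3 and Atf4 were then higher with BML-260, with log2 fold changes of 0.12 and 0.13. Gadd45a kept a log2 fold change between -2.34 and -1.79, and Fbxo30 one between -0.71 and -0.47, whichever library was left out. Shrunken by apeglm, the log2 fold change was -1.90 for Gadd45a and -0.349 for Fbxo30, and that of the other 8 genes was near 0, between -6.77e-06 and 7.11e-06. Apeglm also brought Runx1 to -1.71e-05, although its adjusted p from DESeq2's Wald test with Benjamini-Hochberg adjustment was 5.18e-09. A value near 0 from apeglm is therefore not read here as the absence of a change.

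**Figure D2:**
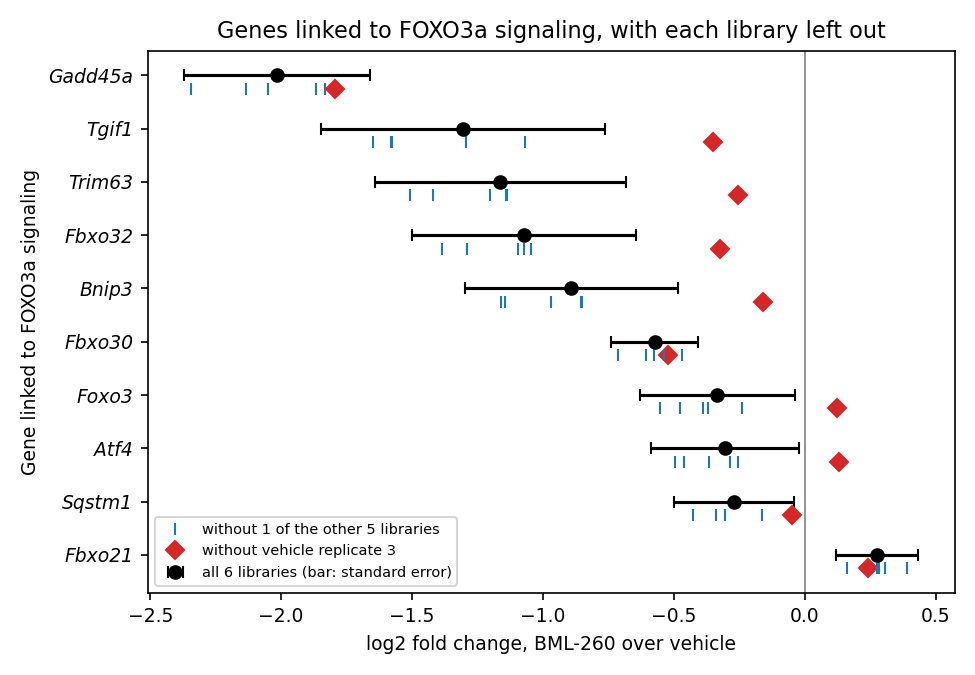
Log2 fold change (BML-260 over vehicle) of the 10 genes listed for FOXO3a signaling, with all 6 libraries (black points, bars show the standard error), without 1 of the other 5 libraries (blue ticks) and without vehicle replicate 3 (red diamonds). Gadd45a stays at or below -1.79, and Foxo3 moves from -0.33 to 0.12 without vehicle replicate 3.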

DUSP22 pharmacological targeting downregulated genes linked to FOXO3a signaling (including atrogin-1 and MuRF-1), as assessed by overall TPM fold change (Fig. 8C) and normalized counts from the raw read (Fig. 8D). 

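Ostn (gene identifier 239790), which encodes the secreted peptide musclin, had 458 ± 156 normalized counts (SD, n = 3) in vehicle-treated mice and 1009 ± 217 (SD, n = 3) in mice given BML-260. Its log2 fold change was 1.13 (standard error 0.27, adjusted p = 0.607 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every library of the BML-260 group had a higher normalized count than every vehicle library. The mean TPM was 14.2 ± 5.33 (SD, n = 3) with vehicle and 27.6 ± 5.24 (SD, n = 3) with BML-260, a ratio of 1.94 (SD 0.813). With each library left out in turn, the log2 fold change stayed between 0.92 and 1.41. The adjusted p for Ostn by the Benjamini-Hochberg method was 0.0253 with DESeq2's Wald test, and ranged from 0.0253 to 0.984 over the alternatives.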

Interestingly, pharmacological targeting also upregulated the expression of musclin (OSTN), which is an exercise-induced myokine that protects against muscle wasting (Re Cecconi et al, 2019; Subbotina et al, 2015) (Fig. 8E). Gene ontology (GO) analysis showed that pharmacological targeting upregulated genes linked to muscle cell differentiation and muscle fiber development (Fig. 8F). In addition to musclin, pharmacological targeting increased the expression of fast myosin (MYH4), which is a predominant myosin type in fast-twitch TA muscle (Fig. 8F). 

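For the plot of these gene ontology groups 27 genes are reported here, and all 27 had a higher expression with BML-260, with log2 fold changes between 0.055 and 1.25 and a median of 0.38. The 8 of these genes drawn for muscle cell differentiation had log2 fold changes between 0.17 and 0.81 (median 0.35), and the 19 drawn for muscle fiber development had a median of 0.27. Ryr1, Plec and Actn3 are in both groups, and Ostn, Six4 and Myh4 are in neither. Groups did not overlap for 7 of the 27 genes, where chance gives 10%. Cntnap2 (gene identifier 66797) had the largest log2 fold change of the 27, and its adjusted p over all tested genes was 0.553 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Adjusted over the list alone, Cntnap2 and Ostn had an edgeR p under 0.05 by the Benjamini-Hochberg method, with 0.0181 as the smallest value. The paper draws this list for these same samples, and its text does not state how the genes were chosen. That count is therefore not taken as independent evidence. Adjusted over all tested genes, 0 of the 27 passed with edgeR, beside 2 with an unadjusted p under 0.05. With DESeq2's Wald test and the same adjustment, the adjusted p was 0.0103 for Cntnap2, 0.0253 for Ostn and above 0.05 for the others. Vehicle replicate 3 had the lowest normalized count of the 6 libraries for 22 of the 27 genes. Without it 26 genes were higher, Hdac9 was lower (log2 fold change -0.076), and the median was 0.23. In limma's test on log2 TPM, where the median log2 fold change of all genes shifted by -0.10 with a pseudocount of 1 and by -0.14 with a pseudocount of 0.1, Hdac5, Klhl40 and Ppp3ca were lower with BML-260, and Wnt10b was lower with a pseudocount of 1. With apeglm, Ostn had a log2 fold change of 0.967 and Cntnap2 a larger one, and the other 25 genes were near 0, between -6.69e-06 and 1.02e-05.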

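Myh4 (gene identifier 17884) had a TPM of 8452 ± 1285 (SD, n = 3) in vehicle-treated mice and 11009 ± 2005 (SD, n = 3) in mice given BML-260, a ratio of 1.303 (SD 0.309). On the counts its log2 fold change was 0.48 (standard error 0.38, adjusted p = 0.796 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the libraries of the groups overlapped. Myh4 did not pass the threshold of the volcano plot, with edgeR or under any of its 18 alternatives. With each library left out in turn, the log2 fold change of Myh4 ranged from 0.24 to 0.69. Shrunken by apeglm it was -6.69e-06, and apeglm brought 62 of the 73 named genes within 0.001 of 0. These included Runx1, whose adjusted p from DESeq2's Wald test was 5.18e-09, so this value does not show that Myh4 was unchanged.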

The genes Six1 and Six4, which are known to activate the fast-type muscle gene program (Niro et al, 2010), were also upregulated (Fig. 8F). 

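Six4 (gene identifier 20474) had 1862 ± 336 normalized counts (SD, n = 3) with vehicle and 2392 ± 322 (SD, n = 3) with BML-260, with overlap between the groups. Its log2 fold change was 0.36 (standard error 0.18, adjusted p = 0.788 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In TPM the ratio of BML-260 to vehicle was 1.18 for Six4. With each library left out in turn, its log2 fold change stayed between 0.22 and 0.49. Of the 18 alternatives, Six4 passed the threshold of the volcano plot only without vehicle replicate 2 (log2 fold change 0.49).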

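The genes of PI3K-Akt signaling reported here are Lpar4, Csf1, Thbs3, Egfr, Igf1, Ntrk2, Cdkn1a, Chuk, Csf3r, Itga2b, Osmr, Itgb3 and Tlr4. All 13 were lower with BML-260, under each normalization tried, with log2 fold changes between -2.50 (Cdkn1a) and -0.37 (Egfr) and a median of -0.84. Cdkn1a (gene identifier 12575) had 1029 ± 640 normalized counts (SD, n = 3) with vehicle and 183 ± 78.3 (SD, n = 3) with BML-260. The standard error of its log2 fold change was 0.57. Osmr (18414) had a log2 fold change of -0.87 (standard error 0.20), and Tlr4 (21898) one of -1.32. The adjusted p over all tested genes was 0.598 for Cdkn1a and Osmr and 0.649 for Tlr4, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In 6 of the 13 genes the libraries of the groups did not overlap, where chance gives 10%. At the threshold of the volcano plot 7 of the genes passed. Adjusted over the list alone by the Benjamini-Hochberg method, 6 genes passed with edgeR: Cdkn1a, Osmr, Itga2b, Itgb3 and Tlr4 with 0.0140 and Csf3r with 0.0247. The paper draws these genes for the same samples, and its text does not state how they were chosen. That count is therefore not taken as independent evidence. When adjusted over all tested genes 0 passed with edgeR, beside 7 with an unadjusted p under 0.05. With DESeq2's Wald test and the same adjustment, the adjusted p was 0.0317 for Tlr4 and above 0.05 for the others. Vehicle replicate 3 had the highest normalized count for 12 of the 13 genes. Without it all 13 were still lower, between -2.10 and -0.12, with a median of -0.45. With apeglm, Tlr4 had a log2 fold change of -1.11, and the other 12 genes were near 0, between -1.55e-05 and -3.09e-06.

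**Figure D3:**
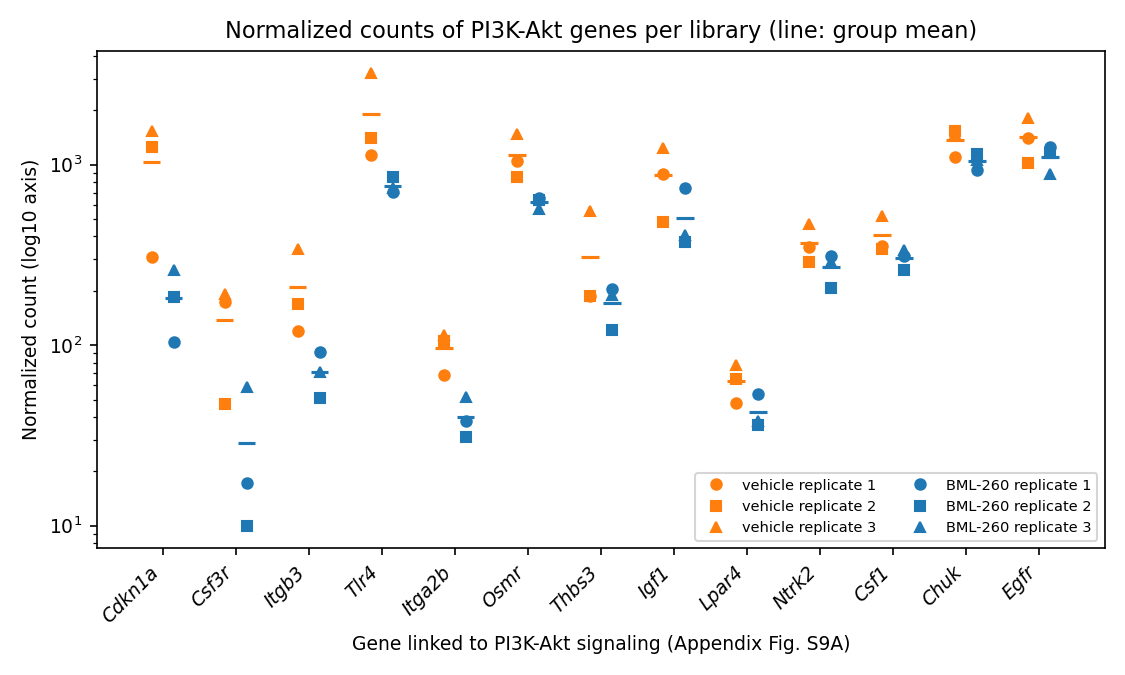
Normalized counts (log10 axis) of 13 genes drawn for PI3K-Akt signaling in each TA library, with vehicle in orange, BML-260 in blue, a circle, square and triangle for replicates 1, 2 and 3, and a line at the mean of each group. The group mean of Cdkn1a is 1029 with vehicle and 183 with BML-260.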

Genes linked to the PI3K-Akt pathway were also downregulated by pharmacological targeting (Appendix Fig. S9A). Gene set enrichment analysis (GSEA) combined with GO analysis indicated that skeletal muscle genes involved in the negative regulation of hypertrophy and response to inactivity were under-represented after DUSP22 targeting (Appendix Fig. S9B). In addition, genes involved in skeletal muscle cell differentiation and proliferation were enriched after targeting (Appendix Fig. S9C).

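The gene ontology sets behind this enrichment were not used here, so the values given are those of the genes marked in its plot. Fbxo32 and Trim63 depended on vehicle replicate 3. Over the fits that each left out 1 library, the log2 fold change ranged from -1.39 to -0.32 for Fbxo32 and from -1.51 to -0.25 for Trim63, with the value nearest to 0 in each case without that library. Fbxo32 passed the threshold of the volcano plot in 7 of the 18 alternatives to the edgeR test and Trim63 in 6. Neither passed it with DESeq2's Wald test.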

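The authors' sets were not used here, and sets from the mouse Reactome collection were tested in their place. Of the 21 genes of the Reactome myogenesis set, 19 were tested, with a median log2 fold change of 0.13, and 12 of them were higher and 7 lower with BML-260. The adjusted p from limma's camera test was 0.325 with Benjamini-Hochberg adjustment over 4 gene sets, 0.432 with an estimated correlation and 0.401 with fry. Of the 32 genes of the Reactome striated muscle contraction set, 29 were tested, with 16 higher, 13 lower and a median log2 fold change of 0.027 (adjusted p = 0.973 from limma's camera test with Benjamini-Hochberg adjustment). With each library left out in turn, the median ranged from 0.080 to 0.14 for myogenesis and from -0.099 to 0.14 for striated muscle contraction.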

**Figure 8:**
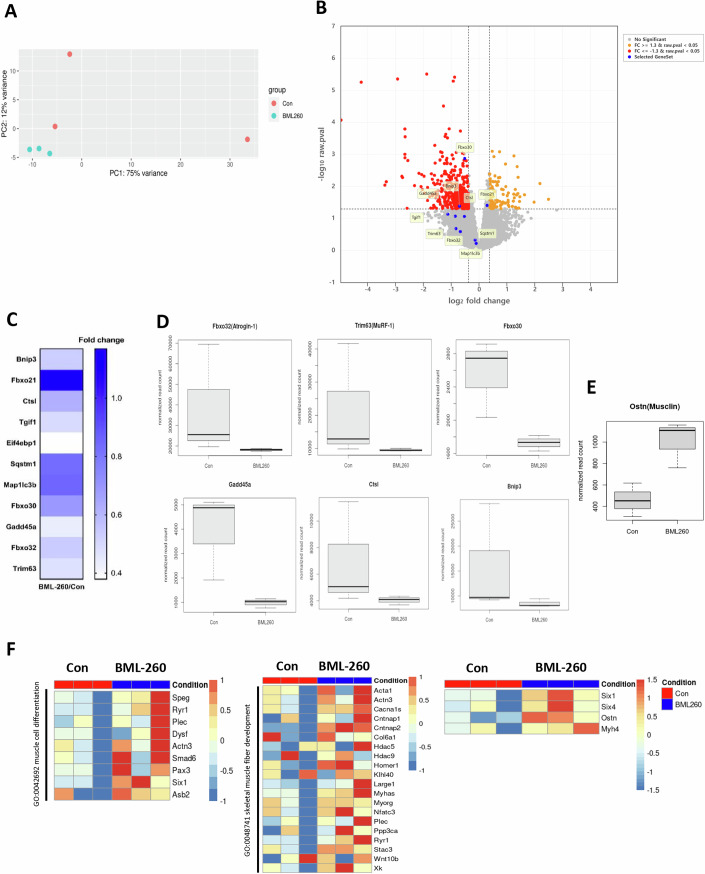
Whole genome RNA Seq analysis of DUSP22 pharmacological targeting in geriatric mouse TA muscle. (**A**) Principal component analysis of gene expression variance in the vehicle treated (Con) and BML-260 treated groups (*n* = 3). (**B**) Volcano plot of differentially expressed genes. Selected genes linked to FOXO3a signaling are indicated. (**C**) Expression analysis of genes related to FOXO3a signaling measured by overall TPM fold change. The control was set as the baseline value of 1. A value of 2 would indicate a 2-fold increase, and 0.5 would indicates a 2-fold decrease. (**D**) Expression of selected genes linked to FOXO3a signaling as normalized counts from the raw read. (**E**) Expression of the exercise-induced myokine musclin (Ostn). (**F**) Gene ontology (GO) analysis of the cellular components muscle cell differentiation and muscle fiber development. Also shown are Six1 and Six4 (which specify fast twitch myofiber development), Ostn and fast myosin (MYH4; the predominant myosin type in the fast-twitch TA muscle). Box plots represent the distribution of Fbxo32, Trim63, Fbxo30, Gadd45a, Ctsl, Bnip3, Ostn expression levels. The center line indicates the median (50th percentile, Q2), representing the middle value of the dataset. The box bounds correspond to the interquartile range (IQR), extending from the 25th percentile (Q1, lower bound) to the 75th percentile (Q3, upper bound). Whiskers extend to the smallest and largest values within 1.5 × IQR from Q1 and Q3, representing the minimum (lower whisker) and maximum (upper whisker) values within this range. Data points that fall beyond this range are considered outliers and are displayed as individual points outside the whiskers. n represents biological replicates. Error bars represent the standard error of the mean (SEM). Source data are available online for this figure.

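In TPM, the ratio of the BML-260 mean to the vehicle mean had a median of 0.436 over the 11 genes drawn for FOXO3a signaling. The lowest ratios were 0.215 (SD 0.134) for Gadd45a, 0.259 (SD 0.327) for Eif4ebp1 and 0.329 for Tgif1. The ratio was 0.356 (SD 0.361) for Trim63, 0.383 (SD 0.352) for Fbxo32, 0.436 for Bnip3 and 0.482 for Ctsl. It was 0.654 (SD 0.193) for Fbxo30, 0.707 for Map1lc3b and 0.715 for Sqstm1. The ratio of Fbxo21 was 1.09. Each SD was propagated from the spread of the 3 libraries in both groups. Trim63 had a TPM of 500.3 ± 505 (SD, n = 3) with vehicle and 178 ± 17.7 (SD, n = 3) with BML-260, and Fbxo32 had 238 ± 219 (SD, n = 3) and 91.2 ± 7.01 (SD, n = 3). With vehicle replicate 3 left out, the median ratio was 0.885, and the ratio was 0.851 for Trim63 and 0.810 for Fbxo32. Taken as a ratio of group medians, the median over the 11 genes was 0.831.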

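Among the genes drawn as normalized counts, Fbxo32 had a mean of 38192 ± 27246 (SD, n = 3) with vehicle and 18133 ± 716 (SD, n = 3) with BML-260. The count of Fbxo32 was 69466 in vehicle replicate 3 and 25517 and 19592 in vehicle replicates 1 and 2. Trim63 had 21450.1 ± 17547 (SD, n = 3) with vehicle and 9562 ± 419 (SD, n = 3) with BML-260, with 41637 in vehicle replicate 3 and 12859 and 9854 in the other vehicle libraries. The difference between the means was smaller than the SD of the vehicle group for both genes. Gadd45a had 3967 ± 1777 (SD, n = 3) and 983 ± 194 (SD, n = 3), and Fbxo30 had 2565 ± 467 (SD, n = 3) and 1727 ± 93.6 (SD, n = 3), with no overlap of the groups in either gene. Ctsl had a log2 fold change of -0.77, and -0.20 without vehicle replicate 3. From lower TPM (Fig. 8C) and lower normalized counts (Fig. 8D), the paper states that targeting DUSP22 reduced the expression of genes linked to FOXO3a signaling. Besides RNA-Seq, the paper reports lower atrogin-1 and MuRF-1 by qPCR in the TA muscle of aged mice given BML-260 (Fig. 7M).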

### DUSP22 pharmacological targeting downregulates atrogenes in immobilized muscle and ameliorates atrophy in human skeletal myotubes

A hind limb immobilization model was used to assess whether DUSP22 pharmacological targeting is effective for multiple types of skeletal muscle wasting. Immobilization decreased the mean mass of the quadriceps, gastrocnemius, TA and soleus muscles, and reached statistical significance for the gastrocnemius (Fig. 9A). Analysis of the TA muscle showed an upregulation of DUSP22 expression, which was inversely correlated with TA mass (Fig. 9B–D). BML-260 treatment increased the mean TA mass, although it did not reach statistical significance (Fig. 9E). Atrogin-1 and MuRF-1 expression was upregulated in the immobilized TA and downregulated by BML-260 treatment (Fig. 9F). Western blot analysis also showed that BML-260 treatment reduced DUSP22 levels in the TA and gastrocnemius muscles (Fig. EV4B). Analysis of the TA muscle also showed an upregulation of MYH4 (also known as myosin heavy chain 2B) after BML-260 treatment, along with a reduction in the phosphorylation level of the DUSP22 target, JNK (Figs. EV4C and EV5).

**Figure 9:**
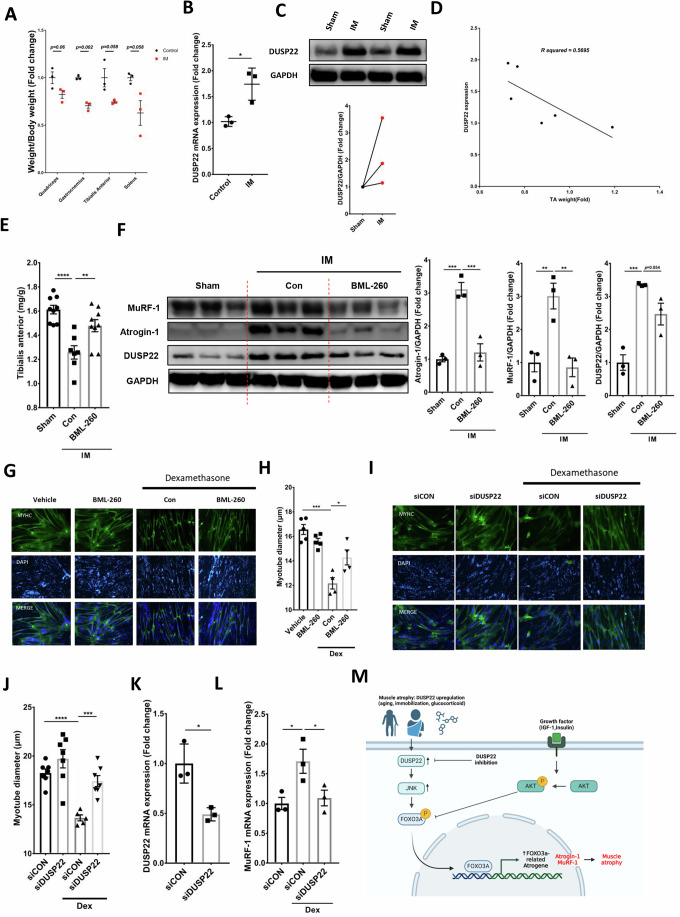
DUSP22 targeting downregulates atrogene expression in immobilized skeletal muscle and inhibits atrophy in human donor myotubes. (**A**) Effect of immobilization on skeletal muscle mass using the plastic EP tube method (*n* = 3). (**B**) qPCR analysis of DUSP22 expression in the TA muscle (IM = immobilized) (*n* = 3) (*p* = 0.018). (**C**) Plot of DUSP22 expression in relation to TA mass (*n* = 6). (**D**) Western blot analysis of DUSP22 expression (*n* = 3) (*p* = 0.1699). (**E**) TA mass (*n* = 9,7) (*p* = (Sham = <0.0001, BML-260 = 0.007)). (**F**) Western blot analysis of atrogin-1(*p* = (Sham = 0.0005, BML-260 = 0.0009)), MuRF-1 (*p* = (Sham = 0.008, BML-260 = 0.0057)), and DUSP22 (*p* = (Sham = 0.0007, BML-260 = 0.054)) levels in the TA muscle (*n* = 3). Quantification of atrogin-1, MuRF-1, and DUSP22 levels relative to GAPDH are also shown. (**G**) Micrographs of MYH2-immunostained human myotubes treated as follows: 1) Vehicle alone, 2) 10 μM Dex for 24 h, 3) 10 μM Dex and 12.5 μM BML-260 for 24 h. (**H**) Mean myotube diameter (*n* = 5,4) (*p* = (Vehicle = 0.0001, BML-260 = 0.033)). (**I**) Micrographs of MYH2-immunostained human myotubes treated as follows: (1) 48 h incubation in with DM plus control, scrambled siRNA; (2) 48 h incubation with DM plus DUSP22 siRNA: (3) 24 h incubation with DM plus control, scrambled siRNA and additional 24 h treatment with 10 μM Dex plus siRNA; (4) 24 h incubation with DM plus DUSP22 siRNA and additional 24 h treatment with 10 μM Dex plus siRNA. (**J**) Myotube diameter (*n* = 7,5) (*p* = (siCON = 9.79E−06., siDUSP22+Dex = 0.0003)). (**K**) qPCR analysis of DUSP22 expression in the Dex-treated human myotubes (*n* = 3) (*p* = 0.0129). (**L**) qPCR analysis of MuRF-1(*p* = (siCON = 0.0286, siDUSP22+Dex = 0.049)) expression in the Dex-treated human myotubes (*n* = 3). *p < 0.05, **p < 0.01, and ***p < 0.001 indicate significantly increased or decreased. (**M**) Working model of the effect of DUSP22 targeting on skeletal muscle atrophy: 1) In healthy muscle, Akt signaling can promote hypertrophy by increasing protein synthesis and inhibiting the activity of FOXO3a. 2) In the context of skeletal muscle wasting, the Akt pathway can become suppressed and FOXO3a signaling is upregulated. The results from this study show that targeting DUSP22 in wasting muscle downregulates JNK and reduces FOXO3a signaling. These events occur independently of Akt signaling activation, which remains suppressed. DUSP22 targeting, via pharmacology or gene knockdown, is sufficient to enhance function, improve histopathology, and lower atrogene expression in multiple forms of skeletal muscle wasting. n represents biological replicates. Error bars represent the standard error of the mean (SEM). Source data are available online for this figure.

**Figure EV5:**
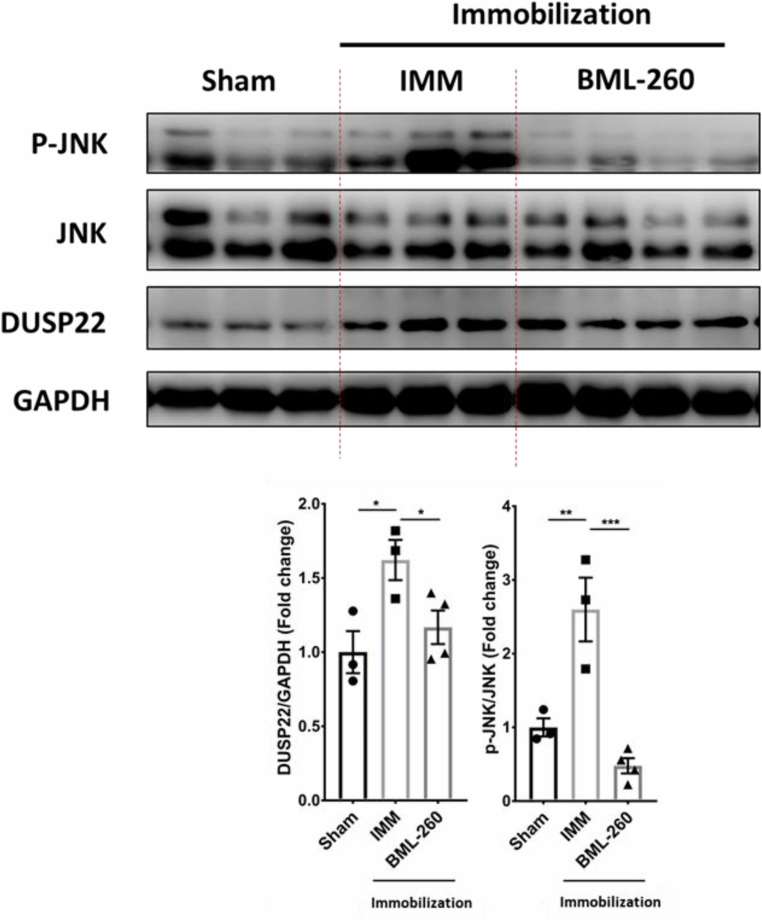
DUSP22, JNK and phosphorylated JNK levels in the tibialis anterior of immobilized mice treated with BML-260. Western blot analysis of DUSP22 (*p* = (Sham = 0.0341, BML-260 = 0.0494)), JNK and phosphorylated JNK (JNK-P) (*p* = (Sham = 0.0052, BML-260 = 0.0007)) levels in the TA muscle of immobilized mice (*n* = 3,4). GAPDH was used for normalization of expression. *p < 0.05, **p < 0.01, and ***p < 0.001 indicate significantly increased or decreased. n represents biological replicates analyzed by Student’s t test. Error bars represent the standard error of the mean (SEM). Source data are available online for this figure.

The clinical potential of DUSP22 targeting for skeletal muscle wasting was tested in cultures of human donor myotubes undergoing Dex-induced atrophy. BML-260 treatment recovered the mean myotube diameter (Fig. 9G,H). DUSP22 gene knockdown also prevented atrophy in human myotubes, as shown by a significant increase in myotube diameter (Fig. 9I,J). qPCR confirmed the knockdown of DUSP22 using siRNA (Fig. 9K). qPCR analysis also showed that DUSP22 gene knockdown inhibited MuRF-1 expression in the Dex-treated myotubes (Fig. 9L).

## Discussion

Skeletal muscle wasting has become major socioeconomic problem and there is currently no clinically approved drug for this disorder. In the current study, pharmacological and genetic targeting of the pleiotropic signaling phosphatase DUSP22 was shown to be effective at ameliorating skeletal muscle wasting in multiple models via the suppression of JNK and FOXO3a signaling.

DUSP22 pharmacological targeting was investigated with the previously reported DUSP22 targeting small molecule, BML-260. This compound is based on the rhodanine (2-thioxothiazolidin-4-one) chemical scaffold, which is becoming more prominent in medicine and pharmacy (Mousavi et al, 2019). Rhodanine is a privileged heterocyclic compound that is amenable for structural modification, and has been classified as a highly decorated scaffold with an important position for drug development (Chaurasyia et al, 2022). Consequently, BML-260 should be suitable for further rounds of structural optimization to improve its drug-like properties, biological stability, and targeting of DUSP22.

This study has shown that BML-260 or DUSP22 gene knockdown prevents skeletal muscle atrophy. Knockdown or BML-260 treatment also downregulated FOXO3a-related atrogene expression without stimulating Akt activity. BML-260 was originally identified in a screen of rhodanine-based compounds for DUSP22 inhibition (Cutshall et al, 2005). BML-260 inhibitory activity was shown to be specific for DUSP22, because there was no activity against the related atypical DUSP, VH1-related (VHR) phosphatase (Cutshall et al, 2005). However, other non-specific effects of BML-260 cannot be discounted. For example, Feng et al, reported that BML-260 treatment upregulates the expression of uncoupling protein-1 (UCP-1) in adipocytes (Feng et al, 2019). This effect was found to be independent of DUSP22 activity and the precise mechanism could not be fully elucidated. It should be noted that while UCP-1 upregulation can be beneficial for treating obesity via mitochondrial uncoupling, reduced ATP production and heat generation in adipocytes, this may not be the case for sarcopenia, which should benefit from more efficient mitochondrial function and ATP generation in skeletal muscle (Harper et al, 2021). In addition, increased physical activity has been shown to decrease UCP-1 expression (Brandao et al, 2019). It is also interesting to observe that in the present study DUSP22 overexpression in myotubes upregulated the expression of the uncoupling protein, UCP-3 (Fig. 1H). The pharmacokinetics data for BML-260 presented in this study also suggests that, although BML-260 is detectable in skeletal muscle after dosing, it may not reach levels where it can function as an enzymatic inhibitor (Fig. EV3). Possible explanations for this discrepancy include off target effects or the presence of DUSP22 in intracellular protein complexes that have a greater affinity for BML-260.

Rhodanine-based compounds have been described as problematic for medicinal chemistry due to non-specificity, aggregation and potential toxicity (Tomasic and Peterlin Masic, 2012). However, Epalrestat, a rhodanine-based drug for diabetic neuropathy, is safe, well-tolerated, and the only commercially available inhibitor of aldose reductase (Ramirez and Borja, 2008). More recently, Montaño et al, demonstrated that rhodanine compounds could be developed as antibiotics that specifically target bacterial thymidylate kinase (Montano et al, 2021). Progress in the medicinal chemistry of rhodanine derivative scaffolds also suggest that these could be viewed as privileged structures that may be exploited for future rational design and discovery (Chaurasyia et al, 2022). Moreover, Mendgen et al, assessed the biological activity of 163 rhodanine or rhodanine-like compounds and found that only 2 compounds displayed potential aggregation, with the α-carbon attachment decoration being important in conferring selectivity and reducing promiscuous binding (Jones, 2017; Mendgen et al, 2012). Therefore, with a cautious approach to structural modifications and biological assays for activity, it may be possible to further develop BML-260 as a clinically relevant DUSP22 inhibitor. Further development may be significant for BML-260, which does not appear to have undergone any additional structural optimization since the initial publication by Cutshall et al (Cutshall et al, 2005). Consequently, pleiotropic off target effects that protect against muscle wasting cannot be ruled out when using this early stage inhibitor. Indeed, some of the effects of BML-260 treatment may overlap with the DUSP22-JNK-FOXO3a pathway to produce epistatic results.

The relationship between JNK activation and FOXO3a-mediated signaling has previously been reported. In addition, the effect of DUSP22 activation on JNK signaling is already known. The novel aspect of this current study is the demonstration that DUSP22 targeting can downregulate FOXO3a in skeletal muscle and produce beneficial effects on muscle atrophy. As major signaling molecules in cells, both JNK and FOXO3a activity can be regulated by numerous factors (reviewed in (Nho and Hergert, 2014; Zeke et al, 2016)). The results herein demonstrate that targeting DUSP22 alone in skeletal muscle is sufficient to downregulate FOXO3a and produce therapeutically desirable effects in myofibers.

It was observed that DUSP22 overexpression increased the expression of UBR2 in murine myotubes. Interestingly, a previous study reported that DUSP22 downregulates UBR2 proteins in human T lymphocytes (Shih et al, 2024). There are a number of possible explanations for the difference in these research findings. For example, the MAPK pathway has been show to maintain UBR2 expression, and DUSP22 is known to activate MAPK signaling (Ju et al, 2016; Villa et al, 2020). MAPK signaling status was not assessed in the human T lymphocytes, meaning the effect of DUSP22 activation on this pathway and its possible role in UBR2 expression in lymphocytes could not be ascertained. In skeletal muscle tissue, UBR2 upregulation has been previously linked to muscle atrophy and UBR2 expression was shown to be increased by FOXO3a in cancer-related muscle wasting (Hockerman et al, 2014; Judge et al, 2014). The results presented herein show that DUSP22 overexpression upregulated FOXO3a in muscle cells, which could explain the observed increase in UBR2 expression. Additionally, in skeletal muscle tissue additional signaling mechanisms, such as the N-end rule pathway, have been shown to maintain high UBR2 expression in conditions of muscle atrophy (where UBR2 functions as a substrate recognition component) (Gao et al, 2022; Kwak et al, 2004). It is possible that DUSP22 overexpression may also upregulate this pathway in muscle cells to increase UBR2 expression.

The results in this study show that DUSP22 expression is upregulated in Dex-treated mice. It is known that a number of DUSPs are upregulated by glucocorticoids (Clark et al, 2008). This regulatory mechanism has mainly been studied for DUSP1, but it is possible that similar mechanisms govern DUSP22 expression. Moreover, the upstream DNA enhancer sequence of the DUSP22 gene contains binding sites for the transcription factor Krueppel-like factor 9 (KLF9). Glucocorticoids have been shown to induce KLF9 expression in human epithelial cells (Mostafa et al, 2021). It may be possible that muscle cells also upregulate KLF9 expression in response to Dex treatment and KLF9 binds to the DUSP22 upstream enhancer to induce gene expression. Further experiments would be needed to validate this hypothesis, which may be a rewarding area for future investigation.

The effect of long-term administration of BML-260 in mice has not previously been reported. However, a previous study by Chen et al, observed that DUSP22 knockout mice spontaneously developed syndesmophytes (inflammatory growths in the spinal vertebrae and may produce joint fusion) (Chen et al, 2023). In addition, Li et al, reported that aged JKAP-knockout mice can spontaneously develop inflammation and autoimmunity, with higher serum levels of anti-nuclear antibodies and anti-dsDNA, and expansion of white pulps in the spleen (Li et al, 2014). Ideally, BML-260 should target DUSP22 without recapitulating the immune-related phenotype observed in knockout mice. It can be noted DUSP22 has additional functions in cells that are independent of its enzyme activity, such as a scaffold protein for JNK regulation by signaling proteins, including apoptosis signal-regulating kinase 1 (ASK1) (Ju et al, 2016). These non-enzymatic functions should still be preserved in the presence of BML-260 treatment. In this study, a general assessment of the effect of 6 weeks BML-260 treatment in 15-month-old mice on liver, heart and kidney mass (three major organs assessed for potential drug toxicity (Lin and Will, 2012)) indicated no gross significant change after the treatment period. However, further in-depth studies would be required to fully assess BML-260 toxicity during long-term treatment.

Pharmacological targeting or gene knockdown of DUSP22 inhibited signaling by JNK (also known as stress-activated kinase) and FOXO3a (a key regulator of skeletal muscle atrophy). DUSP22 is also known as JNK-stimulating phosphatase 1 (JSP1) and JNK activation has been shown to promote FOXO3a activation in numerous cell types (Chaanine et al, 2012; Chi et al, 2022; Nho and Hergert, 2014; Wang et al, 2012). To confirm the ability of DUSP22 to stimulate JNK in this study, we showed that gene knockdown in skeletal muscle downregulated JNK and the downstream mediator, c-jun. The IGF-1/PI3K/Akt pathway is also known to suppress FOXO3a activity in skeletal muscle and have a major role in the prevention of wasting (Chen et al, 2022). However, we consistently found that Akt activity was not upregulated by DUSP22 knockdown or BML-260 treatment. This may be advantageous for developing therapeutic approaches that target FOXO3a independently of the IGF-1-PI3K-Akt pathway due to potential side effects associated with PI3k-Akt activation (Nunnery and Mayer, 2019; Wong et al, 2010). In addition, over-activation of protein synthesis, which is a downstream target of IGF-1-PI3K-Akt, has recently been observed in aging-related skeletal muscle wasting (Crombie et al, 2023; Fuqua et al, 2023). Strategies to further increase protein synthesis in geriatric muscle may worsen proteostatic stress (Fuqua et al, 2023). Thus, compounds such as BML-260, which inhibit FOXO3a signaling via alternative pathways, such as JNK, may be an attractive option for future drug development. A schematic of the effect of DUSP22 targeting in skeletal muscle wasting  is shown in Fig. 9M.

An interesting aspect of the current study is the discovery of DUSP22 as an upstream regulator of the relationship between JNK and FOXO3a in skeletal muscle tissue, along with the availability of BML-260 as a novel small molecule inhibitor that prevents skeletal muscle atrophy. A number of small molecule JNK inhibitors have been developed and are under investigation for disorders such as stroke, cancer and Parkinson’s disease (Cui et al, 2007; Wu et al, 2020). However, although there has been much research progress, no JNK targeting drug is approved for clinical use. DUSP22 is a relatively unexplored drug target and further investigation may produce lead compounds that can enter clinical trials as indirect JNK inhibitors for a number of disease applications. The in vivo RNA Seq data indicates that Six1 and Six4, genes linked to fast twitch myofiber formation (Niro et al, 2010), are upregulated by DUSP22 pharmacological targeting in aged muscle. This could explain the increased proportion of fast twitch type 2B and 2X myofibers. The mechanism by which DUSP22 targeting increases fast myofiber number in aged mice (preservation of pre-existing myofibers versus upregulation of transcriptional activators of fast fiber type gene expression) can be an interesting subject for future research. The discovery that musclin is upregulated after DUSP22 targeting may also warrant further investigation, because this myokine has been shown to be critical for cardiac conditioning (Harris et al, 2023). Cardiac hypertrophy and skeletal muscle wasting are known to share similar molecular mechanisms, and cardio-sarcopenia has recently been described as a syndrome of concern in aging (Loh et al, 2022; Rausch et al, 2021). In addition, skeletal muscle-secreted musculin has recently been shown to alleviate depression in animal models (Ataka et al, 2023; Szaroszyk et al, 2022). To our knowledge, there is no previous report of DUSP22 targeting in cardiac disease or depressive disorders. Whether musclin levels are directly regulated by DUSP22, or via downstream effects on JNK-FOXO3a inhibition, may also be an interesting topic for myokine research.

BML-260 was developed as an enzyme inhibitor of DUSP22 activity. In myotubes undergoing atrophy, BML-260 had no additional effect on atrogene downregulation compared to DUSP22 gene knockdown, suggesting that BML-260 activity is dependent on the presence of DUSP22. In addition, the observation of reduced levels of DUSP22 after BML-260 treatment in the skeletal muscle of Dex-treated, aged, and immobilized mice indicates that BML-260 also suppresses DUSP22 expression. The effect on DUSP22 levels, rather than reduced enzyme activity, may also be responsible for the therapeutic effects of BML-260 in muscle atrophy. This aspect of BML-260 bioactivity could be an interesting area for future investigation in other disease contexts linked to DUSP22 and JNK suppression.

In summary, this study demonstrates that DUSP22 is a regulator of skeletal muscle wasting and therapeutic target that functions by inhibiting a DUSP22-JNK-FOXO3a signaling axis. These results increase our understanding of the molecular mechanisms driving skeletal muscle wasting and provide a novel candidate for drug development. Previous research has linked aberrant DUSP22 to other diseases, such as T-cell lymphoma and Alzheimer’s disease (Pedersen et al, 2017). The results presented herein may also be applicable to therapeutic approaches for these diseases. In addition, the identification of DUPS22 as a mediator of aging-related skeletal muscle wasting suggests that it may be worthwhile to investigate its role in other aging-related disorders, such as osteoarthritis, heart failure and type 2 diabetes. Overall, these findings provide new insight into the functions of DUSP22, the mechanisms responsible for producing skeletal muscle wasting, and novel treatment approaches for this debilitating condition.

## Methods

**Table:** Reagents and tools table

Reagent/resource	Reference or source	Identifier or catalog number
**Experimental models**		
C57BL/6J (*M. musculus*)	DAMOOL SCIENCE	B6.129P2Gpr37tm1Dgen/J
C2C12	ATCC	
Human adult skeletal primary cell	Gibco	A11440
**Recombinant DNA**		
DUSP22 CRISPR Activation Plasmid (m)	Santa Cruz	sc-430587-ACT
Control CRISPR Activation Plasmid	Santa Cruz	sc-437275
**Antibodies**		
α-Tubulin	INVITROGEN	PA5-29444
Atrogin-1/MAFbx	Abcam	Ab168372
MuRF-1/Trim63	Santa Cruz	SC-398608
FoxO3a	Cell Signaling	#12829
Phospho-FoxO3a	Cell Signaling	#9466
AKT	Cell Signaling	#2983
Phospho-AKT	Cell Signaling	#2971
JNK	Cell Signaling	SC-7345
Phospho-JNK	Cell Signaling	#4668
c-Jun	Cell Signaling	#9165
Phospho-c-Jun	Cell Signaling	#2361
STAT3	SANTA CRUZ	SC-8019
Phospho-STAT3	SANTA CRUZ	SC-8059
UBR2	Abcam	Ab217069
Myosin heavy chain 2	SANTA CRUZ	SC-53095
DUSP22	Abcam	Ab70124
Myosin Heavy Chain type 1	DSHB	BA-D5
Myosin Heavy Chain type 2A	DSHB	SC-71
Myosin Heavy Chain type 2B	DSHB	BF-F3
Laminin	sigma	L9393
Fast-type skeletal muscle	Santa Cruz	sc-32732
Goat anti-Mouse IgG (H + L)	Abcam	ab6789
Goat anti-Rabbit IgG HRP	Cell signaling	#7074S
Alexa Fluor™ 488 Goat anti-mouse IgG(H + L)	INVITROGEN	A11001
Alexa Fluor™ 555 Goat anti-mouse IgG(H + L)	INVITROGEN	A21422
Alexa Fluor™ 488 Goat anti-mouse IgG(H + L)	INVITROGEN	A28175
Alexa Fluor™ 350 Goat anti-mouse IgG(H + L)	INVITROGEN	A11045
**Oligonucleotides and other sequence-based reagents**		
GAPDH primer	This study	F: CTC CAC TCA CGG CAA ATT CA R: GCC TCA CCC CAT TTG ATG TT
Atrogin-1 primer	This study	F: CAG AGA GCT GCT CCG TCT CA R: ACG TAT CCC CCG CAG TTT C
MuRF-1 primer	This study	F: CCG AGT GCA GAC GAT CAT CTC R: TGG AGG ATC AGA GCC TCG AT
Myh2 primer	This study	F: GAT CAC CAC GAA CCC ATA TGA TT R: TTC ATG TTC CCA TAA TGC ATC AC
Pax7 primer	This study	F: CAC AGA GGC AGA GCT GAT TGC R: CCA ATT GAG GAG AGT GAC AGG TT
Myf5 primer	This study	F: AGC TGG GCA GAA TAC GTG CTT R: AGA ACA GGC AGA GGA GAA TCC A
Myogenin primer	This study	F: AGC GCA GGC TCA AGA AAG TG R: CCG CCT CTG TAG CGG AGA T
MyoD1 primer	This study	F: TGT CCT TTC GAA GCC GTT CT R: TGC AGC CAG AGT GCA AGT G
DUSP22 primer	This study	F: GAT GCC TTG CAC ACT GTT CGT R: ACT GGT GCA CTT CAT GTT TCT CA
DUSP22 human primer	This study	F: GGT TTC TGT ACC TCG CTT GGA T R: AGG CGT TCA CAG GAA GCA A
Atrogin-1 human primer	This study	F: GGA ACT ACT CCA GAC CCT CTA CAC A R: CTC CAT CCG ATA CAC CCA CAT
MuRF-1 human primer	This study	F: TTG ACT TTG GGA CAG ATG AGG AA R: CCA GCT CCT TAC TGG TGT CCT T
GAPDH human primer	This study	F: CTG CAC CAC CAA CTG CTT AGC R: TCT TCT GGG TGG CAG TGA TG
PGC-1α primer	This study	F: CAG GGT GCA TGG CAG TTG T R: CAG AGG CCA TGC TAG TGA AAG A
UCP-3 primer	This study	F: GAT GTG GTG AAG GTC CGA TTT C R: CCC TGG CGA TGG TTC TGT AG
Acly primer	This study	F: ATG CCA AGA CCA TCC TCT CAC T R: GCG GCC ACA TTG GTG AAG
LC-3B primer	This study	F:CGT CCT GGA CAA GAC CAA GT R:ATT GCT GTC CCG AAT GTC TC
Cathepsin L primer	This study	F: CAG GGT CCG TGA AGC TGT CT R: CTG CAG TGC TGC CAG CTT T
Psmd11 primer	This study	F: TTT CTT ACG CCA AGC ATT GGA R: CTC CCG AAG CAG CTG AGA AC
UBR2 primer	This study	F: TAT TCT CCT CCT TAC CTT G R: CGA AAC CGC TCT TGG CAT A
MYH7 primer	This study	F: TGT TTT TGT GCC CGA TGA R: CAG TCA CCG TCT TGC CAT T
MYH1 primer	This study	F: CGG GAG AAC CAG TCT ATT TTG ATC R: CTC CCC AGT GAC TGC AAT TGT
MYH4 primer	This study	F: GTC GGC AAT GAG TAT GTC A R: TGA CCA TCC ATA GGA ACA TC
FoxO3a primer	This study	F: TGG AGT CCA TCA TCC GTA GTG A R: CTG GTA CCC AGC TTT GAG ATG AG
P62 primer	This study	F: CCC AGT GTC TTG GCA TTC TT R: AGG GAA AGC AGA GGA AGC TC
TGIF primer	This study	F: TTT CCT CAT CAG CAG CCT CT R: CTT TGC CAT CCT TTC TCA GC
ATF4 primer	This study	F: TCC TGA ACA GCG AAG TGT TG R: ACC CAT GAG GTT TCA AGT GC
Bnip3 primer	This study	F: TTC CAC TAG CAC CTT CTG ATG A R: GAA CAC CGC ATT TAC AGA ACA A
Gadd45a primer	This study	F: GAA AGT CGC TAC ATG GAT CAG T R: AAA CTT CAG TGC AAT TTG GTT C
SMART primer	This study	F: TCA ATA ACC TCA AGG CGT TC R: GTT TTG CAC ACA AGC TCC A
MUSA1 primer	This study	F: TCG TGG AAT GGT AAT CTT GC R: CCT CCC GTT TCT CTA TCA CG
DUSP22 (Mouse) siRNA -1	Invitrogen	87545
DUSP22 (Mouse) siRNA -2	Invitrogen	287290
DUSP22 (Human) siRNA	Invitrogen	287290
FOXO3a (Mouse) siRNA	Invitrogen	102011
**Chemicals, Enzymes and other reagents**		
BML-260	Santa Cruz	SC-223822
Dexamethasone	Santa Cruz	SC-204715A
Hygromycin B	Sigma-Alrich	H7772
Blasticidin S HCl	Thermo Fisher Scientific	R210-01
Puromycin	Abcam	ab141453
SP600125	Santa cruz	sc-200635
Myoplasma removal agent	CAPRICORN	MYX-B
**Software**		
*GraphPad7*	https://www.graphpad.com/	
**Other**		
Illumina Novaseq6000	Illumina	

### Molecular docking analysis

The binding of BML-260 to human DUSP22 was analyzed with the CB-Dock2 software (Liu et al, 2022). The Vina score was calculated using DUSP22 human (PDB: 6lvq) and BML-260 (CID: 1565747).

### DUSP22 activity assay

The phosphatase activity of purified DUSP22 was measured using the EnzChek® Phosphatase Assay Kit (E12020, ThermoFisher, MA, USA) following the manufacturer’s instructions. In brief, for the assay a 200 µM 6,8-difluoro-4-methylumbelliferyl phosphate (DiFMUP) working solution was prepared. 50 µL DiFMUP solution was added to each well of a black-walled microplate, followed by a 50 µL sample containing GST-tagged-DUSP22 (SRP5021, Sigma-Aldrich, MO, USA) or 1X reaction buffer, to give a total reaction volume of 100 µL per well. BML-260 and 1X reaction buffer in a 50 µL volume were then added to each well. The microplate was incubated at room temperature for 45 min in the dark and fluorescence was measured at excitation 360 nm and emission 455 nm (SpectraMAX Gemini XS, Molecular Devices, CA, USA).

### Cell culture

C2C12 murine skeletal muscle myoblasts were purchased from Koram Biotech Corp. (Seoul, Republic of Korea). Prior to experiments, mycoplasma contamination was eliminated using the MycoXpert Mycoplasma Removal Reagent (MYX-B, CAPRICORN) following the manufacturer’s protocol. To ensure complete removal, all cells were passaged three times after treatment before being used in subsequent experiments. No STR profiling was recently undertaken. Myoblasts were cultured in growth media (GM), containing Dulbecco’s modified Eagle’s medium (DMEM), 10% fetal bovine serum, and 1% penicillin and streptomycin (PenStrep). C2C12 myoblasts were differentiated into myotubes at more than 80% confluence by culture in differentiation media (DM), containing DMEM supplemented with 2% horse serum and PenStrep, for 96 h. To induce atrophy, the myotubes were treated with DM plus 10 μM Dex for 24 h. BML-260 and SP600125 were purchased from Santa Cruz Biotechnology, TX, USA (cat. no. sc-223822 and sc-200635).

Human skeletal myoblasts were purchased from Thermo-Fisher Scientific, USA, re-suspended in DM and seeded onto 12-well culture plates at a density of 4.8 × 10^4^ cells/well. 72 h later, the differentiated myotubes were treated with 10 μM Dex for 24 h, stained with haematoxylin and eosin (H&E) using a kit (Merck, Germany) and myotube diameter measured by light microscopy analysis of DIC captured images (Olympus CKX41, Olympus Life Science, Japan) and the NIH imaging software Image J 64 (National Institutes of Health, MD, USA). At least 80 myotubes in 5 micrographs were measured in each experimental group.

### Myotube diameter

Fast myosin heavy chain 2 (MYH2) immunocytochemistry was used to visualize murine myotubes and measure myotube diameter, following the previously published protocol (Chen et al, 2016). After mounting, fluorescence images were captured in 5 different regions using a DMI 3000 B microscope (Leica, Germany), and analyzed using the NIH imaging software Image J 64. 100 myotubes containing at least three nuclei were measured in each experimental group. Myotubes were primarily examined in the central area of each well, as opposed to randomly selected fields. The mid-point of the myotube was used to measure the diameter. For nuclear counts, we chose myotubes containing three or more nuclei. The observer was aware of the treatment conditions.

### Myotube fusion and differentiation indexes

To assess myoblast fusion into multinucleate myotubes, nuclei number within fast myosin (MYH2)-positive cells were measured using the NIH imaging software Image J 64. The differentiation index was calculated as the percentage of nuclei in fast myosin (MYH2)-positive cells (nuclei in myotubes/total nuclei). Myotubes were classified as MYH-positive cells containing at least 4 nuclei. Myotubes were measured in groups of at least 100, with at least 7500 nuclei measured in each group.

### SUnSET assay

The surface sensing of translation (SUnSET) assay was used to measured protein synthesis, in accordance with the published protocol (Vinel et al, 2018). In brief, 1 μg/mL puromycin was added to the myotube cultures and cell lysates were then harvested 10 min later. Western blotting was carried out using an anti-puromycin 12D10 antibody (MABE343; Millipore).

### Western blotting

Western blotting was carried out using the previously published protocol (Lee et al, 2020). The NIH imaging software Image J 64 was used for densitometry analysis of the gel bands. The primary and secondary antibodies used in this study are shown in the reagent and tools table. Chemiluminescence was used to detect the secondary antibody.

### Real-time qPCR

The StepOnePlus Real Time PCR System (Applied Biosystems, UK) was used to measure the mRNA level of the genes of interest. An AccuPower RT PreMix (Bioneer, Republic of Korea) was used to synthesize the cDNA from total RNA. The real-time PCR (qPCR) was carried out according to the manufacturer’s instructions, and the previously published protocol (Lee et al, 2020). Details of the primers used in this study are shown in Appendix Tables S1 and S2.

### siRNA-mediated gene knockdown in myotubes

Gene knockdown was carried out following the manufacturer’s protocol using a 6-well culture plate format (Thermo Fischer Scientific, Waltham, USA). Lipofectamine 3000 was used for the transfection step (Thermo Fischer Scientific, Waltham, USA). siRNA transfection was performed on day 3 of myoblast differentiation into myotubes. C2C12 myotubes and primary human myotubes were transfected with 75 pmol siRNA duplex. Details of the siRNAs used in this study are shown in Appendix Table S3.

### CRISPR/Cas9-mediated gene overexpression

To induce endogenous overexpression, C2C12 myoblasts were transfected with a DUSP22 CRISPR activation plasmid (Santa Cruz, SC-430587-ACT, sequence: TGCAGTTTGCGCACGCGCGC). Transfection was performed at 50% confluence. The myoblasts were transfected for 48 h. The transfection efficiency was approximately 5%. Selection was conducted using puromycin dihydrochloride (2 µg/mL), hygromycin B (200 µg/mL), and blasticidin S HCl (20 µg/mL). After approximately two weeks of selection, the selected myoblasts were differentiated into myotubes. The expression levels were then confirmed using qPCR to verify overexpression.

### Animal studies

All C57BL/6 mice (*Mus musculus*) were obtained from Damool Science (Seoul, Republic of Korea). Studies were carried out under the guidance provided by the Institute for Laboratory Animal Research Guide for the Care and Use of Laboratory Animals, and were approved by the Gwangju Institute of Science and Technology Animal Care and Use Committee (study approval number GIST-2021-117). All mice were housed in a temperature-controlled environment (22 °C  ±  2 °C, 50%  ±  10% humidity) with 12 h light/dark cycle (7 a.m./7 p.m.), 10–15 air changes per hour, and ad libitum access to food and water. Animal studies have been approved by the appropriate ethics committee and have therefore been performed in accordance with the ethical standards laid down in the 1964 Declaration of Helsinki and its later amendments. Animals were provided by Damool Science, Republic of Korea.

### Dex treatment model of skeletal muscle atrophy and DUSP22 knockdown

The Dex model of muscle atrophy was based on the previously published protocol (Kim et al, 2022). In brief, 12-week-old male C57BL/6J mice were treated as follows: 1) Vehicle (DMSO in PBS pH 7.4 with 5% Tween 80) alone, 2) 15 mg/kg Dex dissolved in vehicle, 3) 15 mg/kg Dex and 5 mg/kg BML-260 (*n* = 5 per group). Mice were treated daily by intraperitoneal (IP) injection for 14 d and then assessed for muscle condition. The 5 mg/kg in vivo dose was selected based on a previous study that carried out bilateral injection of BML-260 into the fat pads of male 8-week-old C57BL/6J mice (Feng et al, 2019).

To knockdown DUSP22 expression, intramuscular delivery of DUSP22 siRNA (siRNA ID: 287290, Thermo Fisher Scientific, MA, USA) was carried out using the Invivofectamine 3.0 reagent ((Thermo Fisher Scientific) following the manufacturer’s instructions and previously published protocols (Chemello et al, 2019; Militello et al, 2018). In brief, for the Dex model of muscle wasting, 35 μg siRNA complexes in a 50 μL volume were injected into the TA muscle of 12-week-old C57BL/6 mice (*n* = 4 per group), 24 h before IP treatment with 25 mg/kg Dex. Mice were treated with 25 mg/kg Dex every 24 h for 7 days, and received a second injection of 35 μg siRNA complex into the TA muscle at day 3 of the Dex treatment. Muscles were harvested for analysis after 7 days of Dex treatment.

### Assessment of potential organ toxicity

To assess the effect of BML-260 treatment on the liver, heart and kidney, 15-month-old C57BL/6J male mice were treated as follows: 1) Vehicle (DMSO in PBS pH 7.4 with 5% Tween 80) alone, 2) 5 mg/kg BML-260 (*n* = 4 per group). BML-260 was administered via IP delivery every 24 h for 6 weeks. The mice were then sacrificed and the liver, kidneys and heart were weighed and photographed.

### Skeletal muscle aging model and DUSP22 targeting

To knockdown DUSP22 expression in aging skeletal muscle, 27-month-old male C57BL/6 mice received intramuscular delivery of DUSP22 siRNA using the Invivofectamine 3.0 reagent (*n* = 4 per group). 35 μg siRNA complexes were injected into the TA muscle, followed by a second injection 4 days later. TA muscles were harvested for analysis at day 10 of the experiment.

To assess DUSP22 pharmacological targeting, BML-260 was treated to 24–26-month-old male C57BL/6 mice as follows: (1) vehicle alone (5% DMSO + 5% tween 80) and (2) 5 mg/kg BML-260 (*n* = 5 per group). Mice were treated via IP delivery every 24 h for 4 weeks and then assessed for skeletal muscle function and condition.

### Immobilization model

To immobilize the hind limbs, 14-week-old male C57BL/6 mice were anesthetized with isoflurane and both hind limbs were fixed with plastic EP-tubes (Axygen, MCT-175-C). To prevent the tubes from slipping, the junction between the tubes and the hind limbs were wrapped with insulating tape. BML-260 was treated as follows: (1) vehicle alone (5% DMSO + 5% tween 80) and (2) 5 mg/kg BML-260 (*n* = 3 per group). The mice were monitored daily and sacrificed after 14 days.

### Grip strength test

Grip strength was measured using the BIO-GS3 device (Bioseb, FL, USA). Mice were placed onto the grid with all four paws attached and gently pulled backwards to measure the grip strength until the grid was released. The maximum grip value, used to represent muscle force, was calculated using 3 trials with an interval of 30 s.

### Muscle fatigue test

Muscle fatigue was measured the previously described protocol (Chiu et al, 2018), with two different models using the Rotarod. One was the constant model and the other was the accelerating model that is inherent in the rotarod device. In brief, the mice were accommodated to training before the commencement of the fatigue task using an accelerating rotarod (Ugo Basile, Italy). The mice were trained at a constant speed of 13 rpm for 15 min. After a recovery period of 15 min, the mice were placed on the rotarod adjusted to accelerate from 13 to 25 rpm in 3 min for 15 min. 24 h later, the muscle fatigue test was carried out with speeds ramping from 13 to 25 rpm in 3 min, and maintained at 25 rpm for a 30 min interval. Latency to fall off the rotarod was measured for each mouse. A fatigued mouse was classified as falling off 4 times within a 1 min period, which also terminated the test.

### Skeletal muscle dissection and histology

Mice were anesthetized using ketamine (22 mg/kg; Yuhan, Republic of Korea) and xylazine (10 mg/kg; Bayer, Republic of Korea) in saline by IP injection. The quadriceps, gastrocnemius, soleus and TA muscles were then dissected and weighed. For histological analysis, the muscles were fixed by overnight incubation with 4% paraformaldehyde in PBS pH 7.4 at 4 °C. Paraffin sectioning and H&E staining were provided by the Animal Housing Facility, Gwangju Institute of Science and Technology, Republic of Korea (5 µm muscle sections using a Thermo Scientific HistoStar (Thermofisher). H&E staining was carried out with a kit (Merck, Germany)). For immunohistochemistry, TA muscle sections were permeabilized for 15 min (PBS with 0.5% Triton X-100), blocked for 1 h (5% BSA) and incubated with the primary antibody overnight at 4 °C (a list of primary and secondary antibodies used in this study are provided in Appendix Tables S4 and S5, respectively). After washing with PBS 3 times for 5 min, the sections were incubated with the secondary antibody at RT for 1 h. The nuclei were counterstained with DAPI in ProLong™ Gold Antifade Mountant (Invitrogen, P36935). Digital images were acquired with Leica DM 2500 (Leica Microsystems). Cross sectional area (CSA) and fiber size distribution was measured using the NIH imaging software Image J 64. To CSA and size distribution of different fiber types was calculated in 4 muscle section as follows: type 2 A: 30–40 fibers measured; type 2B: at least 100 fibers measured; type 2X: 30–40 fibers measured.

### Muscle force measurement

TA muscles were dissected from each leg of the siDUSP22 and siCON treated groups immediately after sacrifice. The isolated muscles were transferred to a Krebs-Henseleit buffered solution chamber (820MS, Danish Myo Technology, AnimaLab, Poland) for oxygenation and maintained at 25 °C. Both ends of the muscles were then fixed with clamps. Tetanic contraction force was measured by applying a 10 V stimulus and twitch force was measured by conducting at 5 V with frequencies ranging from 10 Hz to 200 Hz. 3 min rest time was allocated between each frequency measurement.

### RNA-Seq

RNA samples were harvested from the TA muscles of 24–26-month-old male C57BL/6 mice treated as follows: (1) vehicle alone (5% DMSO + 5% tween 80) and (2) 5 mg/kg BML-260. Mice were treated by IP delivery every 24 h for 4 weeks (*n* = 3 per group). RNA-Seq was provided by Macrogen, Republic of Korea. Prior to the commencement of sequencing, QC was carried out using FastQC v0.11.7 (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Illumina paired ends or single ends in the sequenced samples were trimmed using Trimmomatic 0.38 with various parameters (http://www.usadellab.org/cms/?page=trimmomatic). The sequences of the samples were mapped and analyzed using HISAT2 version 2.1,0, Bowtie2 2.3.4.1 (https://ccb.jhu.edu/software/hisat2/index.shtml). Potential transcripts and multiple splice variants were assembled using StringTie version 2.1.3b (https://ccb.jhu.edu/software/stringtie/). The normalized sample counts were generated using DESeq2, which was also used for normalization, visualization, and differential analysis. PCA was performed using normalized sample counts. The “apeglm” type was used to calculate shrink log2 fold changes.

### Pharmacokinetics analysis

Assessment of BML-260 pharmacokinetics (PK) was carried out by the company Chaon, Yongin-si, Republic of Korea. BML-260 was administered intraperitoneally at a dose of 5 mg/kg in an injection volume of 10 mL/kg. A total of 21 6-week-old male C57BL/6J mice were divided into two groups as follows: 1) PK (plasma) group (3 mice) and 2) PK (TA muscle) group (18 mice across 6 time points).

For the PK (plasma) group, blood samples were collected at 0.5, 1, 1.5, 2, 6, 12, and 24 h after administration, using orbital sinus collection. Blood was centrifuged to obtain plasma that was then stored at −80 °C. For the PK (TA muscle) group, mice were euthanized at 0.5, 1, 1.5, 2, 6, and 12 h post-administration. The TA muscle was weighed and stored at −80 °C.

BML-260 levels in plasma and tissue samples were analyzed with liquid chromatography-tandem mass spectrometry (LC-MS/MS) using an Agilent 1200 HPLC system coupled with an AB Sciex 4000 QTrap MS/MS (Agilent Technologies, CA, USA). Quantification limits were determined based on a signal-to-noise ratio greater than 10, with precision below 20% and accuracy between 80% and 120%.

### Statistical analysis

Experiments were randomized, and investigators were not blinded to the allocation process during the experiments and outcome assessments. The sample size was determined based on the known variability of each experiment. Additionally, a power analysis was conducted to determine the appropriate sample size.

Mice displaying any signs of distress, as predefined in the Gist LARC Standard Operating Procedure, were euthanized and excluded from the study.

The Student’s *t* test or ANOVA with the Dunnett’s test was used to determine statistical significance for two groups, or three or more groups, respectively (GraphPad 7.0 Software, Inc., CA, USA). *p* values of less than 0.05 were deemed to be statistically significant. Unless otherwise stated, experiments were carried out in triplicate and the error bars are presented as mean ± standard error of the mean (SEM).

### Graphics

The graphics in Figs. 5A, 6A, 7A, 7I, and 9M were created with BioRender.com.

## Supplementary information

Appendix

Peer Review File

Source data Fig. 1

Source data Fig. 2

Source data Fig. 3

Source data Fig. 4

Source data Fig. 5

Source data Fig. 6

Source data Fig. 7

Source data Fig. 8

Source data Fig. 9

EV Figure Source Data

Appendix Figure Source Data S2-S6

Appendix Figure Source Data s7-s10

Expanded View Figures

## Data Availability

The dataset produced in this study is available in the following database: RNA-seq (Gene Expression Omnibus number: GSE292258). The source data of this paper are collected in the following database record: BioStudies (images Accession number: S-BIAD1435). The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44321-025-00234-2.

# Supplementary material for: Modulating phosphatase DUSP22 with BML-260 ameliorates skeletal muscle wasting via Akt independent JNK-FOXO3a repression
**Source:** EMBO Mol Med. 2025 Apr 22;17(6):1259–88. doi: 10.1038/s44321-025-00234-2
**Supplement:** Supplementary file 1 — Appendix

## **Appendix Figures and Tables: Contents**

**Page 3. Appendix Figure S1:** Atrogin-1 expression in C2C12 murine myotubes treated with vehicle or dexamethasone to induce atrophy.

**Page 4. Appendix Figure S2:** Western blot analysis of DUSP22, MuRF-1, atrogin-1 and UBR2 levels C2C12 myoblasts transfected with a DUSP22 CRISPR activation plasmid or control plasmid.

**Page 5. Appendix Figure S3:** Western blot analysis of FOXO3a, FOXO3a phosphorylation, atrogin-1 and MuRF-1 in C2C12 myotubes treated with control or FOXO3a siRNA.

**Page 6. Appendix Figure S4:** Western blot analysis of atrogin-1 and DUSP22 in C2C12 myotubes treated with control or two distinct DUSP22 siRNAs.

**Page 7. Appendix Figure S5:** Phosphatase activity assay for DUSP22 and inhibition by BML-260.

**Page 8. Appendix Figure S6:** Fast myosin immunostaining and mean myotube diameter measurement of C2C12 myoblasts treated with Dex, SP600125 or BML-260.

**Page 9. Appendix Figure S7:** Type 1 myofiber staining, laminin staining, and cross sectional area in the tibialis anterior and gastrocnemius muscles of 5 months old mice.

**Page 10. Appendix Figure S8:** Photographs and mass of the kidneys, liver, and heart after 6 weeks treatment with 5 mg/kg BML-260 in 15 months old mice.

**Page 11. Appendix Figure S9:** Expression changes for genes linked to PI3K-Akt signaling and gene set enrichment analysis (GSEA) combined with GO analysis of genes involved in the negative regulation of muscle hypertrophy and response to inactivity.

**Page 12. Appendix Figure S10:** qPCR analysis of atrogin-1, MuRF-1, and DUSP22 expression in dexamethasone-treated C2C12 myotubes treated with BML-260, DUSP22 siRNA, or DUSP22 siRNA plus BML-260.

**Page 13. Appendix Table S1:** Primary antibodies used in this study

**Page 14. Appendix Table S2:** Secondary antibodies used in this study

**Page 15. Appendix Table S3:** Primers used for qPCR – part 1

**Page 16. Appendix Table S4:** Primers used for qPCR – part 2

**Page 17. Appendix Table S5:** siRNAs used for gene knockdown

## Appendix Figure S1

A

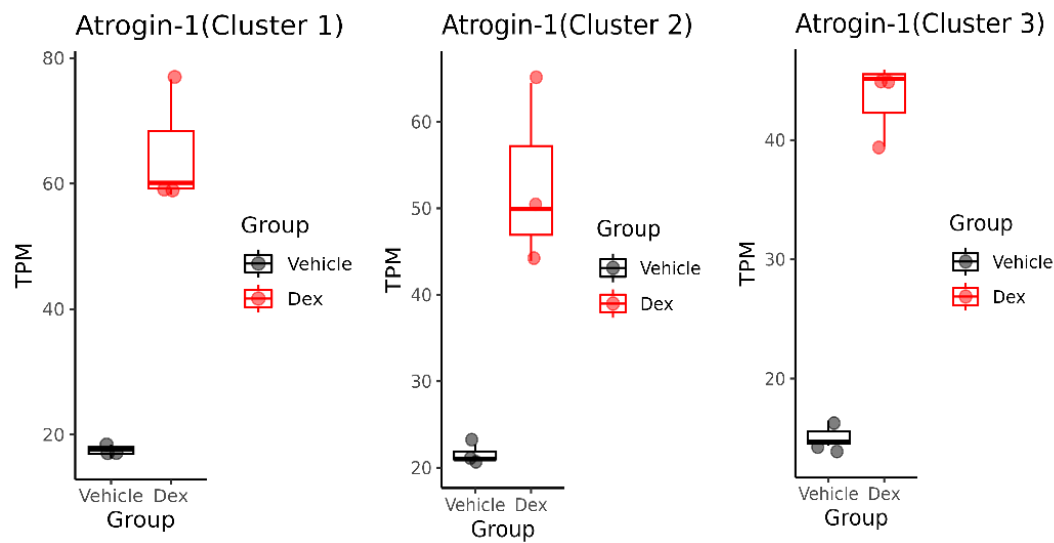

A) Atrogin-1 expression in C2C12 murine myotubes treated with vehicle or dexamethasone (Dex) to induce atrophy ( $n=3$  each cluster,  $p=(\text{Cluster 1}=0.0012, \text{Cluster 2}=0.007, \text{Cluster 3}=0.0001)$ ). Expression was measured using RNA Seq. TPM=transcript per million. Box plots represent the distribution of Atrogin-1 expression levels. The center line indicates the median (50th percentile, Q2), representing the middle value of the dataset. The box bounds correspond to the interquartile range (IQR), extending from the 25th percentile (Q1, lower bound) to the 75th percentile (Q3, upper bound). Whiskers extend to the smallest and largest values within  $1.5 \times \text{IQR}$  from Q1 and Q3, representing the minimum (lower whisker) and maximum (upper whisker) values within this range. Data points that fall beyond this range are considered outliers and are displayed as individual points outside the whiskers.  $n$  represents biological replicates

Appendix Figure S2

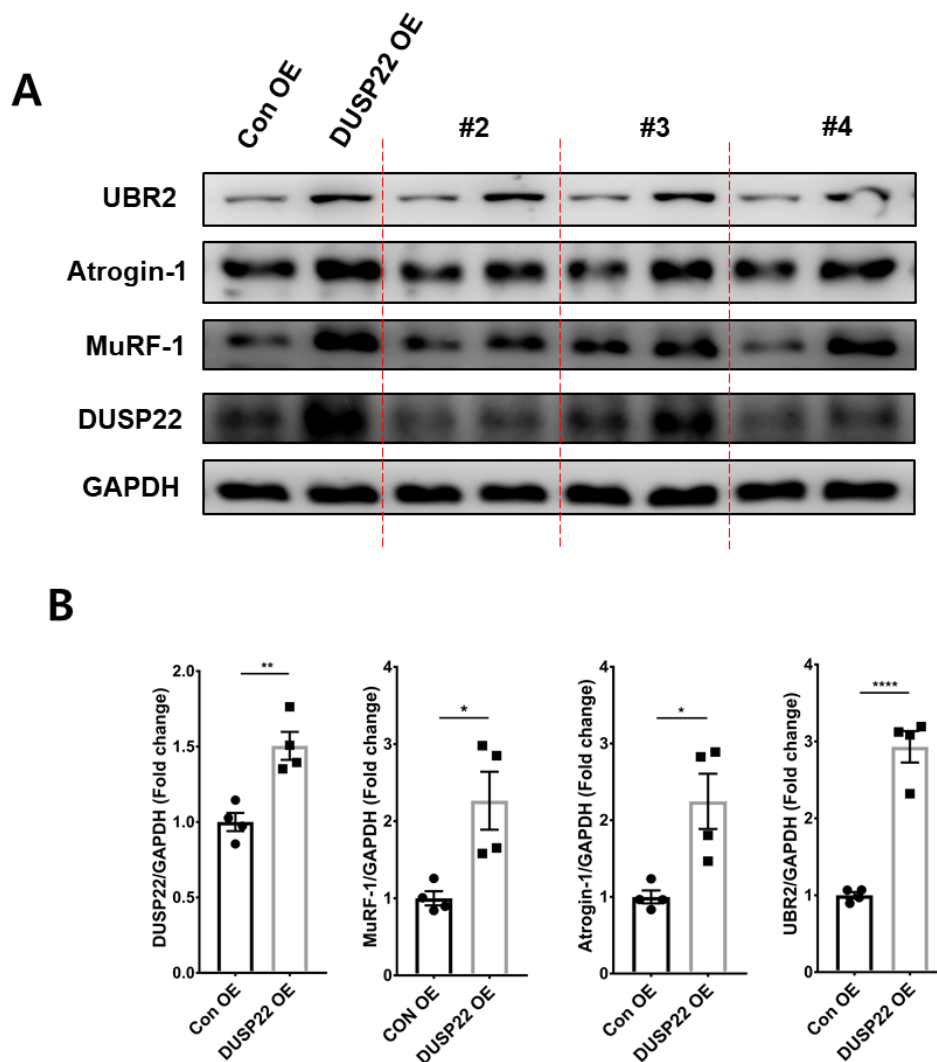

A) Western blot analysis of DUSP22(p=0.05), MuRF-1(p=0.017), atrogin-1(p=0.015) and UBR2(p=9E-05) levels C2C12 myoblasts transfected with a DUSP22 CRISPR activation plasmid (DUSP22endoOE) or control plasmid (CONendoOE) after 96 h culture in DM (n=4).B) Quantification of expression. GAPDH was used for the normalization of protein levels. \*= $p < 0.05$ , \*\*= $p < 0.01$  \*\*\*\*= $p < 0.0001$  indicate significantly increased or decreased. n represents biological replicates analyzed by Student's t test. Error bars represent the standard error of the mean (SEM).

## Appendix Figure S3

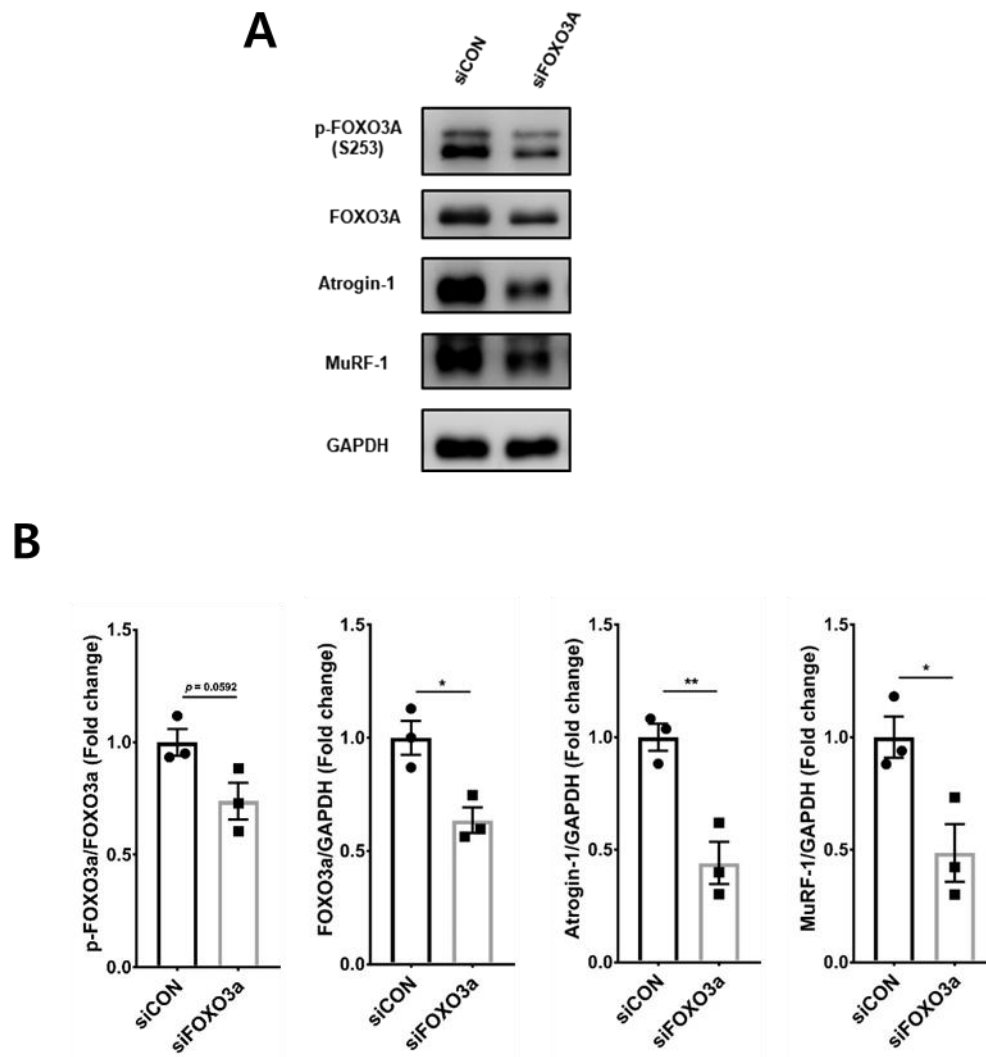

A) Western blot analysis of FOXO3a(p=0.0177), FOXO3a phosphorylation(p=0.0592), atrogin-1(p=0.0075) and MuRF-1(p=0.0309) in C2C12 myotubes treated with control or FOXO3a siRNA (n=3). B) Quantification of FOXO3a phosphorylation, FOXO3a, atrogin-1 and MuRF-1 protein levels compared to GAPDH. \*= $p < 0.05$ , \*\*= $p < 0.01$ , \*\*\*= $p < 0.0001$  indicate significantly increased or decreased. n represents biological replicates analyzed by Student's t test. Error bars represent the standard error of the mean (SEM).

## Appendix Figure S4

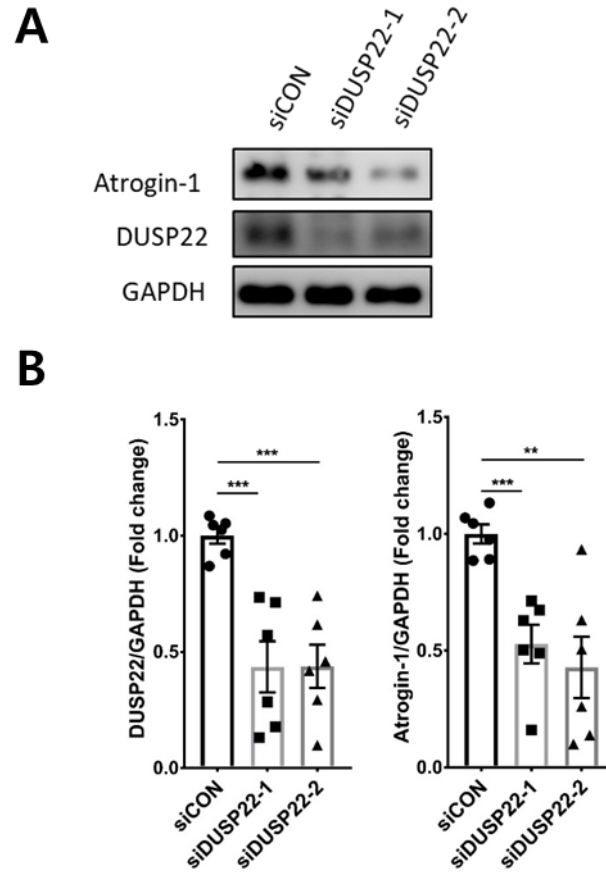

A) Western blot analysis of atrogin-1 and DUSP22 in C2C12 myotubes treated with control or two distinct DUSP22 siRNAs (termed siDUSP22-1 and siDUSP22-2) (n=6). B) Quantification of DUSP22( $p=(\text{siDUSP22-1}=0.0006, \text{siDUSP22-2}=0.0002)$ ) and atrogin-1( $p=(\text{siDUSP22-1}=0.0004, \text{siDUSP22-2}=0.002)$ ) protein levels compared to GAPDH.  $**=p<0.01$   $****=p<0.0001$  indicate significantly increased or decreased. n represents biological replicates analyzed by Student's t test. Error bars represent the standard error of the mean (SEM).

## Appendix Figure S5

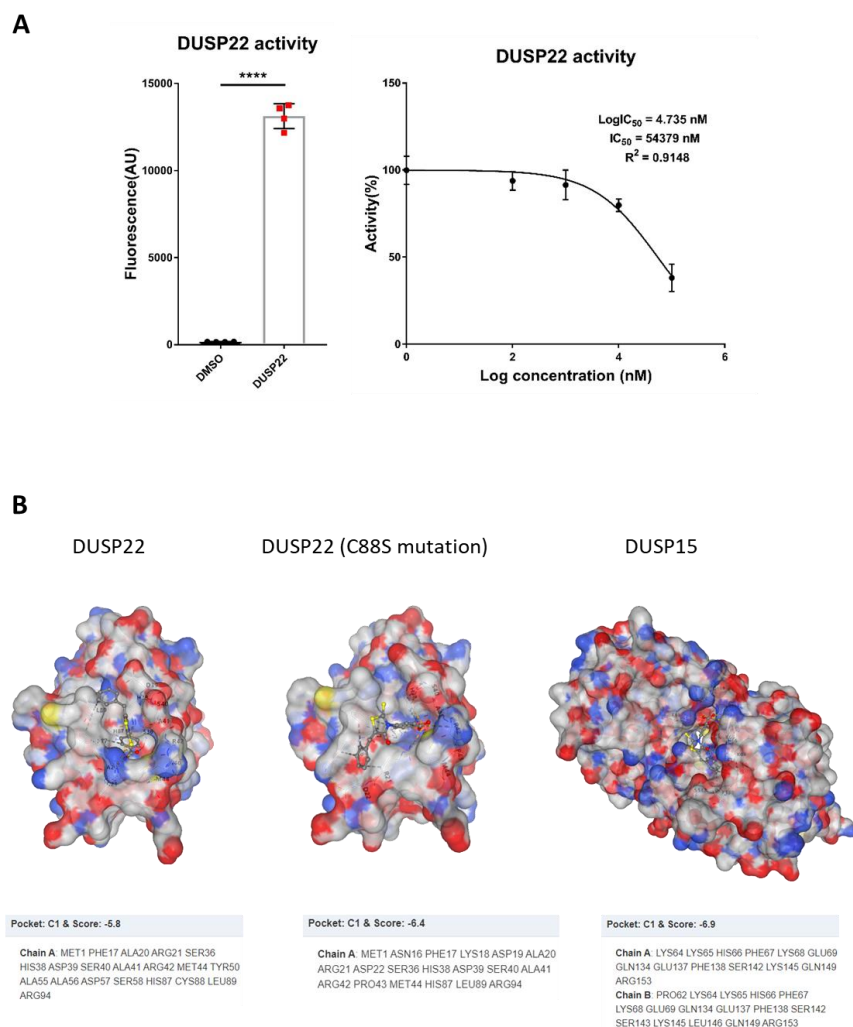

A) Phosphatase activity assay for DUSP22 and inhibition by BML-260. The assay is based on the 6,8-difluoro-4-methylumbelliferyl phosphate (DiFMUP) reagent and GST-tagged-DUSP22. (n=4) B) CB-Dock2 molecular docking analysis of BML-260 binding to the active site of DUSP22, DUSP22 with an active site mutation (at C88S), and DUSP15, which is a DUSP member with the highest homology with DUSP22 (as assessed by sequence alignment). DUSP2 (C88S mutation) and DUSP15 showed altered BML-260 binding. BML-260 bound DUSP15 at the interface of the A and B chain, distinct from the predicted active site at position 85. n represents technical replicates analyzed by Student's t test. Data are presented as mean  $\pm$  standard deviation (SD).

## Appendix Figure S6

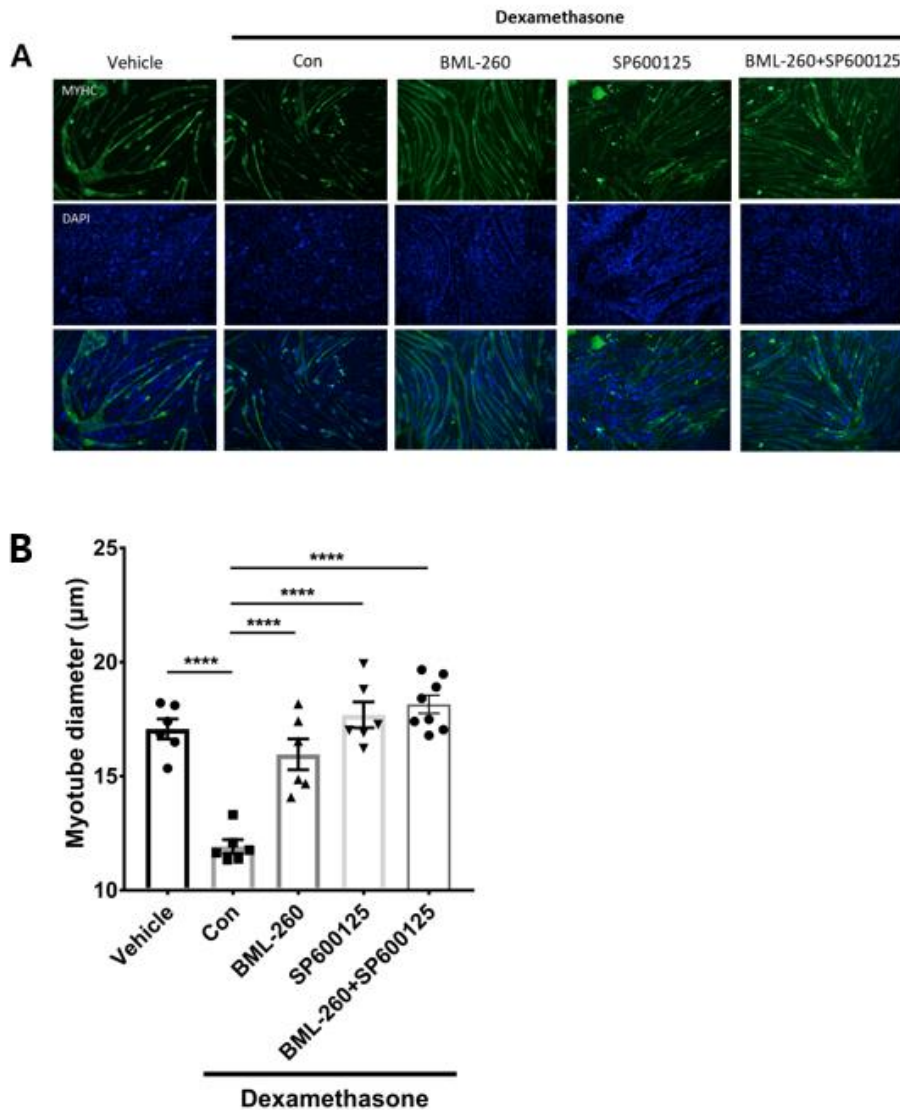

A) Fast myosin (MYH2) immunostaining of C2C12 myoblasts cultured as follows: (1) DM for 120 h (vehicle alone)( $p=2.17E-06$ ); (2) DM for 96 h and DM plus 10  $\mu$ M Dex for 24 h; (3) DM for 96 h and DM plus 10  $\mu$ M Dex and 12.5  $\mu$ M BML-260 for 24 h( $p=0.0002$ ); (4) DM for 96 h and DM plus 10  $\mu$ M Dex and 20  $\mu$ M SP600125 for 24 h( $p=4.11E-06$ ); (5) DM for 96 h and DM plus 10  $\mu$ M Dex and 12.5  $\mu$ M BML-260 plus 20  $\mu$ M SP600125 for 24 h( $p=5.88E-08$ ).(n=6)

B) Mean myotube diameter. \*\*\*\*= $p<0.0001$  indicate significantly increased or decreased. n represents biological replicates analyzed by Student's t test. Error bars represent the standard error of the mean (SEM).

## Appendix Figure S7

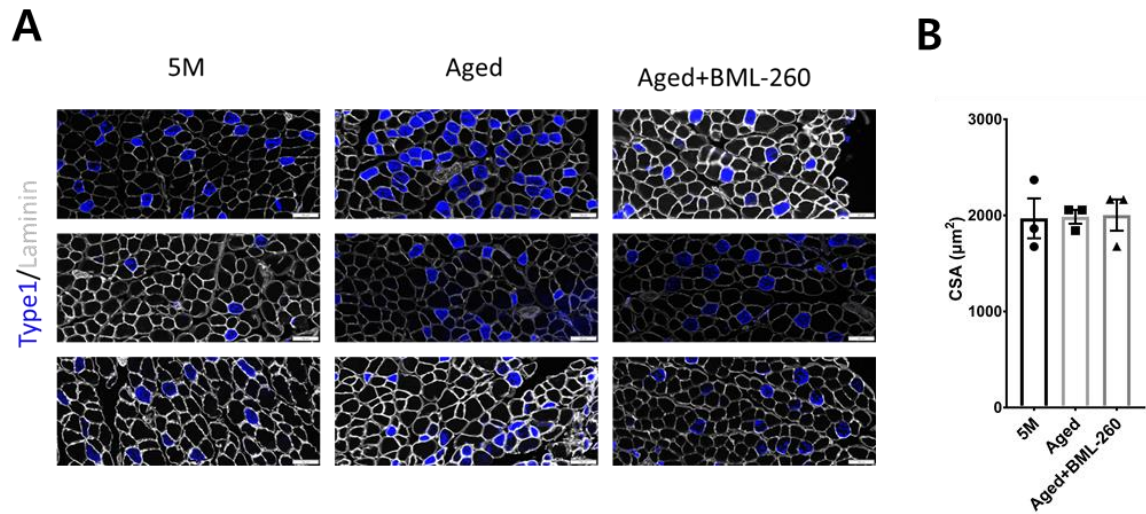

A) Type 1 myofiber and laminin staining in the TA and gastrocnemius muscles (5M=5 months-old)( $p=(5\text{M}=0.9444, \text{Aged+BML-260}=0.9236)$ ). Scale bar=100  $\mu\text{m}$  ( $n=3$ ). B) CSA of the type 1 myofibers.  $n$  represents biological replicates analyzed by Student's  $t$  test. Error bars represent the standard error of the mean (SEM).

## Appendix Figure S8

**A**

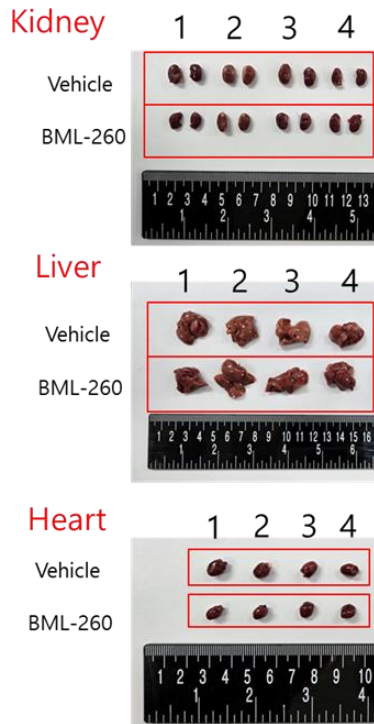

**B**

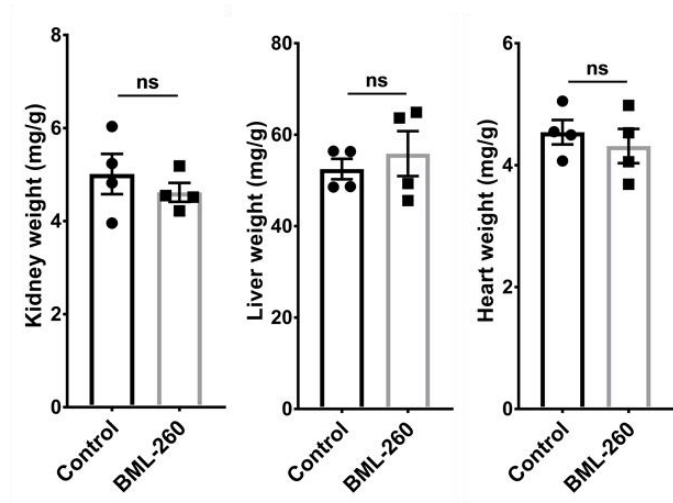

A) Photographs of the kidneys, liver, and heart after 6 weeks treatment with 5 mg/kg in 15 month-old mice. (n=4) B) Kidney( $p=0.4403$ ), liver(0.5545), and heart(0.5349) mass. ns=not statistically significant. n represents biological replicates analyzed by Student's t test. Error bars represent the standard error of the mean (SEM).

## Appendix Figure S9

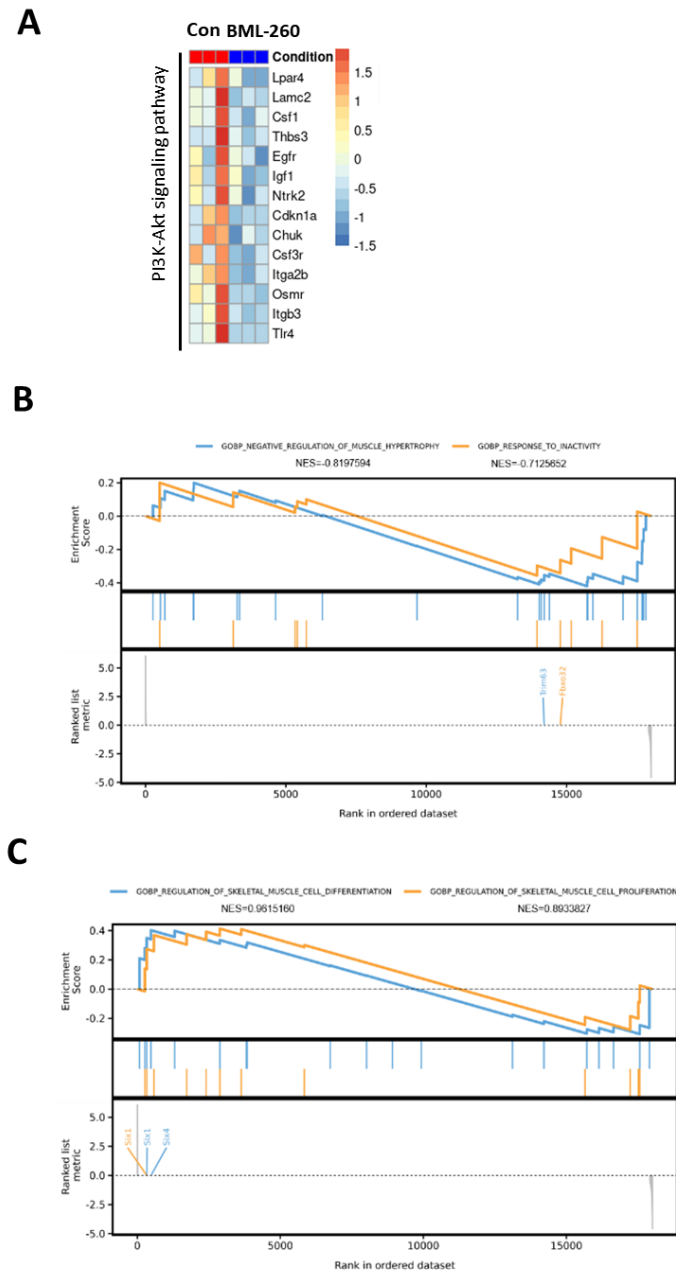

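Of the 90 genes in the mouse Reactome set for activation of PI3K/AKT signaling, 71 were tested in the TA libraries, as a set that was not chosen on these samples. Their median log2 fold change was -0.00045, with 35 genes higher and 36 lower with BML-260. The adjusted p from limma's camera test was 0.973 with Benjamini-Hochberg adjustment over 4 gene sets. With each library left out in turn, the median ranged from -0.026 to 0.054, and it was also positive, at 0.0033, with RLE normalization.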

A) Expression changes for genes linked to PI3K-Akt signaling. 

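Gene set enrichment analysis ranks all genes by their change between the groups and tests whether the members of a set gather near the top or the bottom of that ranking. A set that gathers at the bottom is under-represented, and a set that gathers at the top is enriched. The paper's text does not name the measure by which the genes were ranked.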

B) Gene set enrichment analysis (GSEA) combined with GO analysis of genes involved in the negative regulation of muscle hypertrophy and response to inactivity. The rankings for atrogen-1 (Fbox32) and MuRF-1 (Trim63) are indicated. 

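With the 16188 tested genes ranked from the most raised (1) to the most lowered by the signed statistic of edgeR, Fbxo32 was at rank 15590 and Trim63 at rank 15510. Ranked by log2 fold change, Fbxo32 was at 15578 and Trim63 at 15665.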

C) (GSEA) combined with GO analysis of genes involved in the regulation of skeletal muscle differentiation and proliferation. 

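In the ranking of the 16188 tested genes by edgeR's signed statistic, Six4 was at rank 385, counted from the most raised gene. By log2 fold change, Six4 was at rank 1724.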

The rankings for Six1 and Six4 are indicated.

## Appendix Figure S10

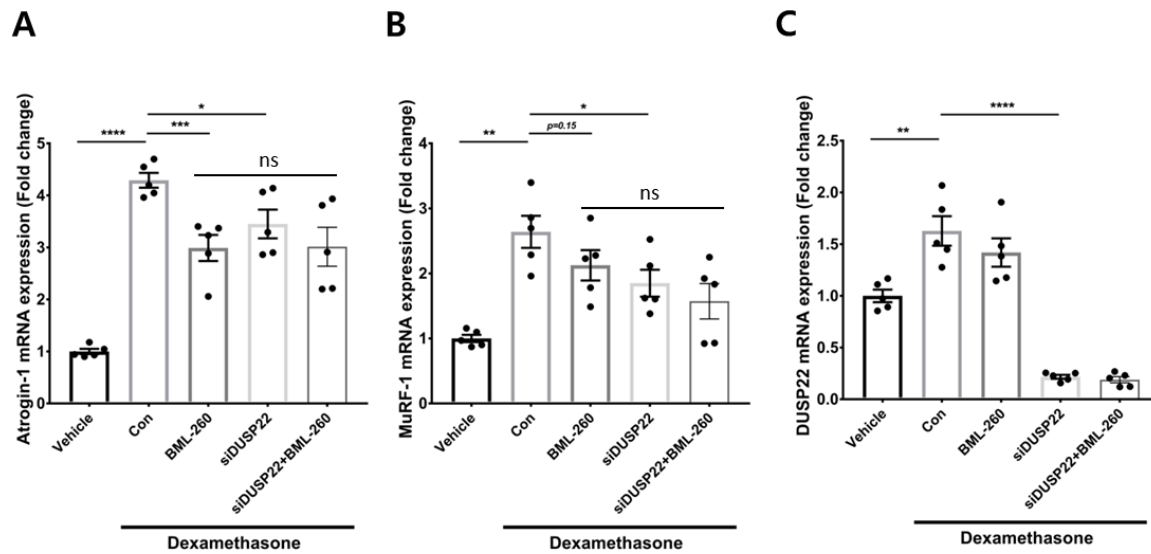

qPCR analysis of A) atrogin-1 ( $p$ =(Vehicle=2.12E-08, BML-260=0.0001, siDUSP22=0.2716, siDUSP22+Dex=0.0127)), B) MuRF-1 ( $p$ =(Vehicle=0.0001, BML-260=0.1671, siDUSP22=0.0396, siDUSP22+Dex=0.0196)), and C) DUSP22 ( $p$ =(Vehicle=0.0036, BML-260=0.3213, siDUSP22=9.77E-06, siDUSP22+Dex=9.24E-06)) expression in dexamethasone-treated C2C12 myotubes treated with BML-260 alone, DUSP22 siRNA, or DUSP22 siRNA plus BML-260 (n=5). \*= $p < 0.05$ , \*\*= $p < 0.01$ , \*\*\*= $p < 0.001$  and \*\*\*\*= $p < 0.0001$  indicate significantly increased or decreased. ns=not significant. n represents biological replicates. Error bars represent the standard error of the mean (SEM).

## Appendix Table S1

### Primary antibodies used in this study

| Primary antibody                 | Clone      | Company        | Catalog No. | Dilution |
|----------------------------------|------------|----------------|-------------|----------|
| <b>α-Tubulin</b>                 | Polyclonal | INVITROGEN     | PA5-29444   | 1:10000  |
| <b>Atrogin-1/MAFbx</b>           | Monoclonal | Abcam          | Ab168372    | 1:1000   |
| <b>MuRF-1/Trim63</b>             | Monoclonal | SANTA CRUZ     | SC-398608   | 1:500    |
| <b>FoxO3a</b>                    | Monoclonal | Cell Signaling | #12829      | 1:1000   |
| <b>UBR2</b>                      | Polyclonal | Abcam          | Ab217069    | 1:1000   |
| <b>Phospho-FoxO3a</b>            | Polyclonal | Cell Signaling | #9466       | 1:1000   |
| <b>AKT</b>                       | Monoclonal | Cell Signaling | #2983       | 1:1000   |
| <b>Phospho-AKT</b>               | Monoclonal | Cell Signaling | #2971       | 1:1000   |
| <b>JNK</b>                       | Monoclonal | Cell Signaling | SC-7345     | 1:1000   |
| <b>Phospho-JNK</b>               | Monoclonal | Cell Signaling | #4668       | 1:1000   |
| <b>c-Jun</b>                     | Monoclonal | Cell Signaling | #9165       | 1:1000   |
| <b>Phospho-c-Jun</b>             | Monoclonal | Cell Signaling | #2361       | 1:1000   |
| <b>STAT3</b>                     | Monoclonal | SANTA CRUZ     | SC-8019     | 1:1000   |
| <b>Phospho-STAT3</b>             | Monoclonal | SANTA CRUZ     | SC-8059     | 1:1000   |
| <b>Myosin heavy chain2</b>       | Monoclonal | SANTA CRUZ     | SC-53095    | 1:1000   |
| <b>DUSP22</b>                    | Polyclonal | Abcam          | Ab70124     | 1:1000   |
| <b>Myosin Heavy Chain 2A</b>     | Monoclonal | DSHB           | SC-71       | 1:500    |
| <b>Myosin Heavy Chain 1</b>      | Monoclonal | DSHB           | BA-D5       | 1:50     |
| <b>Myosin Heavy Chain 2B</b>     | Monoclonal | DSHB           | BF-F3       | 1:100    |
| <b>Laminin</b>                   | Polyclonal | sigma          | L9393       | 1:50     |
| <b>Fast-type skeletal muscle</b> | monoclonal | SANTA CRUZ     | sc-32732    | 1:100    |

## Appendix Table S2

### Secondary antibodies used in this study

| Primary antibody                          | Conjugated use  | Company        | Catalog No. | Dilution   |
|-------------------------------------------|-----------------|----------------|-------------|------------|
| Goat anti-Mouse IgG (H+L)                 | HRP             | Abcam          | ab6789      | 1:10000    |
| Goat anti-Rabbit IgG HRP                  | HRP             | Cell signaling | #7074S      | 1:10000    |
| Alexa Fluor™ 488 Goat anti-mouse IgG(H+L) | Alexa Fluor 488 | INVITROGEN     | A11001      | ICC:1:2000 |
| Alexa Fluor™ 555 Goat anti-mouse IgG(H+L) | Alexa Fluor 555 | INVITROGEN     | A21422      | IHC 1:500  |
| Alexa Fluor™ 488 Goat anti-mouse IgG(H+L) | Alexa Fluor 488 | INVITROGEN     | A28175      | IHC 1:500  |
| Alexa Fluor™ 350 Goat anti-mouse IgG(H+L) | Alexa Fluor 350 | INVITROGEN     | A11045      | IHC 1:500  |

## Appendix Table S3

### Primers used for qPCR – part 1

| Primer name                     | Primer sequence                                                     | Size (bp) | Accession Number |
|---------------------------------|---------------------------------------------------------------------|-----------|------------------|
| <b>GAPDH</b>                    | F : CTCCACTCACGGCAAATTCA<br>R : GCCTCACCCCATTGATGTT                 | 120       | NM_001289726     |
| <b>Atrogin-1</b>                | F : CAGAGAGCTGCTCCGTCTCA<br>R : ACGTATCCCCCGCAGTTTC                 | 178       | NM_026346        |
| <b>MuRF-1</b>                   | F : CCGAGTGCAGACGATCATCTC<br>R : TGGAGGATCAGAGCCTCGAT               | 198       | NM_001039048     |
| <b>Myh2</b>                     | F : GATCACCACGAACCCATATGATT<br>R : TTCATGTTCCATAATGCATCAC           | 183       | NM_011039        |
| <b>Pax7</b>                     | F : CACAGAGGCAGAGCTGATTGC<br>R : CCAATTGAGGAGAGTGACAGGTT            | 157       | NM_011039        |
| <b>Myf5</b>                     | F : AGCTGGGCAGAATACGTGCTT<br>R : AGAACAGGCAGAGGAGAATCCA             | 112       | NM_008656        |
| <b>Myogenin</b>                 | F : AGCGCAGGCTCAAGAAAGTG<br>R : CCGCCTCTGTAGCGGAGAT                 | 181       | NM_031189        |
| <b>MyoD1</b>                    | F : TGTCTTTTGAAGCCGTTCT<br>R : TGCAGCCAGAGTGCAAGTG                  | 169       | NM_010866        |
| <b>DUSP22</b>                   | F : GATGCCTTGCACTGTTCTGT<br>R : ACTGGTGCATTCATGTTTCTCA              | 100       | NM_001037955.4   |
| <b>DUSP22 human</b>             | F : GGTTTCTGTACCTCGCTTGGAT<br>R : AGGCGTTTACAGGAAGCA A              | 100       | NM_001286555.3   |
| <b>Atrogin-1 human</b>          | F : GGAAGTACTCCAGACCTCTACACA<br>R : CTCCATCCGATACACCCACAT           | 103       | NM_148177        |
| <b>MuRF-1 human</b>             | F : TTGACTTTGGGACAGATGAGGAA<br>R : CCAGCTCCTTACTGGTGTCTT            | 102       | NM_032588        |
| <b>GAPDH human</b>              | F : CTGCACCACCAACTGCTTAGC<br>R : TCTTCTGGGTGGCAGTGATG               | 107       | NM_002046        |
| <b>PGC-1<math>\alpha</math></b> | F : CAG GGT GCA TGG CAG TTG T<br>R : CAG AGG CCA TGC TAG TGA AAG A  | 100       | NM_008904        |
| <b>UCP-3</b>                    | F : GAT GTG GTG AAG GTC CGA TTT C<br>R : CCC TGG CGA TGG TTC TGT AG | 100       | NM_009464        |
| <b>Acly</b>                     | F : ATG CCA AGA CCA TCC TCT CAC T<br>R : GCG GCC ACA TTG GTG AAG    | 100       | NM_134037        |
| <b>LC-3B</b>                    | F : CGT CCT GGA CAA GAC CAA GT<br>R : ATT GCT GTC CCG AAT GTC TC    | 100       | NM_026160        |

## Appendix Table S4

### Primers used for qPCR – part 2

| Primer name        | Primer sequence                                                           | Size (bp)      | Accession Number |
|--------------------|---------------------------------------------------------------------------|----------------|------------------|
| <b>Cathepsin L</b> | F : CAG GGT CCG TGA AGC TGT CT<br>R : CTG CAG TGC TGC CAG CTT T           | 100            | NM_001257971     |
| <b>Psmc11</b>      | F : TTT CTT ACG CCA AGC ATT GGA<br>R : CTC CCG AAG CAG CTG AGA AC         | 100            | NM_178616        |
| <b>UBR2</b>        | F : TAT TCT CCT CCT TAC CTT G<br>R : CGA AAC CGC TCT TGG CAT A            | 100            | NM_001177374     |
| <b>MYH7</b>        | F : TGT TTT TGT GCC CGA TGA<br>R : CAG TCA CCG TCT TGC CAT T              | 100            | NM_080728        |
| <b>MYH1</b>        | F : CGG GAG AAC CAG TCT ATT TTG<br>ATC<br>R : CTC CCC AGT GAC TGC AAT TGT | 100            | NM_030679        |
| <b>MYH4</b>        | F : GTC GGC AAT GAG TAT GTC A<br>R : TGA CCA TCC ATA GGA ACA TC           | 100            | NM_010855        |
| <b>FoxO3a</b>      | F : TGGAGTCCATCATCCGTAGTGA<br>R : CTGGTACCCAGCTTTGAGATGAG                 | 147            | NM_019740        |
| <b>P62</b>         | F : CCC AGT GTC TTG GCA TTC TT<br>R : AGG GAA AGC AGA GGA AGC TC          | 100            | NM_001290769     |
| <b>TGIF</b>        | F : TTT CCT CAT CAG CAG CCT CT<br>R : CTT TGC CAT CCT TTC TCA GC          | 100            | NM_001164074     |
| <b>ATF4</b>        | F : TCC TGA ACA GCG AAG TGT TG<br>R : ACC CAT GAG GTT TCA AGT GC          | 100            | NM_001287180     |
| <b>Bnip3</b>       | F : TTC CAC TAG CAC CTT CTG ATG A<br>R : GAA CAC CGC ATT TAC AGA ACA A    | 100            | NM_009760        |
| <b>Gadd45a</b>     | F : GAA AGT CGC TAC ATG GAT CAG T<br>R : AAA CTT CAG TGC AAT TTG GTT C    | 100            | NM_007836        |
| <b>SMART</b>       | F : TCA ATA ACC TCA AGG CGT TC<br>R : GTT TTG CAC ACA AGC TCC A           | PMID: 33927785 |                  |
| <b>MUSA1</b>       | F : TCG TGG AAT GGT AAT CTT GC<br>R : CCT CCC GTT TCT CTA TCA CG          | PMID: 33927785 |                  |

## Appendix Table S5

siRNAs used for gene knockdown

| Target                 | Sequence                                                                        | Accession Number |
|------------------------|---------------------------------------------------------------------------------|------------------|
| <b>DUSP22-1(mouse)</b> | Sense(5>3) : CCUGACAAGACAUUUCAAAtt<br>Antisense(5>3) : UUUGAAAUGUCUUGUCAGGtt    | NM_001037955     |
| <b>DUSP22-1(human)</b> | Sense(5>3) : CCUGACAAGACAUUUCAAAtt<br>Antisense(5>3) : UUUGAAAUGUCUUGUCAGGtt    | NM_001286555     |
| <b>DUSP22-2(mouse)</b> | Sense(5>3) : GGGAGUUAAAUACCUUGUGUtt<br>Antisense(5>3) : ACACAGGUAAUUUAAACUCCctc | NM_001037955     |
| <b>FOXO3a</b>          | Sense(5>3) : GAGCUCUUGGUGGAUCAUCtt<br>Antisense(5>3) : GAUGAUCCACCAAGAGCUCtt    | NM_019740.3      |

# Supplementary material for: Modulating phosphatase DUSP22 with BML-260 ameliorates skeletal muscle wasting via Akt independent JNK-FOXO3a repression
**Source:** EMBO Mol Med. 2025 Apr 22;17(6):1259–88. doi: 10.1038/s44321-025-00234-2
**Supplement:** Supplementary file 15 — Expanded View Figures

## Expanded View Figures

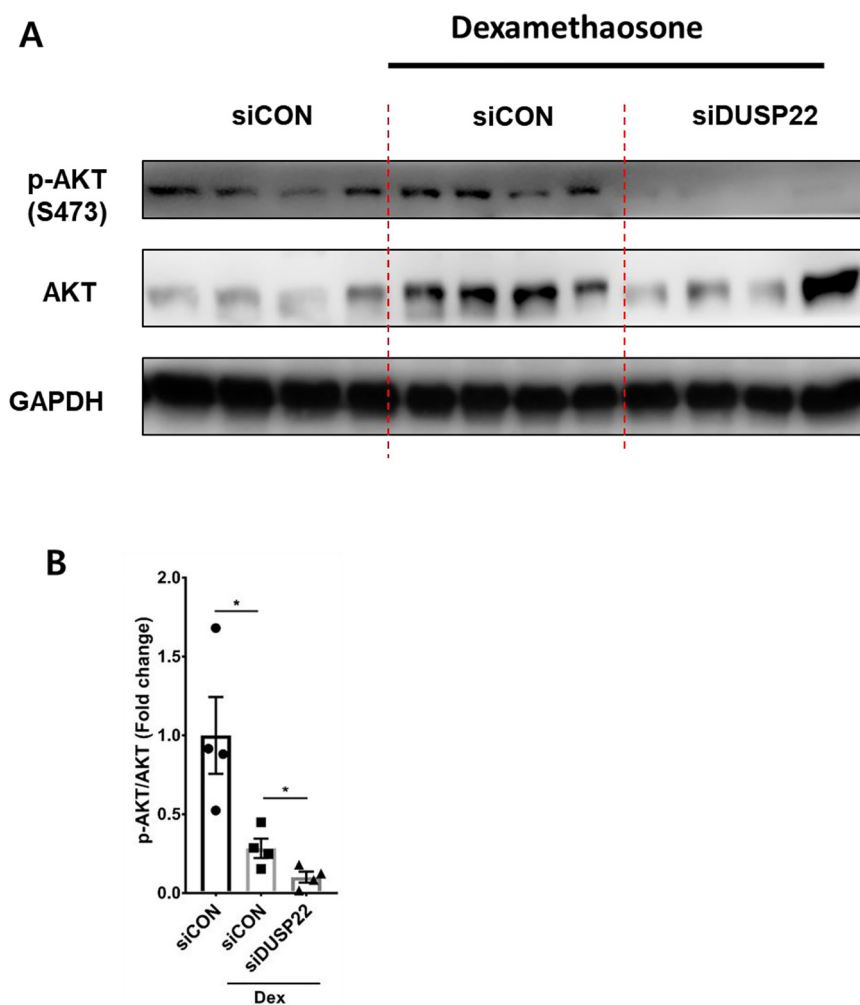

**Figure EV1. DUSP22 siRNA reduces the phosphorylation of AKT.**

(A, B) Western blot and densitometry analysis of AKT phosphorylation in the Dex-treated tibialis anterior (TA) muscle 3 d after delivery of control or DUSP22 siRNA ( $n = 4$ ) ( $p = (\text{siCON} = 0.029, \text{siDUSP22} + \text{Dex} = 0.0412)$ ). GAPDH was used for normalization of expression. \* $p < 0.05$  indicate significantly increased or decreased.  $n$  represents biological replicates analyzed by Student's  $t$  test. Error bars represent the standard error of the mean (SEM). Source data are available online for this figure.

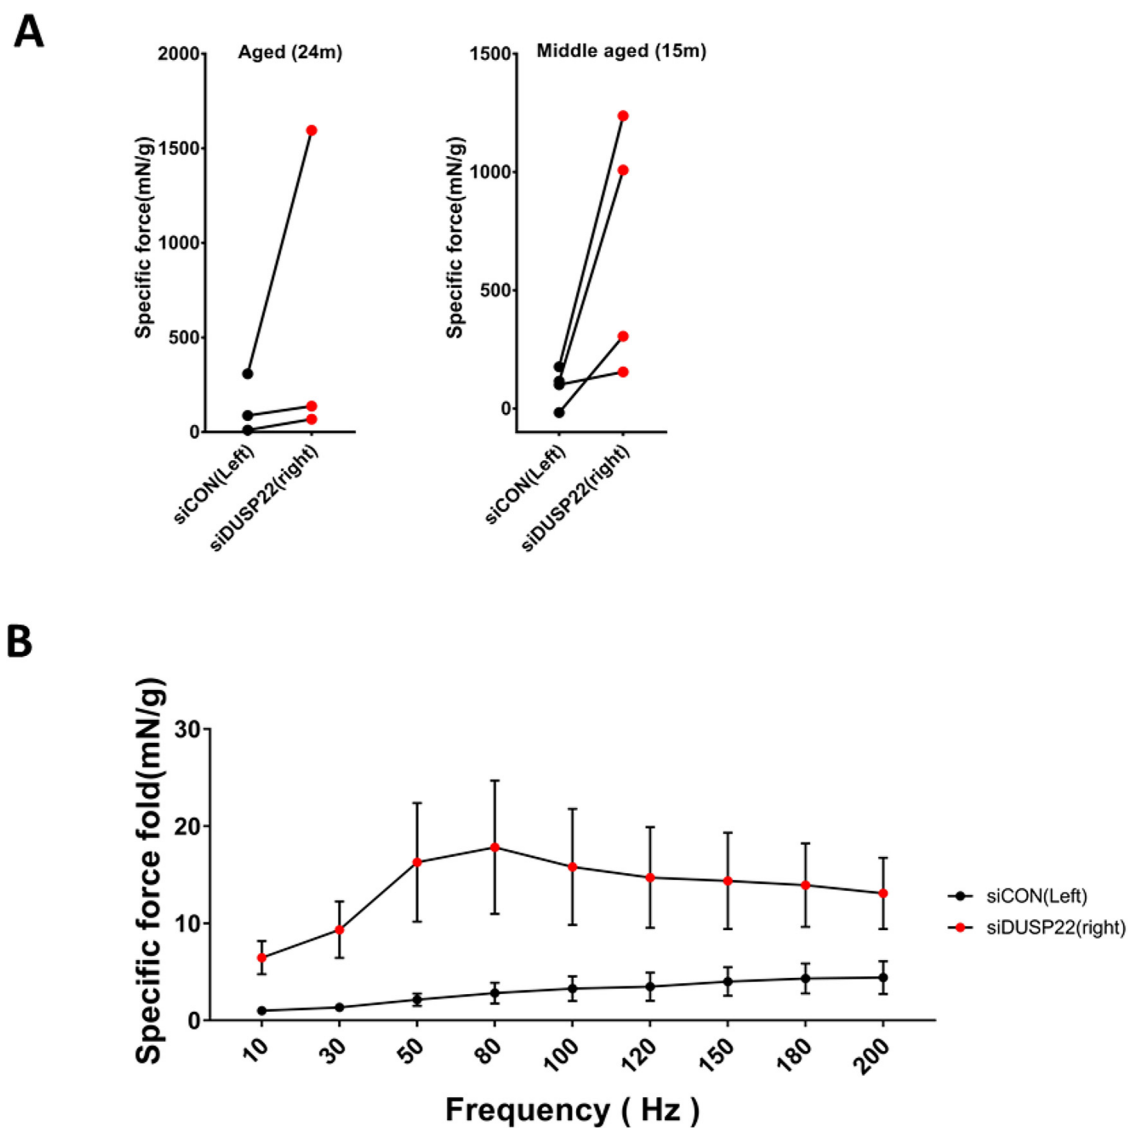

**Figure EV2. DUSP22 siRNA enhances tetanic and twitch muscle force in the tibialis anterior muscle.**

(A) Tetanic muscle contraction measurement in the TA muscle of aged ( $n = 3$ ) ( $p = 0.3974$ ) or middle aged mice ( $n = 4$ ) ( $p = 0.0807$ ) 3 d after the delivery of control or DUSP22 siRNA. (B) Twitch force measure in 15-month-old mice 3 d after the delivery of control or DUSP22 siRNA ( $n = 4$ ) ( $p = 0.1054, 0.1677, 0.1964, 0.1858, 0.2118, 0.234, 0.2489, 0.2684, 0.2947$ ).  $n$  represents biological replicates analyzed by Student's  $t$  test. Error bars represent the standard error of the mean (SEM). Source data are available online for this figure.

BML-260 detection : Plasma

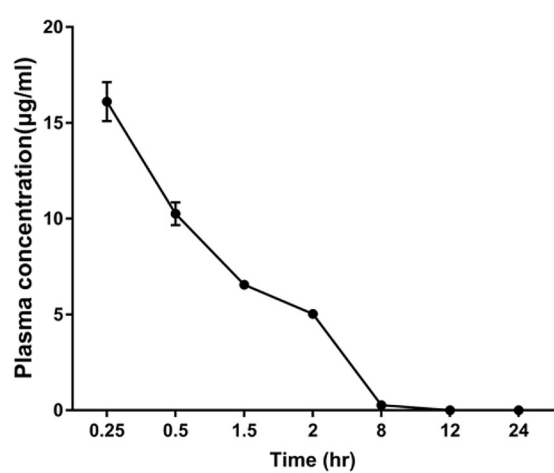

| PK Parameters       | Unit    | BML-260 |
|---------------------|---------|---------|
|                     |         | IP      |
| Dose                | mg/kg   | 5.00    |
| AUC <sub>last</sub> | h*ug/mL | 26.14   |
| AUC <sub>inf</sub>  | h*ug/mL | 26.70   |
| C <sub>max</sub>    | ug/mL   | 16.11   |
| T <sub>max</sub>    | h       | 0.25    |
| V <sub>z</sub> /F   | L/kg    | 0.38    |
| Cl/F                | L/h/kg  | 0.19    |
| t <sub>1/2</sub>    | h       | 1.42    |

BML-260 detection : Skeletal muscle (tibialis anterior)

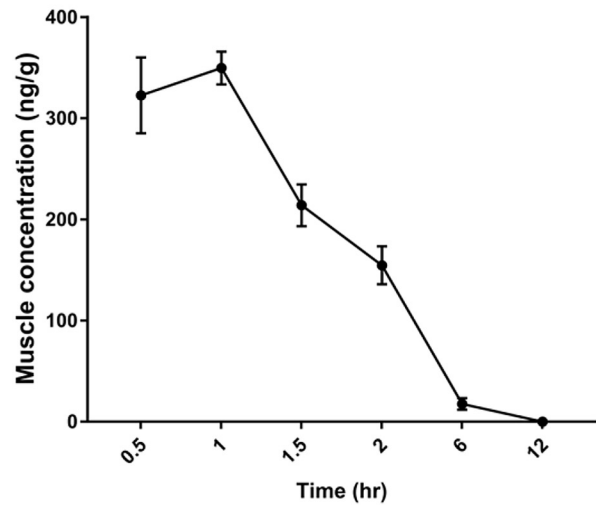

| PK Parameters       | Unit   | BML-260  |
|---------------------|--------|----------|
|                     |        | IP       |
| Dose                | mg/kg  | 5.00     |
| AUC <sub>last</sub> | h*ug/g | 0.73     |
| AUC <sub>inf</sub>  | h*ug/g | 0.76     |
| C <sub>max</sub>    | ug/g   | 0.35     |
| T <sub>max</sub>    | h      | 1.00     |
| V <sub>z</sub> /F   | g/kg   | 11871.11 |
| Cl/F                | g/h/kg | 6569.42  |
| t <sub>1/2</sub>    | h      | 1.25     |

Figure EV3. Pharmacokinetic analysis of BML-260 in 6-week-old male C57BL/6J mice.

Pharmacokinetic analysis of BML-260 in 6-week-old male C57BL/6J mice (5 mg/kg delivered via IP injection) (*n* = 3). BML-260 detection was assessed in the plasma and tibialis anterior muscle. AUC<sub>last</sub>: Area under the concentration-time curve from time of dosing to the last measurable concentration. AUC<sub>inf</sub>: Area under the concentration-time curve extrapolated to infinity based on the last measurable concentration. C<sub>max</sub>: Maximum plasma concentration. T<sub>max</sub>: Time to reach the maximum plasma concentration. V<sub>z</sub>/F: Apparent volume of distribution during the terminal phase. Cl/F: Apparent total body clearance after extravascular administration. t<sub>1/2</sub>: Terminal half-life. *n* represents biological replicates. Error bars represent the standard error of the mean (SEM). Source data are available online for this figure.

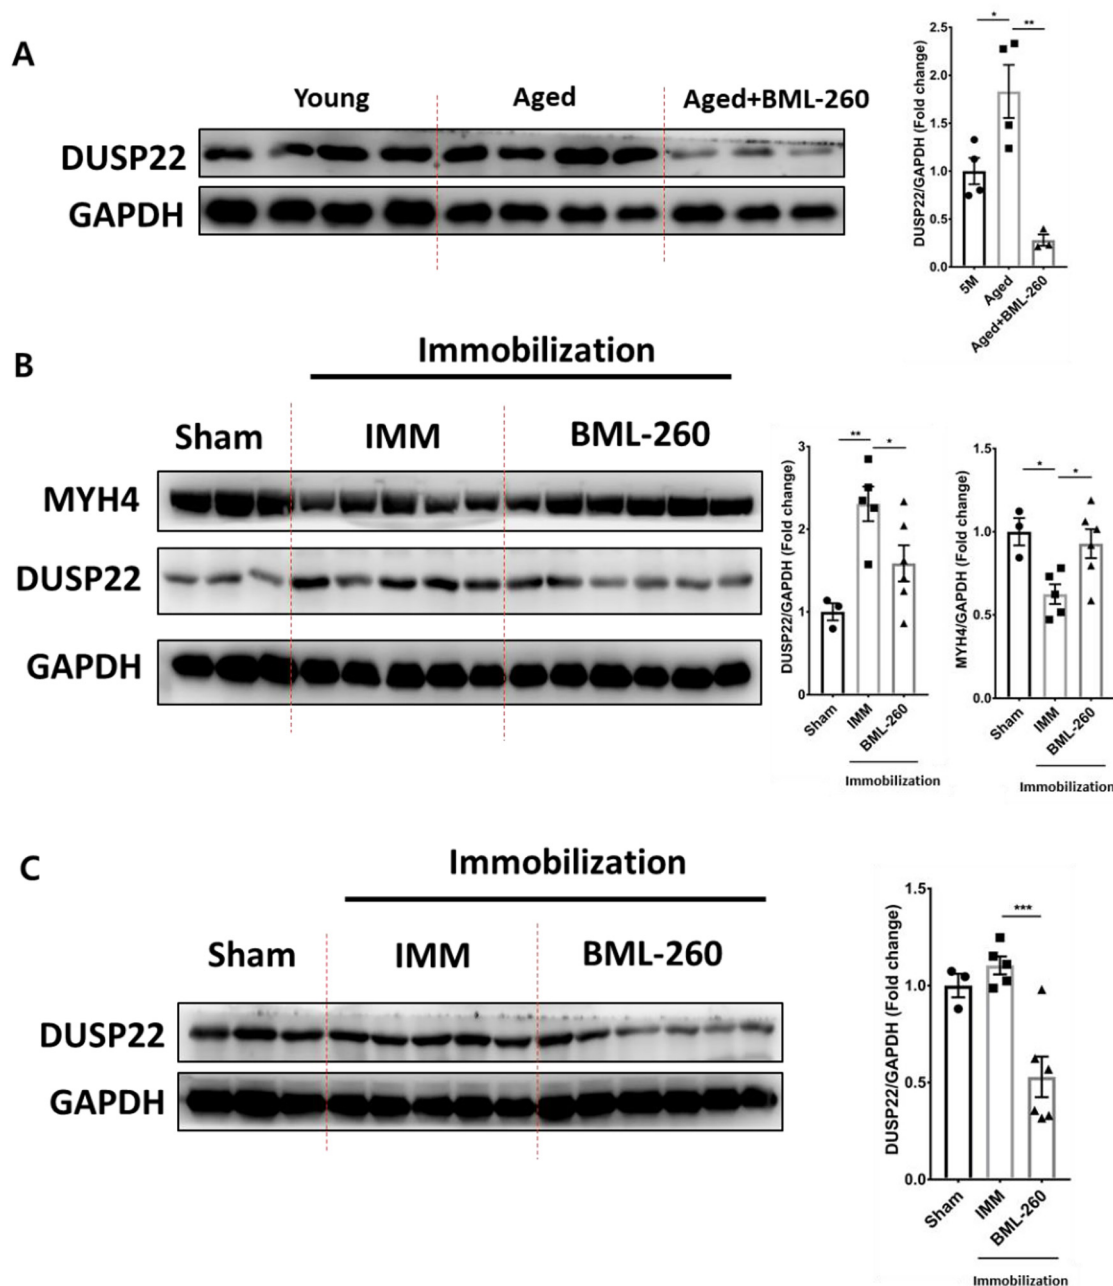

**Figure EV4. DUSP22 and MYH4 levels in skeletal muscles of aged or immobilized mice treated with BML-260.**

(A) Western blot analysis of DUSP22 expression in the TA of aged mice treated with BML-260 ( $n = 4,3$ ) ( $p = (\text{Young} = 0.0362, \text{Aged+BML-260} = 0.0054)$ ). GAPDH was used for normalization of expression.  $*p < 0.05$  and  $**p < 0.01$  indicate significantly increased or decreased. (B, C) Western blot analysis of DUSP22 expression in the TA ( $n = 3,5,6$ ) ( $p = (\text{Sham} = 0.0051, \text{BML-260} = 0.0488)$ ) (B) and gastrocnemius muscle ( $n = 3,5,6$ ) ( $p = (\text{Sham} = 0.6845, \text{BML-260} = 0.0008)$ ) (C) of immobilized (IMM) mice treated with BML-260. For the TA muscle, MYH4 (myosin heavy chain 2B) ( $p = (\text{Sham} = 0.0253, \text{BML-260} = 0.0288)$ ) levels are also shown. GAPDH was used for normalization of expression.  $*p < 0.05$ ,  $**p < 0.01$ , and  $***p < 0.001$  indicate significantly increased or decreased.  $n$  represents biological replicates analyzed by Student's  $t$  test. Error bars represent the standard error of the mean (SEM). Source data are available online for this figure.

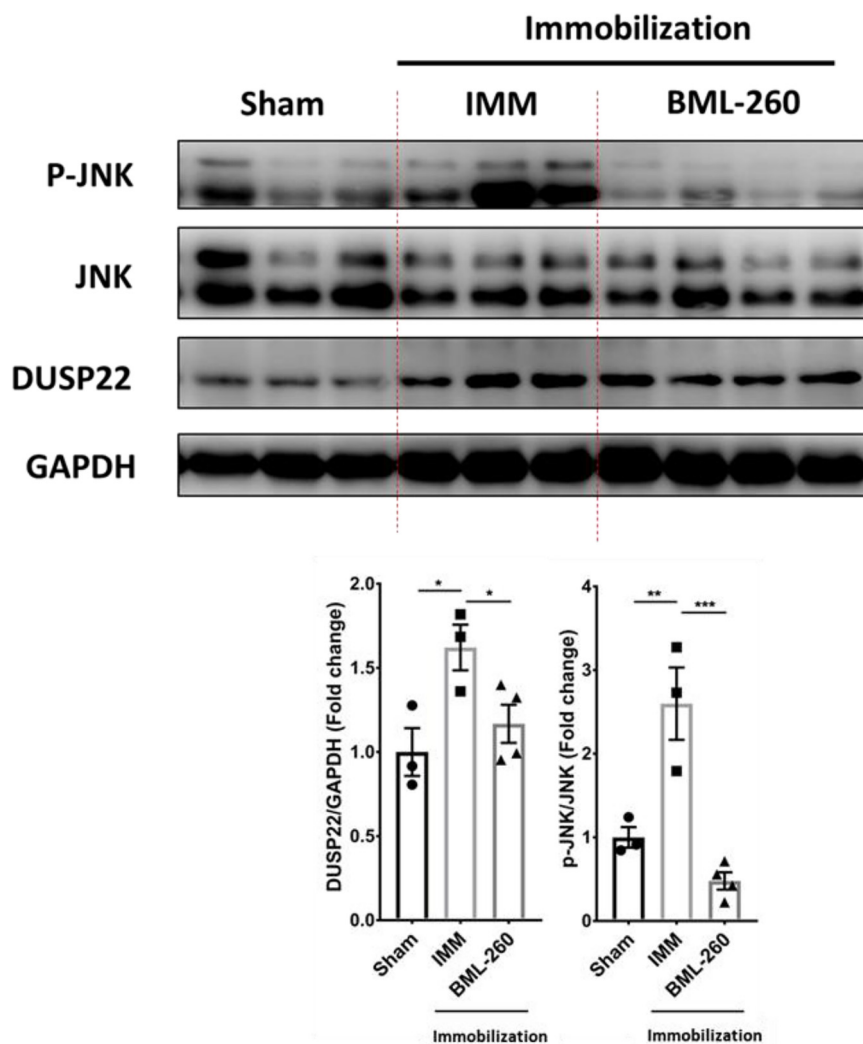

**Figure EV5. DUSP22, JNK and phosphorylated JNK levels in the tibialis anterior of immobilized mice treated with BML-260.**

Western blot analysis of DUSP22 ( $p = (\text{Sham} = 0.0341, \text{BML-260} = 0.0494)$ ), JNK and phosphorylated JNK (JNK-P) ( $p = (\text{Sham} = 0.0052, \text{BML-260} = 0.0007)$ ) levels in the TA muscle of immobilized mice ( $n = 3,4$ ). GAPDH was used for normalization of expression. \* $p < 0.05$ , \*\* $p < 0.01$ , and \*\*\* $p < 0.001$  indicate significantly increased or decreased.  $n$  represents biological replicates analyzed by Student's  $t$  test. Error bars represent the standard error of the mean (SEM). Source data are available online for this figure.

How the deposited data were processed for this re-analysis (not part of the article)

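RNA-Seq was carried out by the authors on the TA muscle of 3 vehicle-treated mice and 3 mice given BML-260 (5 mg/kg, 1 day between doses, 4 weeks). The authors trimmed the reads, mapped them with HISAT2, assembled transcripts with StringTie, and deposited raw counts per gene without normalization for all 6 libraries in 1 table. The authors also deposited TPM values for each library, which are scaled for transcript length and for the total of the library. The genome build, the annotation and the handling of strand and of multi-mapped reads are not named in the paper's text. The count table lists 45777 genes by gene identifier, of which 45679 were found in the RefSeq gene table of the mouse assembly GRCm38.p6, which was used for names and neighbours only. Fewer genes are listed in the TPM tables, and all of them have a count in every library.

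The vehicle libraries held between 39793301 and 52165766 counts and the BML-260 libraries between 39522890 and 56998875. The TMM factors of vehicle replicates 1, 2 and 3 were 1.02, 0.914 and 1.20, and those of BML-260 replicates 1, 2 and 3 were 0.947, 0.982 and 0.959. The 10 most abundant genes of each library held between 27.2% (vehicle replicate 3) and 36.5% (vehicle replicate 2) of its counts. Pearson correlations of log2 CPM across genes were between 0.973 and 0.978 among the BML-260 libraries. Among the vehicle libraries the correlation was 0.970 for replicates 1 and 2, 0.942 for replicates 1 and 3, and 0.943 for replicates 2 and 3. Genes are not independent replicates, so these correlations only describe the libraries.

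Counts were analysed in R 4.3.3 with edgeR 4.0.16: genes were kept by filterByExpr with the group (16188 genes, 99.9% of all counts), libraries were scaled by TMM, and BML-260 was tested against vehicle with the quasi-likelihood F-test and Benjamini-Hochberg adjustment. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. Genes were counted at an adjusted p under 0.05 and at the threshold of the paper's volcano plot, a fold change of at least 1.3 with an unadjusted p under 0.05. Normalized counts are counts divided by the size factors of DESeq2 1.42.0. Principal components and distances used variance-stabilized counts of the 500 genes with the highest variance. Single values per library were compared by exact permutation tests over the 10 splits of the 6 libraries, which cannot give a p under 0.1. Ratios of TPM are group mean over group mean.

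Gene sets were tested with camera in limma 3.58.1 on voom log2 CPM with a preset correlation of 0.01 between genes, beside camera with an estimated correlation and fry. The sets were the paper's FOXO3a list (10 genes), 3 sets of the mouse Reactome collection shipped with fgsea 1.28.0, and all sets of that collection with 10 to 500 tested genes. There were also 13 marker lists: macrophage, neutrophil, T and B lymphocyte, fibroblast, adipocyte, endothelial, erythroid, Schwann, slow fiber, fast fiber, regeneration, denervation, and complement and acute phase. The gene ontology sets of the paper were not used here. The genes named are those that the paper names for this experiment, 13 genes that it discusses elsewhere, and the 5 genes with the smallest p in each direction among genes at the threshold of the volcano plot. That last rule applied because too few genes had an adjusted p under 0.05, and genes without a curated name were passed over. Some genes that the paper names are not reported here, and the tallies and adjustments over the paper's lists were made without them. Any other gene named was chosen after its values were seen.

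The tests, the filters, the rule for naming genes and most alternatives were chosen before the data were examined. The alternatives were RLE and upper quartile normalization, no filter (at least 1 count in total), at least 10 counts in every library, a replicate block, leaving out each library in turn, DESeq2's Wald test, log2 fold changes shrunken by apeglm 1.24.0, limma voom with sample quality weights, the robust quasi-likelihood test, and limma's trend test on log2 TPM with a pseudocount of 1 or 0.1. A block with 2 levels, a log2 fold change of at least 1.3, the ratio of geometric means of TPM, and all alternatives for the marker lists were added after values were seen. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

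The tests were tested on simulated data: counts drawn from the means and library sizes of the 6 libraries, with 200 genes changed. Each gene was drawn independently around the same mean share in every library, so no genes moved together and no library stood apart. Among 15881 tested genes, edgeR recovered 189 of the 200 genes changed by 3 on the log2 scale, with 14 wrong calls. With a change of 1, edgeR recovered 43% of the changed genes (15870 genes tested), and DESeq2 recovered 43.5% with 13.9% of its calls wrong (16188 genes). Where nothing was changed, edgeR called 0 of 16188 genes. For a set of 10 genes lowered by 1 among 15878 tested genes, the p was 1.33e-11 with camera, 0.00211 with the estimated correlation and 9.26e-05 with fry, and of 50 unchanged sets 0, 0 and 3 had a p under 0.05. Because these genes were independent, the result cannot show how often camera with the preset correlation is wrong in the real libraries. No deposited column of values was left out.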

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

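The counts of other splits for the marker lists, the fits of the lists and of the Reactome sets without vehicle replicate 3, the fits of the smallest-p genes without 1 library, the gap between the neutrophil and erythroid lists and the comparison of Tgtp1 with Tgtp2 are tests that were chosen only after the results were seen. The lists of marker genes and the Reactome sets reach beyond the genes that the paper discusses for this experiment. Of the genes with the smallest p, 8 are not named by the paper. The fast fiber list holds 3 genes that the paper names, and the neutrophil, slow fiber and denervation lists hold 1 each. All these lists, sets and genes were tested on the same 6 TA libraries.

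Of 13 marker lists 12 had at least 3 tested genes, and camera with a preset correlation gave 8 of the 12 an adjusted p under 0.05 with Benjamini-Hochberg adjustment. With an estimated correlation or with fry, 0 of the 12 passed, beside 1 list, the denervation list, with an unadjusted p under 0.05 in each. The lowest adjusted p by the Benjamini-Hochberg method was 0.355 with camera's estimated correlation and 0.349 with fry. The other 9 of the 10 splits of the 6 libraries gave between 3 and 9 lists with an adjusted p under 0.05 from camera with the preset correlation, so the number of lists alone does not set the real groups apart.

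The denervation list fell, with a median log2 fold change of -1.60 and 10 of 10 genes lower with BML-260 (adjusted p 1.66e-09 from camera with Benjamini-Hochberg adjustment, range 3.51e-16 to 0.355 over the alternatives). In CPM, Chrna1 had 13.9, 36.4 and 23.3 with vehicle and 7.95, 8.62 and 9.42 with BML-260. The list shares Gadd45a with the paper's FOXO3a list and Myog with the regeneration list, and all 10 genes passed the filter on low counts in the TA libraries, with Chrng lowest, at 0.308, 1.40 and 0.287 CPM with vehicle and 0.0556, 0.533 and 0 with BML-260. The tables argue against vehicle replicate 3 as the source of the difference, since the median without it was -1.49. Leaving out vehicle replicate 2 moved the median furthest, to -0.95. In 1 of the 10 splits, the real one, the camera p was as small. A lower expression of genes that respond to denervation with BML-260, the condition of the design, may underlie this pattern, as a hypothesis found and tested on the same libraries. No test here set a change within the fibers apart from a difference between the mice that had nothing to do with BML-260.

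The regeneration list had a median log2 fold change of -0.47 over 7 of its 9 genes (adjusted p 0.0138 from camera with Benjamini-Hochberg adjustment, range 0.00143 to 0.357). Myh3 had 14.6, 29.7 and 45.0 CPM with vehicle and 12.3, 5.25 and 10.7 with BML-260, and Myh8, the most abundant gene of the list, was higher with BML-260 (log2 fold change 0.17). The median without vehicle replicate 3 was -0.32, with genes that go both ways, so the part of that library stays open. Without vehicle replicate 2 it was -0.35 and the adjusted p from camera by the Benjamini-Hochberg method was 0.131, and without BML-260 replicate 2 these were -0.32 and 0.0641. In 3 of the 10 splits the p was as small. The fast fiber list had a median of 0.29, with 9 of 10 genes higher (adjusted p 0.0138 from camera with Benjamini-Hochberg adjustment, range 0.00827 to 0.395), and 3 of its genes are among those the paper names. Pvalb had 6939, 5054 and 1047 CPM with vehicle and 7791, 6280 and 6525 with BML-260. The median of the fast fiber list was 0.16 without vehicle replicate 3, so how much that library contributes stays open. Without BML-260 replicate 3 the adjusted p from camera by the Benjamini-Hochberg method was 0.0851. In 1 of the 10 splits the p of the fast fiber list was as small.

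Lists of immune and blood cells fell as well. The macrophage list had a median log2 fold change of -1.36, with 11 of 12 genes lower (adjusted p 8.53e-10 from camera with Benjamini-Hochberg adjustment, range 1.06e-13 to 0.357), and Lyz2 had 47.7, 53.5 and 163 CPM with vehicle and 36.9, 27.9 and 37.1 with BML-260. The neutrophil list had a median of -3.28, with all 7 of its tested genes lower (adjusted p 7.39e-06 from camera with Benjamini-Hochberg adjustment, range 8.80e-13 to 0.357), and S100a9 had 29.4, 3.99 and 87.7 CPM with vehicle and 1.45, 1.28 and 1.90 with BML-260. Csf3r of this list is among the genes of Appendix Fig. S9A. The erythroid list had a median of -1.08 over 6 genes (adjusted p 0.000974 from camera with Benjamini-Hochberg adjustment, range 1.44e-05 to 0.370), and Hba-a1 had 134, 155 and 427 CPM with vehicle and 106, 80.4 and 129 with BML-260. The complement and acute phase list had a median of -3.17 over 6 of its 7 genes (adjusted p 0.000281 from camera with Benjamini-Hochberg adjustment, range 3.29e-07 to 0.357), and C3 had 133, 102 and 231 CPM with vehicle and 116, 87.0 and 82.2 with BML-260. The fibroblast list had a median of -0.24 over 8 genes (adjusted p 0.0383 from camera with Benjamini-Hochberg adjustment, range 0.00109 to 0.357), and Col1a1 had 38.1, 50.1 and 55.4 CPM with vehicle and 40.5, 30.6 and 35.5 with BML-260.

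Vehicle replicate 3 is a candidate source of these differences. Without it the complement and acute phase list moved to -0.70, in line with that library as the main source. The neutrophil list kept -2.56, with all 7 genes lower, which argues against it for this list. The fibroblast list had -0.22, the macrophage list -0.66 and the erythroid list -0.38 without it. Its part stays open for the fibroblast list, where the genes then go both ways, and for the macrophage and erythroid lists, because the medians moved towards 0 but kept their sign. The fibroblast list lost its adjusted p under 0.05 without vehicle replicate 1 (median -0.19), without BML-260 replicate 2 (-0.18) and without BML-260 replicate 3 (-0.14). A camera p as small came from 1 of the 10 splits for the macrophage, erythroid and complement and acute phase lists, 2 for the neutrophil list and 4 for the fibroblast list. An unequal amount of blood left in the dissected muscles would move the neutrophil and erythroid lists alike, but the difference between the groups of the neutrophil minus the erythroid list was -2.16 (SD 1.19), which argues against it as the whole cause for the neutrophil list. For the erythroid list it cannot be told apart from less blood in the muscle with BML-260, since both would lower these genes. A lower share of immune cells in the muscle with BML-260 may underlie the other differences, as a hypothesis.

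The remaining lists did not pass with camera on all 6 libraries. The adipocyte list had a median log2 fold change of -1.58 (adjusted p 0.121 from camera with Benjamini-Hochberg adjustment) and the endothelial list 0.063 (0.634). The Schwann list had -0.31 and the slow fiber list -1.16 (both 0.668). These p-values ranged over the alternatives from 0.0109 to 0.710 for the adipocyte list, 0.145 to 0.964 for the endothelial list, 1.66e-07 to 0.930 for the Schwann list and 4.01e-05 to 0.930 for the slow fiber list. When vehicle replicate 3 was left out, the medians were 0.21 for adipocyte, -0.026 for endothelial, 0.68 for Schwann and 0.71 for slow fiber. The Schwann list (adjusted p 1.66e-07) and the slow fiber list (4.01e-05) then passed in the reversed direction, higher with BML-260, and 10 of the 12 lists passed (camera with Benjamini-Hochberg adjustment). The adipocyte list passed as lower with the replicate block (-0.79, adjusted p 0.0109) and without vehicle replicate 1 (-2.05, adjusted p 0.0148), both from camera with Benjamini-Hochberg adjustment. In 9, 7, 10 and 9 of the 10 splits the p was as small for the adipocyte, endothelial, Schwann and slow fiber lists. The T and B lymphocyte list had 1 tested gene, Ighm, with a log2 fold change of 0.31.

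Of the genes with the smallest p in each direction, 8 are not named by the paper. Cpne2 had a log2 fold change of -1.99 (standard error 0.19), with 1096 ± 201 normalized counts with vehicle and 277 ± 34.2 with BML-260 (SD, n = 3 in each group). The other lower genes were Gdf5 (-3.39), Runx1 (-2.57), Tgtp1 (-1.51) and Cd82 (-1.29), and the higher genes were Kazald1 (1.24), Irx5 (2.81) and Fat2 (fitted log2 fold change 6.87). Fat2 had 0, 0 and 0 counts with vehicle and 14, 11 and 16 with BML-260. With 3 counts assumed for the vehicle group in place of 0, it was 14.6-fold higher, which does not allow for the spread between mice. In all 8 genes the libraries of the groups did not overlap, but the genes were chosen for a small p, so this is no separate evidence. The adjusted p of Cpne2 ranged from 6.87e-15 to 0.895 over the alternatives, by the Benjamini-Hochberg method with DESeq2, edgeR or limma. Without any 1 library, 8 of the 8 genes kept most of their log2 fold change, but genes chosen in this way are expected to do so, and whether 1 library contributes most stays open. Shrunken by apeglm, the log2 fold change was -1.71e-05 for Runx1, which belongs to the denervation list, and -1.68e-05 for Tgtp1. DESeq2's Wald test with Benjamini-Hochberg adjustment gave them an adjusted p of 5.18e-09 and 0.000672. Kazald1, with 0.0194 from the same test, kept 1.06 with apeglm. A value near 0 from apeglm therefore does not show that a gene was unchanged. Tgtp2, the near copy of Tgtp1, had a log2 fold change of -1.38, and the change of either gene cannot be told apart from that of the other, because the authors' counting may have shared reads between them. A response of these genes to BML-260 and a difference between the mice that precedes the treatment both stay open.

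Of 860 Reactome sets with 10 to 500 tested genes, camera with the preset correlation gave 87 an adjusted p under 0.05 with Benjamini-Hochberg adjustment, 76 of them lower and 11 higher with BML-260. With an estimated correlation 0 sets passed, beside 7 with an unadjusted p under 0.05. Genes of peptide chain elongation had the smallest p, with a median log2 fold change of -0.28 over 102 genes (adjusted p 1.66e-07 from camera with Benjamini-Hochberg adjustment). Genes of the initial triggering of complement had a median of -1.01 over 12 genes, and genes of the citric acid cycle and respiratory electron transport one of 0.17. Without vehicle replicate 3 these medians were -0.10, -0.29 and -0.036. Without that library 46 sets passed, 45 lower and 1 higher, and 41 of them were among the 87, so its part in the count stays open. The number of higher sets was also 3 without BML-260 replicate 1, so the higher calls depend on single libraries. Without vehicle replicate 2 the count was 158. In 3 of the 10 splits as many sets passed, and the other splits gave between 11 and 167.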

How the results depend on the processing

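The fits with a block of 2 levels, the log2 fold change of at least 1.3, and the alternatives for the marker lists are tests that were chosen only after the results were seen. At an adjusted p under 0.05 the count of 0 genes, beside 966 with an unadjusted p under 0.05, stayed 0 with RLE and upper quartile normalization, and on both TPM scales. It was 1 without a filter, 1 with at least 10 counts in every library, 1 with voom and sample quality weights and 1 with the robust test. DESeq2's Wald test gave 82 genes, and the same p-values with apeglm gave 82. Over the 6 fits that each left out 1 library it ranged from 0 to 9 genes. The cause was not tested, but in simulated counts 13.9% of DESeq2's calls were wrong at a log2 change of 1 (16188 genes).

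At the threshold of the volcano plot the 931 genes became 1416 without a filter, where 25780 genes were tested and 902 of the 931 were among them. They became 99 with apeglm, which shrinks fold changes towards 0, and 98 of these were among the 931. The count was 446 on log2(TPM + 1), with 324 shared, and 324 with edgeR and 504 with DESeq2 at a log2 fold change of at least 1.3, a stricter threshold by construction. RLE size factors gave 935 genes (921 shared) and upper quartile normalization 946 (917 shared). Leaving out 1 library gave from 503 (without BML-260 replicate 2) to 2223 genes (without vehicle replicate 1), and the cause was not tested. The share of lower genes was 84.4% in the main edgeR test on all libraries, 62.4% without vehicle replicate 1 and 73.4% without vehicle replicate 3. With all libraries it was 71.3% with voom and sample quality weights and 69.2% with the replicate block.

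A replicate block was fitted, although it is not known whether the replicate numbers pair the libraries. After the group means were removed, the correlation between the libraries of one number was 0.136, 0.0514 and 0.1003. Libraries of different numbers were not compared in this way, so these values cannot decide it. With the replicate block 0 genes had an adjusted p under 0.05. At the threshold of the volcano plot 1057 genes passed, 326 higher and 731 lower, with 736 of the 1057 among the 931. The median of the FOXO3a list was -0.62 with the block and -0.69 with the block of 2 levels. The Reactome PI3K/AKT median was 0.011 with the replicate block and 0.0062 with the block of 2 levels. Myh7 was 1.24 and the slow fiber list 0.075 with the replicate block, both reversed, and the cause was not tested.

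The FOXO3a list kept a lower median under each alternative. Its camera call did not hold with an estimated correlation (median -0.73) or with fry (-0.73), which allow for genes that move together. The Reactome PI3K/AKT median, near 0 with all libraries, was 0.0033 with RLE size factors, and from -0.026 to 0.054 without 1 library. The Reactome striated muscle contraction median ranged from -0.099 to 0.14, and that of myogenesis stayed higher. The share of the first principal component was 42.9% on log2 normalized counts and 61.6% over all tested genes, and from 50.0% to 85.4% without 1 library. The median TPM ratio of the FOXO3a-linked genes was 0.831 from group medians and from 0.346 to 0.885 without 1 library, the highest without vehicle replicate 3. The Reactome scan gave 0 sets with an estimated correlation, and from 46 to 158 without 1 library. The cause was not tested for these values.

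For the 73 named genes, the alternatives that keep every library gave 868 log2 fold changes: 820 on the same side of zero and of the adjusted threshold, 26 newly past that threshold and 22 reversed. On log2(TPM + 1) and log2(TPM + 0.1), where the median of all genes shifted by -0.10 and -0.14, these were -0.036 and -0.036 for Hdac5, -0.0071 and -0.0066 for Klhl40, -0.032 and -0.033 for Ppp3ca, -0.18 and -0.18 for Dusp22, -0.12 and -0.13 for Ppargc1a, and -0.076 and -0.078 for Ubr2. Wnt10b was -0.010 on log2(TPM + 1) and Myh7 was 0.68 on log2(TPM + 0.1). With voom and sample quality weights, Atf4 was 0.050, Hdac9 -0.061, Ppargc1a -0.13, Myh2 0.18 and Myh7 2.19. Apeglm brought 62 of the 73 genes within 0.001 of 0, and of these Myh4 (-6.69e-06) and Mapk8 (-1.76e-06) were reversed. Runx1 was among the 62 despite an adjusted p of 5.18e-09 from DESeq2's Wald test, so the sign of such a value tells little. The cause was not tested.

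The 6 fits without 1 library gave 438 log2 fold changes: 416 unchanged in this sense, 5 newly past the threshold and 17 reversed. Lowest and highest values were -0.55 and 0.12 for Foxo3, -0.50 and 0.13 for Atf4, -0.076 and 0.31 for Hdac9, -0.13 and 0.28 for Klhl40, -0.25 and 0.51 for Wnt10b, -0.0054 and 0.44 for Dusp22, -0.17 and 0.014 for Jun, -0.13 and 0.21 for Ppargc1a, -0.36 and 0.13 for Myh1, -0.55 and 0.40 for Myh2, and -1.84 and 2.92 for Myh7. For the marker lists they were -2.05 and 0.21 (adipocyte), -0.026 and 0.24 (endothelial), -0.65 and 0.68 (Schwann) and -1.68 and 0.71 (slow fiber). The TPM ratio ranged from 0.591 to 1.01 for Map1lc3b and from 0.980 to 1.21 for Fbxo21. In each of these fits 1 group had 2 libraries. Depth limits genes with few counts: Fat2 had 0 counts in the vehicle libraries, so the size of its fold change depends on the count assumed in their place.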

Differences from the paper's values

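The comparison of log2 fold changes of at least 1.3 and the block of 2 levels were tests chosen only after values had been seen, and the other tests named here were planned. The paper states 350 differentially expressed genes, and edgeR's quasi-likelihood test called 931 genes at the threshold printed with the volcano plot. Of the alternatives set before the data were examined, limma's trend test on log2(TPM + 1) with 446 genes and the fit without BML-260 replicate 2 with 503 genes came within 1.5 times the paper's number. None of the other alternatives set before the data were examined did so. Their counts were 935 with RLE size factors, 946 with upper quartile normalization, 1416 without a filter, 857 with at least 10 counts in every library, 1176 with DESeq2's Wald test, 99 with apeglm, 890 with voom and sample quality weights, 894 with the robust test and 692 on log2(TPM + 0.1). Leaving out vehicle replicate 1, 2 or 3 gave 2223, 1207 and 657 genes, and leaving out BML-260 replicate 1 or 3 gave 702 and 656. The fit with the replicate block did not come within that range either. With a log2 fold change of at least 1.3 in place of a fold change of at least 1.3, a setting chosen after seeing the values, the count was 324 with edgeR and 504 with DESeq2.

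The TPM ratio of Gadd45a was 0.215 (SD 0.134), against the paper's about 0.44 in Fig. 8C, read by eye. Of the alternatives set before the data were examined, the fit without vehicle replicate 3 gave 0.298, which lies within 1.5 times the paper's value. The others did not: the ratio was 0.226 from group medians, 0.247 from CPM after TMM normalization, 0.167 and 0.218 without vehicle replicate 1 or 2, and 0.246, 0.193 and 0.207 without BML-260 replicate 1, 2 or 3.

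The paper calls Myh4 and Six4 upregulated, and the log2 fold changes here were positive but did not pass the threshold of the volcano plot. Six4 passed it without vehicle replicate 2, with a log2 fold change of 0.49, and Myh4 passed it under none of the 18 alternatives. Bnip3 and Ctsl, which the paper draws as lower with BML-260, passed it without a filter (-0.90 for Bnip3 and -0.78 for Ctsl), with DESeq2's Wald test (-0.89 and -0.77), without vehicle replicate 1 (-1.16 and -0.95) and without vehicle replicate 2 (-1.14 and -1.03). Among the other genes of Fig. 8F, Speg passed with DESeq2's Wald test (0.38), and Asb2, Col6a1 and Stac3 passed without vehicle replicate 1 (0.76, 0.65 and 0.68). Homer1 and Xk passed without vehicle replicate 1 (0.68 and 0.70). Myhas passed with DESeq2's Wald test (0.93), with voom and sample quality weights (0.68), on both TPM scales (1.01 and 1.06) and without vehicle replicate 3 (0.49). Among the genes of Appendix Fig. S9A, Ntrk2 (-0.60), Egfr (-0.55) and Thbs3 (-1.10) passed without vehicle replicate 2. Thbs3 also passed without vehicle replicate 1 (-1.10). Igf1 passed without a filter (-0.78), with DESeq2's Wald test (-0.78), without vehicle replicate 2 (-1.06) and without BML-260 replicate 1 (-1.16). With the replicate block, Homer1, Xk, Csf1, Igf1 and Ntrk2 passed, and with the block of 2 levels, chosen after seeing the values, Homer1 and Igf1. The paper states that BML-260 lowered myostatin and raised PGC-1α by qPCR (Fig. 7N). Its text does not state whether the same mice were used for qPCR and for RNA-Seq, so the sets of mice may differ. Mstn, which encodes myostatin, had a log2 fold change of 0.62 here (adjusted p 0.779 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was positive under each of its 18 alternatives, with the lowest value with apeglm (1.16e-05). Ppargc1a, which encodes PGC-1α, had 0.018 and passed the threshold of the volcano plot under none of the 18 alternatives.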

Other observations

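The tests of vehicle replicate 3 against the other 5 libraries, the correction for GC content, the scale by library totals, the exchanges of labels and the test of the split by replicate 1 are tests chosen only after the results were seen.

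The 931 genes at the threshold of the volcano plot were weighed against technical explanations. With every library thinned to the smallest total, the count was 922 (median of 5 draws, 914 to 940), which argues against a difference in library size. After a trend of each library on transcript length was removed it was 923 genes, 842 of them among the 931, and after a trend on GC content 927 genes, 823 of them among the 931. Length and GC content were known for 84.0% of the tested genes and 91.0% of the genes at the threshold. Single genes moved by up to 0.109 with the length correction and 0.224 with the GC correction on the log2 scale. TMM discounts a few genes that take most of the counts, and library totals do not. With library totals as the scale, 1049 genes passed, 60 higher and 989 lower, and the median log2 fold change of all genes was -0.12. The number of higher genes, 145 with TMM, depends on the scale. Of the 1049 genes, 842 also passed with TMM, which argues against a few abundant genes as the whole cause. On log2 TPM limma's trend test gave 446 genes with a pseudocount of 1 and 692 with a pseudocount of 0.1, where the scale and the test both differ. A lower share of all other cell types with BML-260 would lower their markers alike, but the endothelial and macrophage lists moved apart by 1.22 (SD 1.01), which argues against it as the whole cause. These lists were -0.66 (macrophage) and -0.026 (endothelial) without vehicle replicate 3. In 2 of the 10 splits of the 6 libraries at least as many genes passed, and the other splits gave between 224 and 1155. The higher number came from the exchange of vehicle replicate 1 with BML-260 replicate 3. Whether BML-260 or a difference among the mice underlies the 931 genes stays open, because 10 splits cannot give a share under 0.1.

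A swap of a vehicle and a BML-260 library was also tested. The number of genes with an adjusted p under 0.05 was 0 in each of the 10 splits, beside 966 genes with an unadjusted p under 0.05 in the real one, so 10 of the 10 splits gave as many and the count could not decide. The number of BML-260 libraries nearer on average to the vehicle libraries than to the other BML-260 libraries was 0 with the real labels. It was also 0 in 6 of the 9 exchanges of a vehicle and a BML-260 label, because vehicle replicate 3 lay far from every other library, and in 2 of the 9 exchanges when the distances to that library were left out. These distances cannot decide either, so a swap stays open. A single wrong label stays open as well. Mean distances of vehicle replicates 1 and 2 to their own group (29.2 and 28.6) cannot decide, because the distances to vehicle replicate 3 (40.6 and 39.4) set them. Vehicle replicate 1 lay 14.8 on average from the BML-260 libraries and 17.8 from vehicle replicate 2. Vehicle replicate 2 lay 19.3 on average from the BML-260 libraries, farther than from vehicle replicate 1. Without vehicle replicate 1 the count at the threshold of the volcano plot was 2223.

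For the gene sets, 2 of the 10 splits gave a camera p as small for the FOXO3a list, 9 for the Reactome PI3K/AKT set, 10 for striated muscle contraction and 2 for myogenesis. The median of the FOXO3a list was -0.21 without vehicle replicate 3, in line with the explanation that 1 vehicle library far from the others makes up most of the -0.73.

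Vehicle replicate 3 stood far from the other 5 libraries. Of 12896 genes with a mean of at least 1 CPM, 319 differed more than 4-fold from the mean of the others (158 higher and 161 lower), against 19 to 36 genes for each other library. The number was 323 after thinning, 311 after a GC correction and 314 after a length correction, which argues against depth, GC content and length. The slow fiber list minus the fast fiber list was 3.05 on the log2 scale in this library, and between -0.71 and 0.59 in the others (SD 0.46). This argues against a smaller share of muscle fiber RNA, which would lower both lists alike. The slow fiber list alone was higher by 2.50, with Myh7 at 66.9 CPM against 1.09 and 1.46 in the other vehicle libraries and 7.93, 12.2 and 8.58 with BML-260. Tissue of another muscle in this library may give such a value, and it cannot be told apart from slower fibers in the TA muscle of this mouse. Lists of other tissues moved too, by 2.92 for adipocyte (SD of the other libraries 0.21) and 1.50 for Schwann (SD 0.34). The endothelial list moved the other way, by -0.26 (SD 0.095). No test here decided what moved these lists. The complement and acute phase list was higher by 4.39, which an inflamed or ill mouse may also give, and the deposited labels do not record the health of the mice. Both explanations stay open. No biological explanation by a condition of the design was tested, because the other vehicle libraries did not share the pattern.

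Replicate 1 of each group shared a pattern in a few genes, which were chosen after their values were seen. Nnt had 17.7 CPM in vehicle replicate 1 and 21.6 in BML-260 replicate 1, against 106 and 208 in the other vehicle libraries and 122 and 99.5 in the other BML-260 libraries. Wdfy1 had 7.76 and 8.67 CPM, against 25.9 to 28.1 in the other libraries. In all, 8 genes set these libraries at least 2-fold apart from the other 4, and over the other pairs of libraries the number was between 0 and 35. Only pairs within the vehicle group gave more genes (9, 12 and 35). The other pairs of a vehicle and a BML-260 library gave between 0 and 4. A variant carried by some of the mice may underlie the values of Nnt and Wdfy1. Chance stays open as well, because the genes were chosen after their values were seen and no test here set a variant apart from it. Entpd4 and Entpd4b, which had nearly the same counts in each library, are among the 8 and may share reads. The remaining genes are Smox, Cyp26b1, Adamtsl2 and Gm16867.

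Some genes that the paper discusses outside its RNA-Seq results were also measured. Mstn, which encodes myostatin, had 1925 ± 498 normalized counts with vehicle and 2965 ± 455 with BML-260 (SD, n = 3 in each group), with no overlap of the groups. Its log2 fold change was 0.62 (standard error 0.21, adjusted p 0.779 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and stayed between 0.44 and 0.81 without 1 library. By qPCR, the paper reports a lower expression of myostatin and a higher expression of PGC-1α, the product of Ppargc1a, with BML-260 (Fig. 7N). Whether the same mice were used for both measures is not stated in its text. Dusp22 had a log2 fold change of 0.23 and Ppargc1a one of 0.018, with overlap of the groups in both. Akt1 had a log2 fold change of -0.52, with overlap of the groups, and -0.31 without vehicle replicate 3. Myh7 had -1.28 with all libraries and 2.92 without vehicle replicate 3.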
